# FNDC1 is a myokine that promotes myogenesis and muscle regeneration

**DOI:** 10.1038/s44318-024-00285-0

**Published:** 2024-11-20

**Authors:** Rui Xin Zhang, Yuan Yuan Zhai, Rong Rong Ding, Jia He Huang, Xiao Chen Shi, Huan Liu, Xiao Peng Liu, Jian Feng Zhang, Jun Feng Lu, Zhe Zhang, Xiang Kai Leng, De Fu Li, Jun Ying Xiao, Bo Xia, Jiang Wei Wu

**Keywords:** FNDC1, Integrin α5β1, Myogenic Differentiation, Muscle Regeneration, Development, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

Myogenesis is essential for skeletal muscle formation and regeneration after injury, yet its regulators are largely unknown. Here we identified fibronectin type III domain containing 1 (FNDC1) as a previously uncharacterized myokine. In vitro studies showed that knockdown of *Fndc1* in myoblasts reduces myotube formation, while overexpression of *Fndc1* promotes myogenic differentiation. We further generated recombinant truncated mouse FNDC1 (mFNDC1), which retains reliable activity in promoting myoblast differentiation in vitro. Gain- and loss-of-function studies collectively showed that FNDC1 promotes cardiotoxin (CTX)-induced muscle regeneration in adult mice. Furthermore, recombinant FNDC1 treatment ameliorated pathological muscle phenotypes in the *mdx* mouse model of Duchenne muscular dystrophy. Mechanistically, FNDC1 bound to the integrin α5β1 and activated the downstream FAK/PI3K/AKT/mTOR pathway to promote myogenic differentiation. Pharmacological inhibition of integrin α5β1 or of the downstream FAK/PI3K/AKT/mTOR pathway abolished the pro-myogenic effect of FNDC1. Collectively, these results suggested that myokine FNDC1 might be used as a therapeutic agent to regulate myogenic differentiation and muscle regeneration for the treatment of acute and chronic muscle disease.

## Synopsis

Muscle injury induces expression of myokines that promote muscle regeneration. This study identifies the fibronectin domain-containing protein FNDC1 as a myokine that promotes myogenesis and muscle regeneration with potential therapeutic use for treating muscle injuries and related disorders.

- FNDC1 is a previously uncharacterized myokine that promotes myogenesis.
- FNDC1 enhances myoblast differentiation and facilitates myofiber formation.
- Recombinant FNDC1 promotes muscle regeneration and ameliorates muscular dystrophy.
- FNDC1 interacts with integrin α5β1 to activate the FAK/PI3K/AKT/mTOR signaling pathway for muscle growth and repair.

## Abstract (web summary)

The fibronectin domain-containing protein FNDC1 promotes myogenesis via direct binding to integrin α5β1.

## Introduction

Skeletal muscle is a highly plastic tissue that is capable of making up for turnover caused by daily wear-and-tear as well as regenerating upon damage (Furrer and Handschin, 2019). Myogenesis is required for formation of skeletal muscle and the regeneration after injury, and its dysfunction leads to muscle disorder (Chamberlain and Chamberlain, 2017). Myogenesis follows an ordered series of cellular events including satellite cell activation, migration, alignment, adhesion, and membrane fusion, generating new multinucleated myofibers or fusing with existing ones, which is critical for the repair of damaged myofibres (Park et al, 2016; Tierney and Sacco, 2016). Nonetheless, regulators of myogenesis remain largely unknown.

As an endocrine organ, skeletal muscle secretes a variety of factors to regulate muscle function under different circumstances such as during exercise or muscle repair upon injury (Pedersen and Febbraio, 2012). Exercise-induced myokines, such as FNDC5/irisin (Fang et al, 2023; Kurdiova et al, 2014) and interleukin 6 (IL6) (Pedersen and Febbraio, 2008), increase skeletal muscle mass and strength. Another class of myokines such as brain-derived neurotrophic factor (BDNF) (Wang et al, 2021; Waldemer-Streyer et al, 2022), is abundantly generated after muscle injury or atrophy, stimulating regeneration and reversing muscle atrophy by directly or indirectly regulating satellite cells. Apart from extensive efforts in developing the inhibitors for the well-recognized myokine myostatin, most of the myokines have not been sufficiently characterized (Lo et al, 2020; Markworth et al, 2020). Identification of novel myokines in myogenesis and skeletal muscle regeneration is also valuable for exploring innovative therapeutic targets.

To explore potential regulators of myogenesis, we performed a bioinformatics analysis on four myogenesis-related microarray datasets and identified fibronectin type III domain containing 1 (*Fndc1*) as a candidate gene. FNDC1 contains four conserved fibronectin type III (FN3) domains and one large tegument protein UL36 (PHA03247) domain. It was first identified in rat ischemic hearts and was involved in hypoxia-induced cardiomyocyte apoptosis (Sato et al, 2006; Sato et al, 2009). FNDC1 has also been identified as the causative gene for otitis media (van Ingen et al, 2016) and Kawasaki disease (Lin et al, 2021). It is closely related to the occurrence and poor prognosis of various malignant tumors (lymphoma (Sung et al, 2011), breast cancer (Cordeiro et al, 2021), gastric cancer (Jiang et al, 2020), colorectal cancer (Chen et al, 2022), and lung cancer (Ma et al, 2023)). The biological function of FNDC1 in skeletal muscle has not been documented yet. Mutations in human *FNDC1* lead to impaired muscle function with ageing (Franco et al, 2018), implying that FNDC1 may play a key role in skeletal muscle homeostasis. Furthermore, its family member, FNDC5, is a well-known pro-muscle factor that induces skeletal muscle hypertrophy and rescues atrophy (Reza et al, 2017). FNDC4 was also reported to promote skeletal muscle cell differentiation (Li et al, 2020; Wang et al, 2020). Based on this evidence, we deduced that FNDC1 may also play a key role in myogenesis. Thus, the aim of this study was to explore the role of FNDC1 in myogenesis and muscle regeneration and to understand how this process is precisely controlled.

We identified FNDC1 as a novel myokine involved in myogenesis and muscle regeneration. Knockdown of *Fndc1* in C2C12 cells reduced myotube formation, whereas *Fndc1* overexpression promoted myogenic differentiation. We also generated a truncated form of recombinant FNDC1 and demonstrated that it promotes cardiotoxin (CTX)-induced muscle regeneration in adult mice and alleviates muscular atrophy in *mdx* mice. These beneficial effects are dependent on the membrane integrin receptor α5β1. FNDC1 binds to α5β1 and activates the downstream FAK/PI3K/AKT/mTOR pathway to promote myogenesis and muscle regeneration. Our findings identify a new myokine FNDC1 and reveal how it works in myogenesis, with the therapeutic potential for the treatment of muscle diseases.

## Results

### FNDC1 is a previously unrecognized candidate for regulating myogenesis

To identify potential regulators involved in myogenesis, we compiled and intersected differentially expressed genes (DEGs) from four independent microarray datasets related to myogenesis from Gene Expression Omnibus (GEO) database: (i) DEGs during C2C12 cell differentiation (GSE4694); (ii) DEGs during CTX-induced muscle regeneration in mice (GSE56903); (iii) DEGs in skeletal muscle of Duchenne muscular dystrophy (DMD) patients (GSE38417); and (iv) DEGs in gastrocnemius muscle of chronic muscular dystrophic (*mdx*) mice (GSE466). Integrative analysis of the datasets yielded fifteen overlapping genes, ten of which (*Myl4* (Schiaffino et al, 2015), *Tnnt2* (Wei and Jin, 2016), *Myh3* (Toydemir et al, 2006), *Bgn* (Lechner et al, 2006), *Islr* (Zhang et al, 2018), *Postn* (Ito et al, 2021), *Cxcr4* (Lahmann et al, 2021), *Abca1* (Tan et al, 2019), *Apoe* (Arnold et al, 2015), and *Tgfbi* (Girardi et al, 2021)) have been well-characterized in myogenesis (Fig. 1A). The roles of the remaining five genes (*Fndc1, Gng2, Pltp, Ctsc*, and *Rgs2*) in myogenesis have not been documented (Fig. 1A). Therefore, we analyzed their expression levels and found that *Fndc1* was the most significantly elevated gene during primary myoblast differentiation compared with the other four genes (*Gng2*, *Pltp*, *Ctsc*, and *Rgs2*) (Fig. 1B). During C2C12 cell differentiation, *Fndc1* mRNA expression was upregulated on day 2 and remained high throughout the differentiation stage (Fig. 1C). mRNA expression of *Gng2*, *Pltp*, and *Ctsc* remained unchanged on day 2 and was elevated during the terminal differentiation stage (Fig. 1C). In contrast, mRNA expression of *Rgs2* showed a decreasing trend on day 2 (Fig. 1C). Consistent with the mRNA expression pattern, FNDC1 protein expression was also increased in primary myoblasts and C2C12 cells during differentiation (Fig. 1D,E; Appendix Fig. S1A,B). These results suggest that FNDC1 may be involved in the entire process of myoblast differentiation and thus was chosen for further investigation.

**Figure 1:**
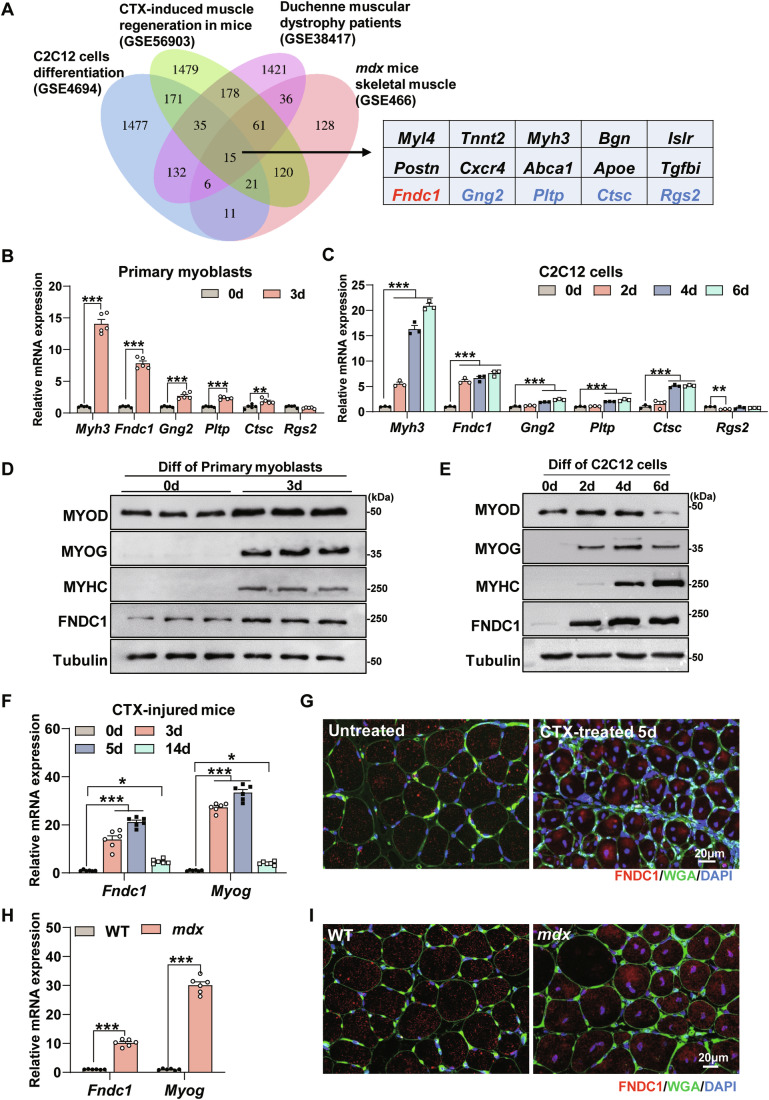
FNDC1 is closely associated with myogenesis. (**A**) Venn diagram showing fifteen overlapping differentially expressed genes among four independent microarray datasets related to myogenesis. (**B**) mRNA expression of *Myh3*, *Fndc1*, *Gng2*, *Pltp*, *Ctsc*, and *Rgs2* in primary myoblasts during myogenic differentiation (*n* = 5 independent experiments). Two-tailed t-test, *P* = 6.5 × 10^−8^, *P* = 1.23 × 10^−7^, *P* = 5.95 × 10^−5^, *P* = 1.54 × 10^−6^, *P* = 5.97 × 10^−3^, and *P* = 0.0477 for *Myh3*, *Fndc1*, *Gng2*, *Pltp*, *Ctsc*, and *Rgs2*, respectively. (**C**) mRNA expression of *Myh3*, *Fndc1*, *Gng2*, *Pltp*, *Ctsc*, and *Rgs2* in C2C12 cells during myogenic differentiation (*n* = 3 independent experiments). One-way ANOVA, 0 d *vs*. 2 d, *P* = 6.63 × 10^−4^, 0 d *vs*. 4 d, *P* = 4.80 × 10^−8^, 0 d *vs*. 6 d and *P* = 1.12 × 10^−8^ for *Myh3*; 0 d *vs*. 2 d, *P* = 8.19 × 10^−6^, 0 d *vs*. 4 d, *P* = 3.59 × 10^−6^, 0 d *vs*. 6 d, *P* = 1.05 × 10^−6^ for *Fndc1*; 0 d *vs*. 2 d, *P* = 0.2487, 0 d *vs*. 4 d, *P* = 7.03 × 10^−4^ and 0 d *vs*. 6 d and *P* = 3.34 × 10^−5^ for *Gng2*; 0 d *vs*. 2 d, *P* = 0.8222, 0 d *vs*. 4 d, *P* = 5.06 × 10^−5^ and 0 d *vs*. 6 d, *P* = 7.90 × 10^−6^ for *Pltp*; 0 d *vs*. 2 d, *P* = 0.5834, 0 d *vs*. 4 d, *P* = 3.78 × 10^−5^ and 0 d *vs*. 6 d, *P* = 3.20 × 10^−5^ for *Ctsc;* and 0 d *vs*. 2 d, *P* = 3.94 × 10^−3^, 0 d *vs*. 4 d, *P* = 0.1819 and 0 d *vs*. 6 d, *P* = 0.1222 for *Rgs2*. (**D**, **E**) Representative immunoblotting of MYOD, MYOG, MYHC, and FNDC1 in primary myoblasts or C2C12 cells during myogenic differentiation. (**F**) mRNA expression of *Fndc1* and *Myog* in the tibialis anterior (TA) muscle of cardiotoxin (CTX) injured WT mice (*n* = 6 mice). One-way ANOVA, 0 d *vs*. 3 d, *P* = 1.69 × 10^−8^, 0 d *vs*. 5 d, *P* = 6.04 × 10^−12^ and 0 d *vs*. 14 d, *P* = 0.0204 for *Fndc1*; 0 d *vs*. 3 d, *P* = 2.70 × 10^−14^, 0 d *vs*. 5 d, *P* = 2.3 × 10^−14^ and 0 d *vs*. 14 d, *P* = 0.0454 for *Myog*. (**G**) Representative immunofluorescence staining of FNDC1^+^ fibers (in red) in untreated or CTX-treated TA muscle at day 5 post-injury. Cell membrane was stained with WGA (in green) and nuclei were counterstained with DAPI (in blue) (*n* = 6 mice). Scale bar = 20 μm. (**H**) mRNA expression of *Fndc1* and *Myog* in TA muscle of WT or *mdx* mice (*n* = 6 mice). Two-tailed t-test, *P* = 3.27 × 10^−9^ and *P* = 2.16 × 10^−7^ for *Fndc1* and *Myog*, respectively. (**I**) Representative immunofluorescence staining of FNDC1^+^ fibers (in red) in TA muscle of WT or *mdx* mice. Cell membrane was stained with WGA (in green) and nuclei were counterstained with DAPI (in blue) (*n* = 6 mice). Scale bar = 20 μm. Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001. Source data are available online for this figure.

We next analyzed FNDC1 expression in mice with CTX-induced acute muscle injury as well as in *mdx* mice. In CTX-treated mice, compared with uninjured muscle (day 0), *Fndc1* expression was significantly upregulated during the initial phase of muscle regeneration (days 3–5) and downregulated on day 14 when myoblast fusion was decreased, similar to the expression profile of myogenic marker *Myog* (Appendix Fig. S2; Fig. 1F). At day 5 after injury, immunofluorescence analysis revealed increased FNDC1 in newly regenerated muscle fibers (Fig. 1G). We also noticed markedly increased *Fndc1* mRNA expression (~12-fold) in the anterior tibial (TA) muscle of *mdx* mice compared with WT mice, similar to the expression profile of *Myog* (Fig. 1H). Consistent with this, immunofluorescence analysis showed significantly higher FNDC1 in the muscle fibers of *mdx* mice compared with WT mice (Fig. 1I). These results show that FNDC1 is differentially expressed in different myogenic systems, implying that it may play key roles in myogenic differentiation.

### FNDC1 promotes myoblast differentiation

We next investigated the role of FNDC1 in myoblast differentiation. Knockdown of *Fndc1* significantly inhibited myogenic differentiation (Fig. 2A–D), with reduced mRNA expression of *Caveolin-3* and *Myomaker* (Fig. 2E), two critical markers related to cell fusion, as well as protein levels of MYHC and MYOG (Fig. 2F; Appendix Fig. S3A). In contrast, *Fndc1* overexpression increased the myogenic differentiation (Fig. 2G–J), showing enhanced mRNA expression of *Caveolin-3* and *Myomaker* (Fig. 2K) and increased MYHC and MYOG protein levels (Fig. 2L; Appendix Fig. S3B). In addition, knockdown of *Fndc1* by shRNA lentivirus in mouse primary myoblasts impaired myogenic differentiation, with significantly reduced fusion index (Appendix Fig. S4A–C). Together, these results suggest that FNDC1 promotes myogenic differentiation, implying a critical role for FNDC1 in myogenesis.

**Figure 2:**
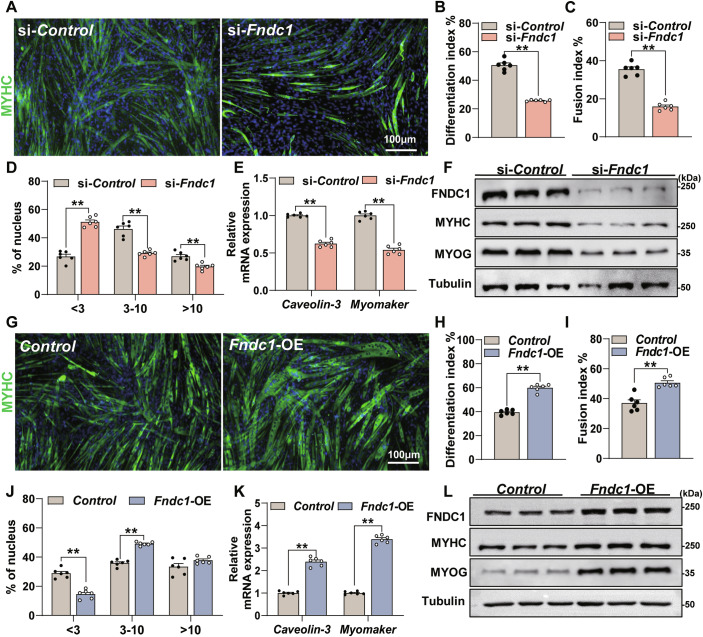
FNDC1 promotes myoblast differentiation-mediated myogenesis in vitro. (**A**) Representative immunofluorescence staining of MYHC in si-Control or si-*Fndc1* (*Fndc1* knockdown) C2C12 cells at day 4 post-differentiation (*n* = 6 independent experiments). Staining for MYHC (in green) marks differentiated cells, and nuclei were counterstained with DAPI (in blue). C2C12 cells were transfected with si-Control or si-*Fndc1* for 12 h before the initiation of differentiation. Scale bars = 100 μm. (**B**) Quantification of the differentiation index (*n* = 6 independent experiments). Two-tailed t-test, *P* = 2.99 × 10^−8^. (**C**, **D**) Quantification of fusion index (a MYHC^+^ cell with at least three nucleus) and the nucleus distribution per myotube (*n* = 6 independent experiments). (**C**) Two-tailed t-test, *P* = 1.70 × 10^−7^. (**D**) Two-tailed t-test, nucleus distribution per myotube <3, *P* = 1.70 × 10^−7^; nucleus distribution per myotube 3–10, *P* = 1.64 × 10^−5^ and nucleus distribution per myotube >10, *P* = 8.73 × 10^−4^. (**E**) mRNA expression of *Caveolin-3* and *Myomaker* (*n* = 6 independent experiments). Two-tailed t-test, *P* = 5.71 × 10^−9^ and *P* = 4.12 × 10^−8^ for *Caveolin-3* and *Myomaker*, respectively. (**F**) Representative immunoblot analysis of FNDC1, MYHC, and MYOG (*n* = 3 independent experiments). Cells were collected at day 4 post-differentiation. (**G**) Representative immunofluorescence staining of MYHC (in green) in Control (empty vector) or *Fndc1*-overexpressing (*Fndc1-*OE) C2C12 cells at day 4 post-differentiation. Scale bars = 100 μm. (**H**) Quantification of differentiation index (*n* = 6 independent experiments). Two-tailed t-test, *P* = 1.11 × 10^−7^. (**I**, **J**) Quantification of fusion index and the nucleus distribution per myotube (*n* = 6 independent experiments). (**I**) Two-tailed t-test, *P* = 3.20 × 10^−4^. (**J**) Two-tailed t-test, nucleus distribution per myotube <3, *P* = 1.41 × 10^−5^; nucleus distribution per myotube 3–10, *P* = 1.41 × 10^−7^ and nucleus distribution per myotube >10, *P* = 0.0992; (**K**) mRNA expression of *Caveolin-3* and *Myomaker* (*n* = 6 independent experiments). Two-tailed t-test, *P* = 1.64 × 10^−8^ and *P* = 1.98 × 10^−11^ for *Caveolin-3* and *Myomaker*, respectively. (**L**) Representative immunoblot analysis of FNDC1, MYHC, and MYOG in Control or *Fndc1-*OE C2C12 cells (*n* = 3 independent experiments). Cells were collected at day 4 post-differentiation. Data are represented as mean ± SEM. **p < 0.01. Source data are available online for this figure.

### Identification of FNDC1 as a novel myokine promoting myoblast differentiation

To gain further insight into FNDC1, we performed the protein sequence analysis by SignalP and DeepTMHMM, and predicted a signal peptide cleavage site and the absence of a hydrophobic transmembrane region (Appendix Fig. S5), suggesting that it is a potential secreted protein. We further detected the FNDC1 levels in different myogenic systems. During C2C12 cell differentiation, medium FNDC1 levels were significantly elevated (Fig. 3A,B), with no obvious difference in LDH release (Appendix Fig. S6A), suggesting that FNDC1 is secreted by myoblasts rather than passively released after cell death. In CTX-injured mice, circulating FNDC1 levels were increased on day 3 and further increased on day 5, then decreased on day 14 as skeletal muscle architecture was largely restored (Fig. 3C). In *mdx* mice, serum FNDC1 levels were elevated nearly 4-fold (Fig. 3D). These results show that FNDC1 is a novel myokine elevated during myogenic differentiation.

**Figure 3:**
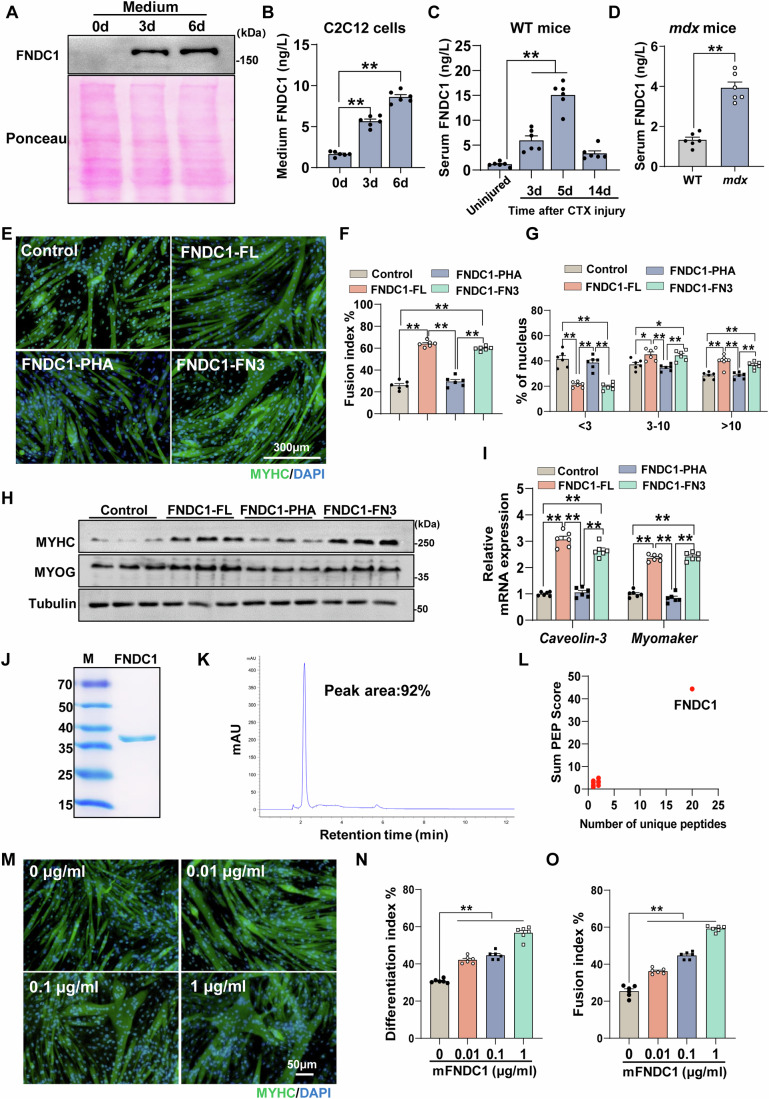
FNDC1 is a novel myokine. (**A**) Representative immunoblot analysis of medium FNDC1 in C2C12 cells at days 0, 3, or 6 post-differentiations. For determination of released FNDC1, equal volumes of conditioned media were subjected to western blot analysis; Ponceau S staining was used as a loading control. (**B**) Medium FNDC1 levels in C2C12 cells at days 0, 3, or 6 post-differentiation (*n* = 6 independent experiments). One-way ANOVA, 0 d *vs*. 3 d, *P* = 1.53 × 10^−8^ and 0 d *vs*. 6 d, *P* = 6.48 × 10^−12^. (**C**, **D**) Serum levels of FNDC1 in CTX-injured mice (**C**) and *mdx* mice (**D**) (*n* = 6 mice). (**C**) One-way ANOVA, Uninjured *vs*. 3 d, *P* = 1.14 × 10^−3^; Uninjured *vs*. 5 d, *P* = 1.79 × 10^−10^ and Uninjured *vs*. 14 d, *P* = 0.2061. (**D**) Two-tailed t-test, *P* = 1.01 × 10^−5^. (**E**) Representative immunofluorescence staining of MYHC (in green) in C2C12 cells differentiated for 4 days after transfection with Control (empty vector), FNDC1-FL, FNDC1-FN3, or FNDC1-PHA. Scale bar = 300 μm. (**F**, **G**) Quantification of the fusion index (a MYHC^+^ cell with at least three nucleus) and the nucleus distribution per myotube (n = 6 independent experiments). (**F**) One-way ANOVA, Control *vs*. FNDC1-FL, *P* = 1.56 × 10^−13^; Control *vs*. FNDC1-FN3, *P* = 1.49 × 10^−12^; FNDC1-FL *vs*. FNDC1-PHA, *P* = 8.75 × 10^−13^ and FNDC1-PHA *vs*. FNDC1-FN3, *P* = 1.06 × 10^−11^. (**G**) One-way ANOVA, Control *vs*. FNDC1-FL, *P* = 1.04 × 10^−6^; Control *vs*. FNDC1-FN3, *P* = 3.76 × 10^−7^; FNDC1-FL *vs*. FNDC1-PHA, *P* = 9.10 × 10^−6^; FNDC1-PHA *vs*. FNDC1-FN3, *P* = 3.06 × 10^−6^ for nucleus distribution per myotube <3; Control *vs*. FNDC1-FL, *P* = 0.0132; Control *vs*. FNDC1-FN3, *P* = 0.0295; FNDC1-FL *vs*. FNDC1-PHA, *P* = 0.0010; FNDC1-PHA *vs*. FNDC1-FN3, *P* = 0.0024 for nucleus distribution per myotube 3–10; Control *vs*. FNDC1-FL, *P* = 4.65 × 10^−6^; Control *vs*. FNDC1-FN3, *P* = 0.0021; FNDC1-FL *vs*. FNDC1-PHA, *P* = 5.28 × 10^−5^; FNDC1-PHA *vs*. FNDC1-FN3, *P* = 0.0024 for nucleus distribution per myotube >10. (**H**) Representative immunoblotting of MYHC and MYOG in cells transfected with Control (empty vector), FNDC1-FL, FNDC1-FN3 or FNDC1-PHA (*n* = 3 independent experiments). Cells were collected at day 4 post-differentiation. (**I**) mRNA expression of *Caveolin-3* and *Myomaker* (*n* = 6 independent experiments). One-way ANOVA, Control *vs*. FNDC1-FL, *P* = 2.04 × 10^−12^; Control *vs*. FNDC1-FN3, *P* = 1.26 × 10^−10^; FNDC1-FL *vs*. FNDC1-PHA, *P* = 3.36 × 10^−12^; FNDC1-PHA vs. FNDC1-FN3, *P* = 2.29 × 10^−10^ for *Caveolin-3*. Control *vs*. FNDC1-FL, *P* = 3.72 × 10^−12^; Control *vs*. FNDC1-FN3, *P* = 1.83 × 10^−12^; FNDC1-FL *vs*. FNDC1-PHA, *P* = 4.48 × 10^−13^; FNDC1-PHA *vs*. FNDC1-FN3, *P* = 2.39 × 10^−13^ for *Myomaker*. (**J**) Coomassie-stained SDS-PAGE of protein fractions. M represents protein marker. (**K**) Reverse-phase high-performance liquid chromatography with absorption at 280 nm with visible single peak pattern. (**L**) Representative MS analysis of the recombinant mFNDC1 protein showing high purity by sum PEP score and number of unique peptides. (**M**) Representative immunofluorescence staining of MYHC (in green) in C2C12 cells treated with different concentrations mFNDC1 at day 4 post differentiation. Nuclei were counterstained with DAPI (in blue). Scale bars = 50 μm. (**N**) Quantification of differentiation index (*n* = 6 independent experiments). One-way ANOVA, 0 *vs*. 0.01, *P* = 2.55 × 10^−7^; 0 *vs*. 0.1, *P* = 9.68 × 10^−9^; 0 *vs*. 1, *P* = 1.21 × 10^−13^. (**O**) Quantification of the fusion index (a MYHC^+^ cell with at least three nucleus) (*n* = 6 independent experiments). One-way ANOVA, 0 *vs*. 0.01, *P* = 1.34 × 10^−7^; 0 *vs*. 0.1, *P* = 5.30 × 10^−12^; 0 *vs*. 1, *P* = 2.3 × 10^−14^. Data are represented as mean ± SEM. *p < 0.05 and **p < 0.01. Source data are available online for this figure.

Since the molecular weight of mouse FNDC1 is ~195 kDa and this large size may not be conducive to drug development (Fosgerau and Hoffmann, 2015; Sato et al, 2006), truncation experiments were performed to determine the functional domain of FNDC1 and to synthesize recombinant protein for peptide drug development. FNDC1 contains two types of domains: the FN3 domain and the PHA03247 domain (Appendix Fig. S7A). We constructed three vectors containing full-length FNDC1, FNDC1-FN3 (lacking residues 519–1092 of the PHA03247 domain), and FNDC1-PHA (lacking residues 38–332 and 1480–1571 of the FN3 domain) (Appendix Fig. S7A). The vectors were transfected separately into C2C12 cells. FNDC1-FN3 overexpression was sufficient to promote myotube formation (Fig. 3E–G) and increase the protein levels of MYHC and MYOG (Fig. 3H; Appendix Fig. S7B), as well as mRNA expression of *Caveolin-3* and *Myomaker* (Fig. 3I), similar to full-length FNDC1, whereas FNDC1-PHA transfection had no obvious effect on myotube formation (Fig. 3E–I), suggesting that the FN3 domain is essential for the myogenic function of FNDC1. Based on these truncation results, we then generated recombinant mouse FNDC1 (mFNDC1) containing the FN3 domain of FNDC1 to facilitate drug development. SDS-PAGE with Coomassie Brilliant Blue staining showed a single purified protein (~35 kDa) (Fig. 3J). Reverse-phase high-performance liquid chromatography exhibited a single peak for the purified recombinant protein (92% peak area) (Fig. 3K). To further identify the recombinant protein, we performed mass spectrometry for the immunoaffinity-purified, His-tagged bands. Peptides identified band mapped to FNDC1 (Fig. 3L; Appendix Table S1). These results collectively show that the purified recombinant protein is FNDC1 and the protein purity is 92%.

Functional assessment revealed that recombinant mFNDC1 increased myogenic differentiation in a dose-dependent manner (Fig. 3M–O). On day 4 after differentiation, mFNDC1 treatment increased the proportion of large myotubes (>10 nuclei) (Appendix Fig. S8A,B) and the myoblast fusion index compared to controls in C2C12 cells (Appendix Fig. S8C). Furthermore, mFNDC1 promoted the mRNA expression of *Caveolin-3* and *Myomaker* (Appendix Fig. S8D) and increased the protein levels of MYHC and MYOG (Appendix Fig. S8E), consistent with those in *Fndc1*-overexpressing cells. Overall, these results indicate that mFNDC1 retains reliable activity to promote myoblast differentiation.

### Integrin α5β1 is the receptor for FNDC1 in myoblast

To explore potential receptors for FNDC1, we employed a combination of transcriptomic and MS-based proteomic strategies. 

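C2C12 is a mouse myoblast cell line whose cells fuse into multinucleated myotubes when the serum in the medium is reduced. C2C12 cells were transfected with an siRNA against *Fndc1* (si-*Fndc1*) or with a control siRNA (si-Control) and then differentiated, and their mRNA was sequenced. Both groups had 5 libraries, 10 in all. The paper's methods name 4 libraries and do not say which ones, so all 10 were used, and the values per library are given where a comparison rests on them. The paper and the sample labels place the cells at 4 days of differentiation, whereas the description of the series places them 48 h after transfection with 100 nM of siRNA. The paper's methods name TopHat, the mm10 genome and htseq-count. The description of the series instead names STAR and the mm9 genome, with another number and length of reads, and the sample labels also name another transfection reagent and serum content than the methods. The authors' table names no genome build, and its gene coordinates match neither the mm9 annotation nor the mm10 gene table used here, so coordinates are given as that table lists them. It holds 55359 genes, each with a read count and an FPKM value (the number of fragments divided by transcript length and library size) in every library, and 26407 of the genes had no count in any library. The total count per library ranged from 66771605 to 75995168 in si-Control (median 71388309) and from 56332844 to 72839369 in si-*Fndc1* (median 70546468). The paper states over 60000000 reads per sample, a number of reads sequenced, against a median of 71347680 reads counted on genes over the 10 libraries, and the values here use the counts. No libraries of one group were near copies of each other, since their counts differed by far more than the sampling noise (chi-square per degree of freedom from 42.87 to 80.38 over the 20 pairs of libraries within a group).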

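From the authors' counts, genes were tested for differential expression with edgeR's quasi-likelihood test after TMM normalization, for the 13548 genes with a mean FPKM of at least 0.5 over the 10 libraries. The paper names DESeq2 instead, which was run as an alternative. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The FPKM values were used as the authors gave them for the level of single genes, compared between groups by two-sided exact permutation tests, for which 5 libraries against 5 allow no p-value below 0.00794. The knocked-down gene itself, *Fndc1* (ENSMUSG00000071984), is listed on chromosome 17 from 7957401 to 8046134 on the minus strand. Its level was 27.8 ± 2.04 FPKM (SD, n = 5) in si-Control and 20.9 ± 1.70 FPKM (SD, n = 5) in si-*Fndc1*, a ratio of 0.752. Every si-*Fndc1* library, from 18.7 to 23.5 FPKM, lay below every si-Control library, from 24.7 to 29.6 FPKM (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). The log2 fold change was -0.40 (standard error 0.07, adjusted p = 0.000934 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 26 alternatives it ran from -0.45 to -0.22, so *Fndc1* mRNA was lowered only in part. The counts of *Fndc1* were 19332 to 23573 reads in si-Control and 11555 to 18830 reads in si-*Fndc1*.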

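The same test gave 5989 genes with an unadjusted p-value under 0.05, of which 2990 rose and 2999 fell in si-*Fndc1*. At an adjusted p-value under 0.05 there were 4663 genes, 2338 up and 2325 down, with a median absolute log2 fold change of 0.29. Of the 4663, 226 had an absolute log2 fold change of at least 1, a number that ran from 54 with a mean FPKM of at least 5 to 528 with no filter over the alternatives. The CPM values (counts scaled to library size) of the groups did not overlap for 3397 of the 13548 genes (25.1%), against 0.794% given by chance. The legend of Appendix Fig. S9A gives a p-value threshold for DEGs without naming an adjustment, and the genes at an unadjusted p-value under 0.05 were therefore used as DEGs for the GO and KEGG terms. Across 11185 genes with a known GC content, log2 fold changes fell with GC content (Spearman -0.523 across genes, which are not independent replicates). After a correction for GC content and transcript length within each library, chosen after the data had been seen, 2547 of these 11185 genes had an adjusted p-value under 0.05, against 4244 of the same genes without the correction, and 1788 were called in the same direction both with and without it. Among all tested genes, DESeq2 gave 5019 genes at an adjusted p-value under 0.05, and with each library left out in turn the number stayed between 4000 and 4627.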

RNA-sequencing was performed in *Fndc1* knockdown and control C2C12 cells on day 4 after differentiation. Gene ontology (GO) analysis revealed that the DEGs had significant enrichment in integrin-mediated cell adhesion, an important biological process during myoblast differentiation (Appendix Fig. S9A). In addition, we used PathwayNet (http://pathwaynet.princeton.edu/) (Park et al, 2015) analysis to screen for potential co-complex partners of FNDC1 and found that integrin beta1 (ITGB1) cell surface interactions were significantly enriched (Appendix Fig. S9B). 

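GO terms were taken from the annotation in the authors' table, and each term was tested for DEGs by a one-sided hypergeometric test (Fisher's exact test) among the 11202 tested genes with a GO annotation, of which 5249 were DEGs. The term for integrin-mediated cell adhesion (cell adhesion mediated by integrin) held 16 tested genes. Of these, 9 were DEGs, 2 that rose and 7 that fell, where 7.50 were expected by chance (Fisher's exact test, one-sided, p = 0.307). The adjusted p-value was 0.895 over the 5500 terms of 5 to 500 genes and 0.395 when adjusted over the list alone, that is, over the 9 terms of Appendix Fig. S9A. None of these 9 terms had an adjusted p-value under 0.05, and 2 of them had an unadjusted one. Fibrinolysis had 8 DEGs among 9 genes (expected 4.22, Fisher's exact test, p = 0.0122, adjusted p = 0.468), all of which rose, and 5 of the 9 genes are on a list of liver transcripts. Regulation of cell migration had 38 DEGs among 62 genes (expected 29.1, Fisher's exact test, p = 0.0155, adjusted p = 0.538), 8 that rose and 30 that fell. Over all 5500 terms, 7 had an adjusted p-value under 0.05 and 387 an unadjusted one. The lowest p-value was that of the cytosolic ribosome, with 43 DEGs among 51 genes (expected 23.9, Fisher's exact test, adjusted p = 0.000173), and collagen-containing extracellular matrix had 109 DEGs among 173 genes (expected 81.1, adjusted p = 0.0168). Against a background of every annotated gene, expressed or not, the integrin term had an adjusted p-value of 0.259, and 4 of the 9 terms had one under 0.05 when adjusted over the list alone (0.0269 to 0.0335), but none over all terms. Among genes that fell, regulation of cell migration had an adjusted p-value of 0.00493 over all terms, and among genes that rose, fibrinolysis had one of 0.0105.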

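As a set, the 16 genes of integrin-mediated cell adhesion had a median log2 fold change of -0.09. The set test camera, with a preset correlation of 0.01 between genes, gave an adjusted p-value of 0.253 over the 9 terms. The set test fry gave 0.0170, and camera with the correlation estimated from the data gave 0.484. Unlike camera, fry asks whether the genes of a set changed together, not whether they changed more than other genes. A call by fry is therefore no evidence of enrichment. The calls of camera for fibrinolysis (up, adjusted p = 0.00154), regulation of cell migration (down, adjusted p = 0.00486) and positive regulation of cell differentiation (down, adjusted p = 0.0255) held under fry, and none of the 9 terms had an adjusted p-value under 0.05 with the estimated correlation. After the correction for GC content and transcript length, camera still called fibrinolysis (adjusted p = 0.000509) but no longer regulation of cell migration (0.348, and 0.00221 to 0.761 over its 27 fits) or positive regulation of cell differentiation (0.195, and 0.01055 to 0.3002 over its 27 fits), whereas fry called both (0.0254 and 0.0139). Camera also lost fibrinolysis with a mean FPKM of at least 5 (0.288) and positive regulation of cell differentiation without si-*Fndc1* replicate 5 (0.0582) or si-Control replicate 5 (0.0794). The 3 genes of the integrin term with the smallest p-values were *Itga5*, *Fbn1* and *Vtn*. *Fbn1* (ENSMUSG00000027204, fibrillin 1, listed on chromosome 2 from 125142514 to 125348305) fell from 182.5 ± 7.57 to 149.7 ± 4.06 FPKM (SD, n = 5 each). Its log2 fold change was -0.28 (standard error 0.03, adjusted p = 0.000166, edgeR's quasi-likelihood test). Over its 26 alternatives it ran from -0.41 to -0.10. *Fbn1* lost its call only under the correction for GC content and transcript length with the replicate number as a block (-0.10, adjusted p = 0.0868). *Vtn* (ENSMUSG00000017344, vitronectin, listed on chromosome 11 from 78389917 to 78393150) had 0 to 16 counts in the si-Control libraries and 112 to 609 counts in the si-*Fndc1* libraries. Its log2 fold change was 5.86 (standard error 0.75, adjusted p = 0.000208, edgeR's quasi-likelihood test). With each library left out in turn it ran from 5.54, without si-Control replicate 4, to 6.56, without si-Control replicate 5, and it was 1.57 in limma on quantile-normalized log2(FPKM + 1), the lowest of its 25 alternatives. *Vtn* is one of the liver transcripts that rose together in the si-*Fndc1* libraries. The paper set out to find receptors for FNDC1 by combining this RNA-sequencing with mass spectrometry, and states from its own GO analysis that the DEGs were enriched in integrin-mediated cell adhesion.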

We further performed MS-based proteomics and showed that ITGB1, a vital membrane receptor involved in cell adhesion and muscle development, is a potential candidate receptor for FNDC1 (Fig. 4A). Co-immunoprecipitation revealed direct physical interaction between FNDC1 and ITGB1 in C2C12 cells (Fig. 4B). Ligand binding to integrins typically initiates canonical signaling through phosphorylation of focal adhesion kinase (FAK). We thus assessed FAK phosphorylation and observed reduced levels in *Fndc*1 knockdown C2C12 cells (Appendix Fig. S9C), whereas mFNDC1 addition increased FAK phosphorylation in C2C12 cells (Appendix Fig. S9D). Knockdown of *Itgb1* inhibited mFNDC1-induced myogenic cell fusion (Appendix Fig. S10A,B), multinucleated myotube formation (Appendix Fig. S10C), and the elevations in MYHC and MYOG protein as well as p-FAK in myoblasts (Appendix Fig. S10D,E). In addition, we tested whether the ITGB1 inhibitor RGDs (Rozo et al, 2016) is able to disrupt the effects of FNDC1. Treatment of C2C12 cells with RGDs abolished the promoting effect of mFNDC1 on myogenic differentiation (Appendix Fig. S10F–H). These results suggest that ITGB1 could be a receptor for FNDC1.

**Figure 4:**
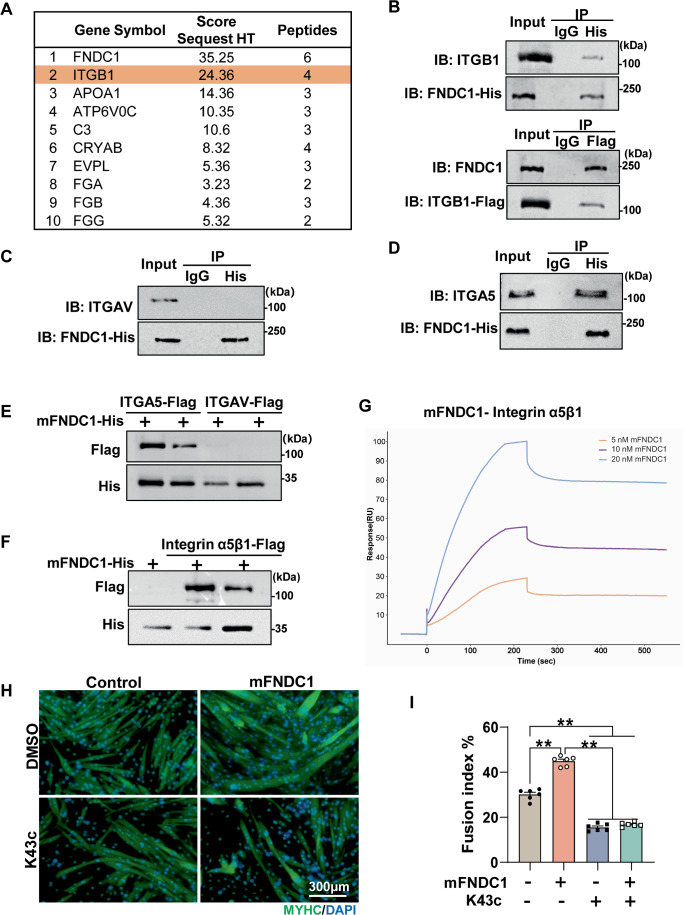
Integrin α5β1 is the receptor for FNDC1 in myoblast. (**A**) The top 10 proteins enriched with FNDC1 by cross-linking/Co-IP/MS analysis. (**B**) Co-IP of FNDC1 and Integrin β1 (ITGB1) in C2C12 cells. (**C**, **D**) Immunoprecipitation of FNDC1 and Integrin αv (ITGAV) or Integrin α5 (ITGA5) in C2C12 cells. (**E**, **F**) Pull-down assays. 100 nM His-tagged FNDC1 (truncated recombinant FNDC1 protein) was incubated with the indicated Flag-tagged integrin (5 nM) and then affinity adsorbed through a nickel column. Immunoblotting was performed to analyze protein interactions between integrins (α5 or αv) and mFNDC1 (**E**) or to analyze protein interaction between integrin α5β1 and mFNDC1 (**F**). (**G**) Surface plasmon resonance analysis of the FNDC1-Intergrin α5β1 interaction. Numbers above curves indicate the analyte concentration tested. All experiments were performed in triplicate with a mobile phase of HBS-EP. (**H**) Representative immunofluorescence staining of MYHC (in green) in C2C12 cells treated with Control or mFNDC1 4 days post-differentiation in the presence or absence of K43c. Scale bars = 300 μm. (**I**) Quantification of fusion index (a MYHC^+^ cell with at least three nucleus) (*n* = 6 independent experiments). One-way ANOVA, Control *vs*. mFNDC1, *P* = 8.87 × 10^−11^; Control *vs*. K43c, *P* = 1.15 × 10^−10^; Control *vs*. mFNDC1 + K43c, *P* = 6.10 × 10^−10^; mFNDC1 *vs*. K43c, *P* = 2.30 × 10^−14^; mFNDC1 *vs*. mFNDC1 + K43c, *P* = 2.30 × 10^−14^. Data are represented as mean ± SEM. **p < 0.01. Source data are available online for this figure.

There are two ITGB1 isotypes ITGB1A and ITGB1D (Zhang et al, 2007), which we found differentially expressed in myoblasts and myotubes (Appendix Fig. S11A). To determine which ITGB1 subtype interacts with FNDC1, we performed immunoprecipitation in C2C12 cells at day 3 post differentiation (both ITGB1A and ITGB1D were detectable at this time point). The result showed that FNDC1 physically interacts with either ITGB1A or ITGB1D (Appendix Fig. S11B). However, knockdown of ITGB1D, but not ITGB1A, in C2C12 cells significantly reduced FNDC1-induced MYHC protein levels (Appendix Fig. S11C,D), suggesting that FNDC1 promotes myoblast differentiation by physical interaction with ITGB1D. It is well accepted that integrins are cell surface receptors composed of α and β subunits that form heterodimers (Hynes, 2002). Our results of the FNDC1 protein truncation test and pharmacological blockade of integrins revealed that the RGD-receptors are candidate receptors for pairing with the β1 subunit (Fig. 3E–I; Appendix Fig. S10F–H). To further determine which integrin α subunit pairs with the integrin β1 for FNDC1 activation, we examined the expression of the RGD-receptors in skeletal muscle. RNA-seq analysis and PCR validation revealed that the α5 and αv, which are part of the RGD-receptors (Hynes, 2002) expressed in skeletal muscle, were potential pairs with FNDC1 (Appendix Fig. S11E,F). 

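In the RNA-sequencing of si-*Fndc1* and si-Control C2C12 cells, *Itga5*, which encodes integrin α5 (ENSMUSG00000000555, listed on chromosome 15 from 103252713 to 103275190, minus strand), had a level of 59.7 ± 1.65 FPKM (SD, n = 5) in si-Control and 51.1 ± 1.70 FPKM (SD, n = 5) in si-*Fndc1*, a ratio of 0.856. Every si-*Fndc1* library lay below every si-Control library (two-sided exact permutation test, p = 0.00794). The log2 fold change was -0.22 (standard error 0.03, adjusted p = 0.00056, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After a correction for GC content and transcript length within each library it was -0.02 (adjusted p = 0.685), whereas it stayed between -0.23 and -0.20 with each library left out in turn. *Itgav*, which encodes integrin αv (ENSMUSG00000027087, listed on chromosome 2 from 83554741 to 83637260, plus strand), had a level of 9.82 ± 3.87 FPKM (SD, n = 5) in si-Control and 5.85 ± 0.458 FPKM (SD, n = 5) in si-*Fndc1*, a ratio of 0.596 (two-sided exact permutation test, p = 0.00794). The si-Control libraries 1 to 5 had 7.20, 6.75, 13.6, 14.5 and 7.07 FPKM, and the si-*Fndc1* libraries 1 to 5 had 5.94, 6.62, 5.52, 5.59 and 5.59 FPKM. The log2 fold change was -0.74 (standard error 0.22, adjusted p = 0.0241, edgeR's quasi-likelihood test). It was -0.59 without si-Control replicate 3 (adjusted p = 0.0593) and -0.56 without si-Control replicate 4 (adjusted p = 0.0536), and the adjusted p-value also rose above 0.05 without si-*Fndc1* replicate 3, 4 or 5 (from 0.0512 to 0.0518). *Itgb1*, which encodes integrin β1 (ENSMUSG00000025809, listed on chromosome 8 from 129412135 to 129459681, plus strand), was the most abundant of these genes, with 287 ± 15.5 FPKM (SD, n = 5) in si-Control and 329 ± 26.1 FPKM (SD, n = 5) in si-*Fndc1*, a ratio of 1.148 (two-sided exact permutation test, p = 0.0159). Of the si-*Fndc1* libraries, 4 of 5 lay above every si-Control library. The log2 fold change of 0.21 (standard error 0.05, adjusted p = 0.0139, edgeR's quasi-likelihood test) was 0.02 (adjusted p = 0.795) in limma on quantile-normalized log2(FPKM + 1) and 0.07 (adjusted p = 0.418) after the correction for GC content and length.

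**Figure D1:**
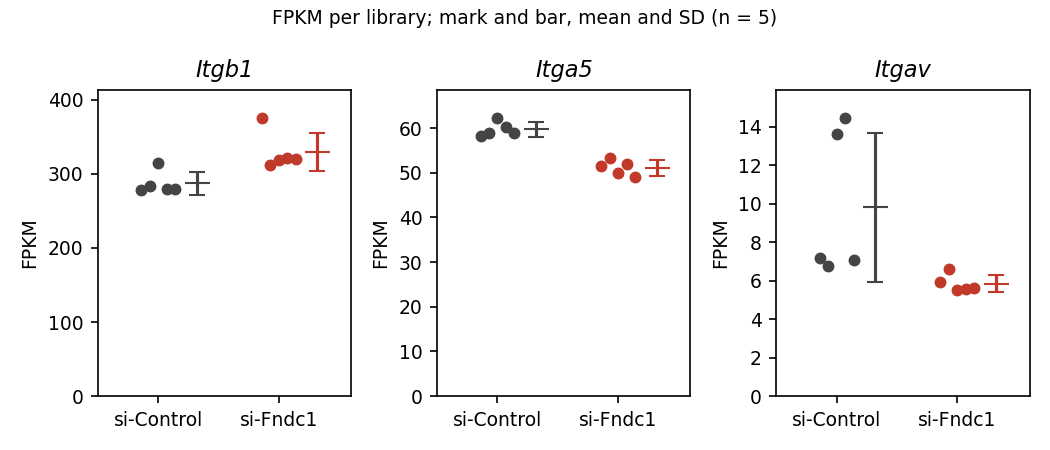
FPKM (vertical axis) of *Itgb1*, *Itga5* and *Itgav* in each of the 5 si-Control and 5 si-*Fndc1* libraries (points, replicates 1 to 5 from left to right), with the mean (mark) and SD (bar) of the group. The si-*Fndc1* libraries lay below every si-Control library for *Itga5* and *Itgav*, and for *Itgav* the si-Control replicates 3 and 4 (13.6 and 14.5 FPKM) lay above the other si-Control libraries.

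Among the other subunits of RGD-binding integrins, *Itgb5* fell from 148.5 ± 7.61 to 118.4 ± 3.21 FPKM (SD, n = 5 each; log2 fold change -0.32, adjusted p = 0.000146, edgeR's quasi-likelihood test). *Itgb3* fell from 11.7 ± 0.401 to 9.41 ± 0.660 FPKM (SD, n = 5 each; log2 fold change -0.30, adjusted p = 0.000865, edgeR's quasi-likelihood test). *Itgb6* at 2.37 FPKM and *Itgb8* at 1.49 FPKM in si-Control did not differ between the groups by more than the spread between libraries (adjusted p = 0.404 and 0.545, edgeR's quasi-likelihood test). *Itga2b* at 0.489 FPKM and *Itga8* at 0.0252 FPKM in si-Control lay below the level at which genes were tested.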

Immunoprecipitation analysis revealed physical interaction between FNDC1 and integrin α5, but not αv, in C2C12 cells (Fig. 4C,D), implying that integrin α5β1 complex serves as the receptor for FNDC1. This result was also confirmed in primary myoblasts (Appendix Fig. S12). Furthermore, by performing extracellular pull-down assay and surface plasmon resonance (SPR), we showed direct binding of FNDC1 to integrin α5β1 (Fig. 4E–G). Finally, to examine whether integrin α5β1 functions as a receptor for FNDC1 in skeletal muscle, we treated C2C12 cells with K34c, a specific inhibitor of integrin α5β1 (Martinkova et al, 2010), and found abolished effect of FNDC1 on promoting myogenic differentiation (Fig. 4H,I). These results collectively demonstrate that the integrin complex α5β1 binds to FNDC1 in skeletal muscle.

### FNDC1 binds to integrin α5β1 to promote myogenesis and activate the FAK/PI3K/AKT/mTOR pathway

To further investigate the downstream pathways involved in FNDC1-mediated myogenesis, KEGG pathway enrichment analysis was performed on the identified DEGs from *Fndc1* KD C2C12 cells. 

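KEGG pathways were likewise taken from the annotation in the authors' table, with 4744 tested genes in at least 1 pathway, of which 2341 were DEGs. The PI3K-Akt signaling pathway held 223 tested genes, of which 115 were DEGs where 110.04 were expected by chance (one-sided Fisher's exact test, p = 0.270, adjusted p = 1 over the 323 pathways of 5 to 500 genes). Of its DEGs, 37 rose and 78 fell. The mTOR signaling pathway held 126 tested genes, of which 63 were DEGs where 62.2 were expected (one-sided Fisher's exact test, p = 0.477, adjusted p = 1), 26 that rose and 37 that fell. Adjusted over the list alone, that is, over the 10 pathways of Fig. 5A, both had a p-value of 0.809 in Fisher's exact test. None of the 10 pathways had an adjusted or an unadjusted p-value under 0.05. Over all 323 pathways, 9 had an adjusted p-value under 0.05 and 25 an unadjusted one, led by Ribosome with 91 DEGs among 132 genes (expected 65.1, Fisher's exact test, adjusted p = 0.000537), and ECM-receptor interaction was among the 9 with 34 DEGs among 47 genes (expected 23.2, adjusted p = 0.0394). Among the genes that fell alone, the PI3K-Akt signaling pathway had an adjusted p-value of 0.00263 and the mTOR signaling pathway one of 0.362. Against a background of every annotated gene, expressed or not, the adjusted p-values were 0.0393 and 0.00116.

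**Figure D2:**
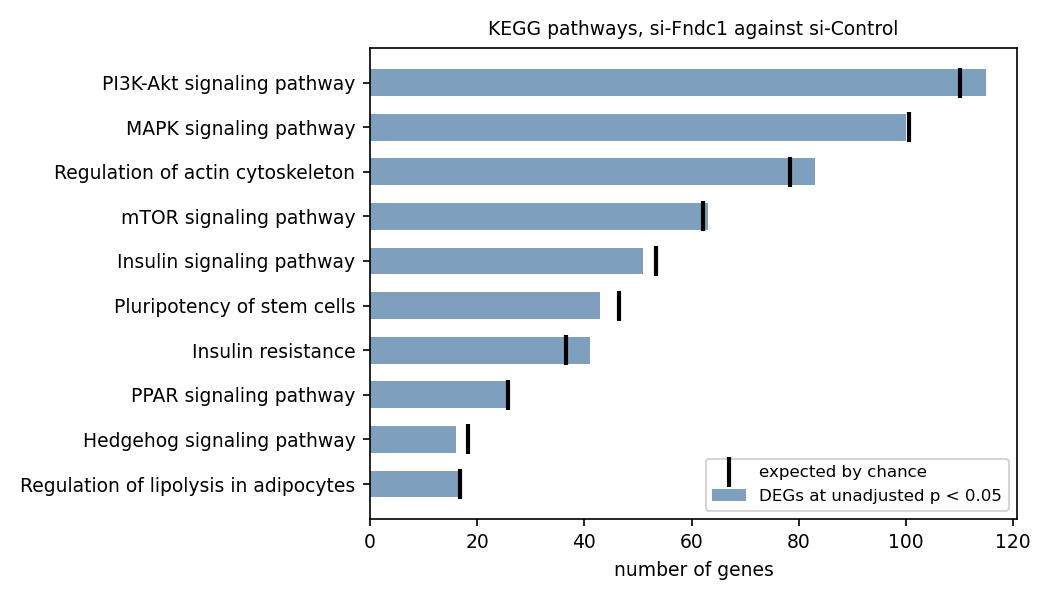
Number of DEGs at an unadjusted p-value under 0.05 (bars) and number expected by chance (vertical marks) in the 10 KEGG pathways of Fig. 5A, in si-*Fndc1* against si-Control C2C12 cells; Pluripotency of stem cells is short for Signaling pathways regulating pluripotency of stem cells. The PI3K-Akt signaling pathway had 115 DEGs against 110.04 expected, and the mTOR signaling pathway 63 against 62.2.

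As a set, the genes of the PI3K-Akt signaling pathway had a median log2 fold change of -0.05 (camera, adjusted p = 0.0344 over the 10 pathways; 0.000939 in fry and 0.181 with the correlation estimated from the data). For the mTOR signaling pathway the median was also -0.05 (camera, adjusted p = 0.236; 0.00815 in fry). After the correction for GC content and transcript length the adjusted p-value of the PI3K-Akt signaling pathway was 0.434 in camera (0.0918 for the same genes without the correction, and 0.0216 to 0.8535 over its 27 fits) and 0.0038 in fry, and that of the mTOR signaling pathway was 0.938 in camera and 0.896 in fry. The PI3K-Akt signaling pathway was also not called by camera without si-Control replicate 4 (0.0534) or with no filter (0.0841). No pathway of the 10 had an adjusted p-value under 0.05 in camera with the estimated correlation. The 3 genes with the smallest p-values in the PI3K-Akt signaling pathway were *Col1a1*, *Creb3l1* and *Spp1*. *Col1a1* (ENSMUSG00000001506, listed on chromosome 11 from 94827050 to 94843868) fell from 375.4 ± 17.6 to 216.9 ± 9.78 FPKM (SD, n = 5 each; log2 fold change -0.78, standard error 0.04, adjusted p = 5.57e-06, edgeR's quasi-likelihood test). *Creb3l1* fell from 88.2 ± 2.15 to 62.5 ± 2.13 FPKM (SD, n = 5 each), with a log2 fold change of -0.49 (adjusted p = 8.53e-06, edgeR's quasi-likelihood test). *Spp1* rose from 254.6 ± 20.2 to 396.6 ± 20.7 FPKM (SD, n = 5 each), with a log2 fold change of 0.65 (adjusted p = 2.92e-05, same test). These 3 genes kept their calls over 26 alternatives. There *Col1a1* ran from -0.98 to -0.49, *Creb3l1* from -0.56 to -0.33 and *Spp1* from 0.21 to 0.69. In the mTOR signaling pathway the 3 genes with the smallest p-values were *Lrp5*, *Atp6v1e1* and *Rragc*. Their log2 fold changes were -0.42, 0.36 and 0.31 (adjusted p = 2.00e-05, 2.92e-05 and 7.68e-05, edgeR's quasi-likelihood test). *Akt1* (ENSMUSG00000001729, listed on chromosome 12 from 112620255 to 112641318) fell from 69.8 ± 1.26 to 61.2 ± 0.937 FPKM (SD, n = 5 each). Its log2 fold change was -0.18 (standard error 0.03, adjusted p = 0.000386, edgeR's quasi-likelihood test) and 0.05 (adjusted p = 0.177) after the correction for GC content and transcript length. *Mtor* (ENSMUSG00000028991, listed on chromosome 4 from 148533068 to 148642140) fell from 8.38 ± 0.292 to 7.03 ± 0.378 FPKM (SD, n = 5 each). Its log2 fold change was -0.25 (standard error 0.04, adjusted p = 0.00122, edgeR's quasi-likelihood test) and -0.04 (adjusted p = 0.280) after that correction, under which *Lrp5* also lost its call (log2 fold change -0.11, adjusted p = 0.0565).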

The result indicated that *Fndc1* knockdown markedly altered the PI3K/AKT and the mTOR signaling pathways (Fig. 5A), typical pathways in myogenesis. We then examined the critical proteins of the pathway and showed reduced phosphorylation of AKT and mTOR in *Fndc1* knockdown C2C12 cells at day 4 post-differentiation (Fig. 5B,C), whereas mFNDC1 treatment increased their expressions (Fig. 5D). Downstream of FNDC1, we found that knockdown of *Itgb1 or* pharmacological inhibition of α5β1 by K34c completely blocked FNDC1-induced phosphorylation of AKT and mTOR in C2C12 cells (Appendix Fig. S13A–D). Similarly, knockdown *Fak* inhibited mFNDC1-induced phosphorylation of AKT and mTOR in C2C12 cells (Appendix Fig. S14; Fig. 5E). Moreover, treatment of C2C12 cells with LY294002 (a PI3K inhibitor) significantly inhibited mFNDC1-induced phosphorylation of AKT and mTOR, without affecting the phosphorylation of FAK (Fig. 5F,G). Immunofluorescence staining showed that treatment of C2C12 cells with LY294002 abolished the promoting effect of mFNDC1 on myogenic differentiation (Fig. 5H,I). These results suggest a direct involvement of the PI3K/AKT/mTOR signaling pathway in FNDC1-mediated myogenesis. In conclusion, FNDC1 regulates myogenic differentiation by binding to integrin α5β1 which subsequently activates the FAK/PI3K/AKT/mTOR pathway.

**Figure 5:**
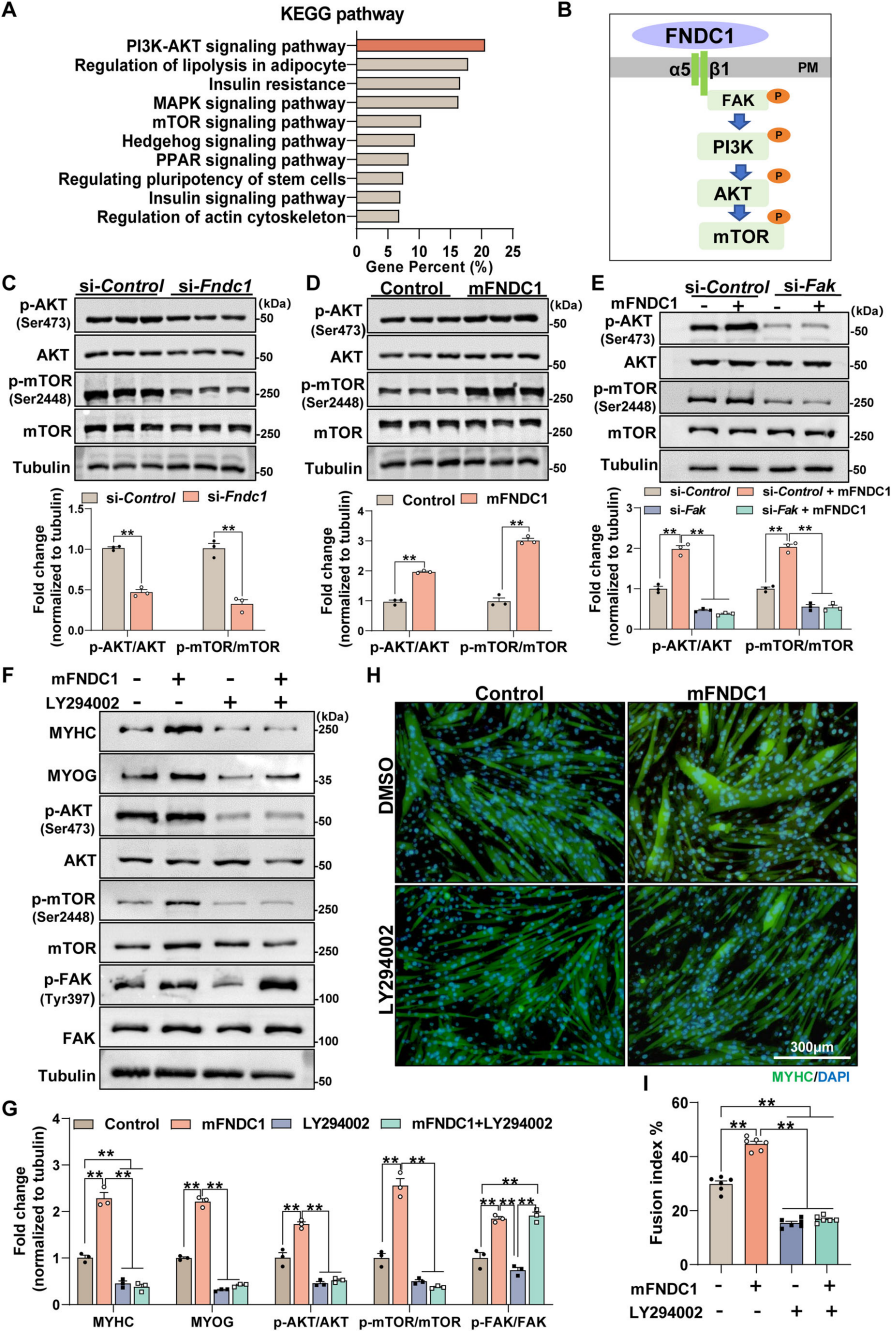
FNDC1 improves myogenesis through activating the Integrin/FAK/AKT/mTOR pathway. (**A**) The KEGG signaling pathways in *Fndc1* knockdown and control C2C12 cells after 4 days of differentiation. (**B**) Model of typical integrin signaling. Ligand FNDC1 binds to integrin, resulting in the phosphorylation of FAK (Tyr397) followed by phosphorylation of PI3K, AKT, and mTOR. PM, plasma membrane. (**C**, **D**) Representative immunoblotting and quantification of total and phosphorylated AKT (Ser473) and mTOR (Ser2448) in si-*Fndc1* or mFNDC1-treated C2C12 cells (*n* = 3 independent experiments). (**C**) Two-tailed t-test, *P* = 1.07 × 10^−4^ and *P* = 1.05 × 10^−3^ for p-AKT/AKT and p-mTOR/mTOR, respectively. (**D**) Two-tailed t-test, *P* = 8.40 × 10^−5^ and *P* = 1.02 × 10^−4^ for p-AKT/AKT and p-mTOR/mTOR, respectively. (**E**) Representative immunoblotting and quantification of total and phosphorylated AKT (Ser473) and mTOR (Ser2448) in si-control or si-*Fak* C2C12 cells treated with Control or mFNDC1 (*n* = 3 independent experiments). One-way ANOVA, si-Control *vs*. si-Control+mFNDC1, *P* = 5.67 × 10^−6^; si-Control+mFNDC1 *vs*. si-*Fak*, *P* = 1.65 × 10^−7^; si-Control+mFNDC1 *vs*. si-*Fak* + mFNDC1, *P* = 9.54 × 10^−8^ for p-AKT/AKT; si-Control *vs*. si-Control+mFNDC1, *P* = 5.46 × 10^−6^; si-Control+mFNDC1 *vs*. si-*Fak*, *P* = 3.08 × 10^−7^; si-Control+mFNDC1 *vs*. si-*Fak* + mFNDC1, *P* = 2.81 × 10^−7^ for p-mTOR/mTOR. (**F**, **G**) Representative immunoblotting analysis and quantification of indicated proteins in control (DMSO) or LY294002 (PI3Ks inhibitor) treated C2C12 cells receiving control or mFNDC1 (*n* = 3 independent experiments). One-way ANOVA, Control *vs*. mFNDC1, *P* = 1.10 × 10^−5^; Control *vs*. LY294002, *P* = 0.0039; Control *vs*. mFNDC1 + LY294002, *P* = 0.0018, mFNDC1 *vs*. LY294002, *P* = 6.88 × 10^−7^, mFNDC1 *vs*. mFNDC1 + LY294002, *P* = 4.95 × 10^−7^ for MYHC; Control *vs*. mFNDC1, *P* = 4.68 × 10^−8^, mFNDC1 *vs*. LY294002, *P* = 3.60 × 10^−9^, mFNDC1 *vs*. mFNDC1 + LY294002, *P* = 5.28 × 10^−9^ for MYOG; Control *vs*. mFNDC1, *P* = 1.93 × 10^−4^, mFNDC1 *vs*. LY294002, *P* = 2.81 × 10^−6^, mFNDC1 *vs*. mFNDC1 + LY294002, *P* = 4.11 × 10^−6^ for p-AKT/AKT; Control *vs*. mFNDC1, *P* = 1.03 × 10^−5^, mFNDC1 *vs*. LY294002, *P* = 1.25 × 10^−6^, mFNDC1 *vs*. mFNDC1 + LY294002, *P* = 7.72 × 10^−7^ for p-mTOR/mTOR; Control *vs*. mFNDC1, *P* = 3.23 × 10^−4^, Control *vs*. mFNDC1 + LY294002, *P* = 1.92 × 10^−4^, mFNDC1 *vs*. LY294002, *P* = 4.62 × 10^−5^, LY294002 *vs*. mFNDC1 + LY294002, *P* = 3.03 × 10^−5^ for p-FAK/FAK. (**H**) Representative immunofluorescence staining of MYHC (in green) in control (DMSO) or LY294002 treated C2C12 cells receiving Control or mFNDC1 for 4 days post differentiation. Nuclei are counterstained with DAPI (in blue). Scale bars = 300 μm. (**I**) Quantification of fusion index (a MYHC^+^ cell with at least three nucleus) (*n* = 6 independent experiments). One-way ANOVA, Control *vs*. mFNDC1, *P* = 4.87 × 10^−10^; Control *vs*. LY294002, *P* = 7.98 × 10^−10^; Control *vs*. mFNDC1 + LY294002, *P* = 4.73 × 10^−9^, mFNDC1 *vs*. LY294002, *P* = 2.5 × 10^−14^ and mFNDC1 *vs*. mFNDC1 + LY294002, *P* = 2.7 × 10^−14^. Data are represented as mean ± SEM. **p < 0.01. Source data are available online for this figure.

### FNDC1 promotes skeletal muscle regeneration in CTX-induced muscle injured mice

Since myogenic differentiation is an important step in muscle regeneration, we explored the function of FNDC1 in CTX-induced muscle regeneration in mice. CTX-treated mice were given mFNDC1 (2.5 mg/kg body weight, every 2 days for 14 days) by intramuscular injection (Fig. 6A). By day 5 post-injury, control mice showed inflammatory infiltrate and numerous small myofibers with centralized nuclei (Appendix Fig. S15; Fig. 6B–E), indicative of regeneration. In contrast, inflammatory cells were almost cleared in mFNDC1-treated mice, with more newly formed myofibers (centralized nuclei) having bigger diameters than in control mice (Appendix Fig. S15; Fig. 6B–E). Immunofluorescence staining of eMYHC, a marker for newly formed muscle fibers during myogenesis and muscle regeneration, revealed significantly increased positive staining in mFNDC1-treated mice at day 5 post-injury (Fig. 6C), with more myofibers containing ≥ two condensed myonuclear (Fig. 6F), indicating increased fusion indices and differentiation. Consistent with this, mRNA expression of *Myh3*, *Myog*, and *Myod* was significantly elevated in mFNDC1-treated group (Fig. 6G). Although a substantial portion of the muscle architecture was restored on day 14 post-injury in both groups of mice, mFNDC1-treated mice had larger myofibers than controls (Fig. 6B). We also explored the role of FNDC1 in CTX-induced regeneration in *Fndc1* knockdown mice. Compared to scramble shRNA muscles, the number of eMYHC^+^ regenerating fibers and average myofiber size was significantly reduced in AAV-sh*Fndc1* muscles (Appendix Fig. S16A–E), along with significantly lower protein levels of eMYHC (Appendix Fig. S16F), as well as mRNA levels of *Myog* and *Myod* (Appendix Fig. S16G). Together, these data suggest that FNDC1 promotes skeletal muscle regeneration in mice.

**Figure 6:**
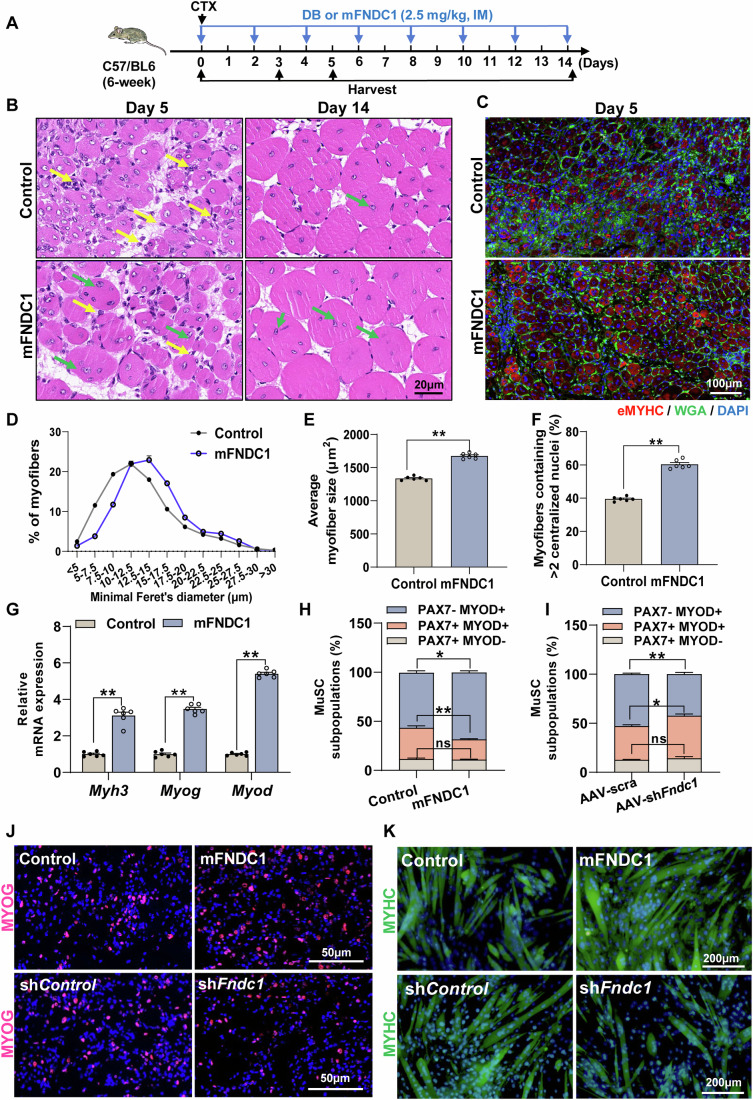
FNDC1 promotes skeletal muscle regeneration in CTX-induced muscle injury in mice. (**A**) Experimental procedures. CTX-treated mice (6-week-old C57BL/6J) were either given Control (dialysis buffer, DB) or mFNDC1 (2.5 mg/kg body weight) every 2 days via intramuscular injection (IM) for two weeks starting with the treatment of CTX. (**B**) Representative H&E staining of TA muscle sections at days 5 and 14 post-injury in Control or mFNDC1-treated mice (*n* = 6 mice). Yellow arrows indicate inflammatory infiltrates and green arrows indicate newborn muscle fibers. Scale bar = 20 μm. (**C**) Representative immunofluorescence staining of eMYHC^+^ fibers in Control or mFNDC1-treated TA muscle at day 5 post-injury (*n* = 6 mice). Staining for eMYHC (in red) marks the newborn myofibrils. Cell membrane was stained with WGA (in green) and nuclei were counterstained with DAPI (in blue). Scale bar = 100 μm. (**D**, **E**) Frequency distribution of minimal Feret’s diameter and average CSA of eMYHC^+^ myofiber in TA muscle from CTX-injured mice treated with Control or mFNDC1 at day 5 post-injury (*n* = 6 mice). (**E**) Two-tailed t-test, *P* = 1.58 × 10^−8^. (**F**) Percentage of newly formed myofibers containing two or more central nuclei in muscle fibers from CTX-injured mice at day 5 (*n* = 6 mice). Two-tailed t-test, *P* = 8.40 × 10^−9^. (**G**) mRNA expression of *Myh3*, *Myog*, and *Myod* (*n* = 6 mice). Two-tailed t-test, *P* = 6.12 × 10^−7^, *P* = 1.01 × 10^−9^, and *P* = 2.30 × 10^−13^ for *Myh3*, *Myog*, and *Myod*, respectively. (**H, I**) Quantification of different states of satellite cell (MuSC) in TA muscle from CTX-injured mice receiving mFNDC1 or AAV-sh*Fndc1* at day 5 post-injury (*n* = 6 mice). (**H**) Two-tailed t-test, *P* = 0.5802, *P* = 0.0060, and *P* = 0.0128 for *PAX7*^*+*^*MYOD*^*-*^, *PAX7*^*+*^*MYOD*^*+*^, and *PAX7*^*-*^*MYOD*^*+*^, respectively. (**I**) Two-tailed t-test, *P* = 0.4170, *P* = 0.0137, and *P* = 0.0077 for *PAX7*^*+*^*MYOD*^*-*^, *PAX7*^*+*^*MYOD*^*+*^, and *PAX7*^*-*^*MYOD*^*+*^, respectively. (**J**) Immunofluorescence staining for MYOG (in red) in satellite cell-derived primary myoblasts after differentiation for 36 h. Isolated satellite cell from WT mice treated with recombinant proteins (Control or mFNDC1) or lentivirus (sh*Control* or sh*Fndc1*) were induced to differentiate for 36 h. Scale bars = 50 μm. (**K**) Representative immunofluorescence staining of MYHC (in green) in satellite cell-derived primary myoblasts treated with mFNDC1 or sh*Fndc1* at day 3 post-differentiation (*n* = 6 independent experiments). Scale bars = 200 μm. Data are represented as mean ± SEM. *p < 0.05 and **p < 0.01. Source data are available online for this figure.

Given that activation of the quiescent satellite cells, proliferation of the activated satellite cells (myoblasts), as well as differentiation and fusion of myoblasts are essential for muscle regeneration, we next assessed the effect of FNDC1 on these events of satellite cells during skeletal muscle regeneration. In vivo assessment of the effects of FNDC1 on the proliferation and differentiation of satellite cells in TA muscle by immunofluorescence staining showed that FNDC1 does not affect the percentage of PAX7^+^MYOD^-^ and PAX7^+^MYOD^+^ cells from CTX-injured mice at day 3 post-injury (Appendix Fig. S17A–C). However, at day 5 post-injury, mFNDC1 treatment decreased the percentage of PAX7^+^MYOD^+^ cells while increased that of the PAX7^-^MYOD^+^ cells (myogenic differentiation) (Appendix Fig. S17D; Fig. 6H). In contrast, opposite patterns were observed when *Fndc1* was knockdown (Appendix Fig. S17D; Fig. 6I). These results suggest that FNDC1 does not affect satellite cell proliferation during the early stage of muscle regeneration, but promotes satellite cell differentiation during the stage of myofiber remodeling in muscle-injured mice.

We further assessed the effect of FNDC1 on the proliferation of cultured satellite cells (myoblasts) by EdU staining, showing similar proliferation between mFNDC1-treated cells and controls (Appendix Fig. S18A,B). Meanwhile, we observed similar proliferation of satellite cells treated with sh*Fndc1* and control shRNA (Appendix Fig. S18A,C). Consistent with the in vivo results (day 3 post-injury) (Appendix Fig. S17A–C), these results collectively demonstrate that FNDC1 does not affect the proliferation of satellite cells.

To further determine the effect of FNDC1 on satellite cells differentiation, we performed immunofluorescence staining for MYOG in mFNDC1-treated satellite cells and showed increased percentage of MYOG^+^ cells (Fig. 6J). In contrast, the percentage of MYOG^+^ cells were decreased in *Fndc1* knockdown satellite cells (Fig. 6J). These results corroborate that FNDC1 promotes satellite cells differentiation. Finally, we performed immunofluorescence staining for MYHC, and the results showed that mFNDC1 treatment promoted myogenic differentiation of satellite cells (Fig. 6K; Appendix Fig. S18D,E), with increased mRNA expression of *Caveolin-3* and *Myomaker* (Appendix Fig. S18F). In contrast, the myogenic differentiation was inhibited in *Fndc1* knockdown satellite cells (Fig. 6K; Appendix Fig. S18G,H), with reduced mRNA expression of *Caveolin-3* and *Myomaker* (Appendix Fig. S18I). Collectively, these results show that FNDC1 does not affect satellite cells proliferation, but facilitates myocyte fusion and multinucleated myotube formation.

### ITGB1 is essential for FNDC1-promoted skeletal muscle regeneration in CTX-induced muscle injury

To test whether FNDC1-promoted muscle regeneration depends on the integrin receptor by a similar mechanism as we showed in the cellular level, we generated AAV-sh*Itgb1*, the core subunit of the integrin heterodimers α5β1 for the activation of FAK (Kuppuswamy, 2002; Quach and Rando, 2006), in mouse skeletal muscle. The TA muscle receiving AAV scramble shRNA or sh*Itgb1* was subjected to a single CTX injury followed by mFNDC1 treatment every 2 days for a fortnight. In AAV-scramble mice, mFNDC1 treatment promoted larger newborn muscle fibers than dialysis buffer controls (Fig. 7A–D). Nonetheless, in AAV-sh*Itgb1* mice, mFNDC1-treated group showed similar area of new muscle fibers as dialysis buffer controls (Fig. 7A–D), indicating that the promotive effect of mFNDC1 on muscle regeneration was eliminated upon *Itgb1* knockdown. mFNDC1 treatment increased eMYHC protein levels and phosphorylation of FAK, AKT, and mTOR in AAV-scramble mice, while these changes were abolished following *Itgb1* knockdown (Fig. 7E,F). Together, these results indicate that, in agreement with the in vitro results, ITGB1 is essential for FNDC1-mediated muscle regeneration in vivo.

**Figure 7:**
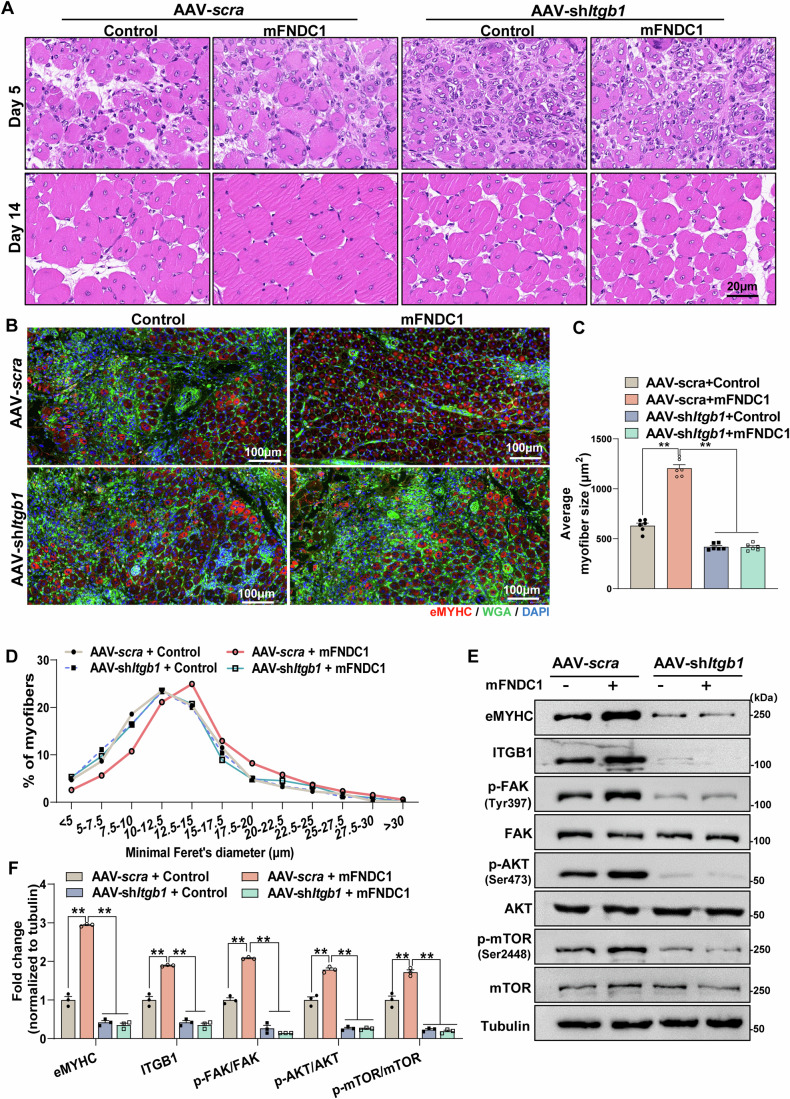
ITGB1 is essential for FNDC1-promoted skeletal muscle regeneration in CTX-induced muscle injury in mice. (**A**) Representative H&E staining of TA muscle from AAV-*Scra* or AAV-sh*Itgb1* mice at days 5 and 14 post-injury (*n* = 6 mice). TA muscle from AAV-*Scra* or AAV-sh*Itgb1* mice were either given Control or mFNDC1 (2.5 mg/kg body weight) every 2 days via intramuscular injection starting with treatment with CTX. Scale bars = 20 μm. (**B**) Representative immunofluorescence staining of eMYHC^+^ fibers in TA muscle at day 5 post-injury (*n* = 6 mice). Staining for eMYHC (in red) marks the newborn myofibrils. Cell membrane was stained with WGA (in green) and nuclei were counterstained with DAPI (in blue). Scale bars = 100 μm. (**C**, **D**) Average CSA and frequency distribution of eMYHC^+^ myofiber minimal Feret’s diameter in TA muscle from *Itgb1* knockdown mice treated with Control or mFNDC1 at day 5 post-injury (*n* = 6 mice). One-way ANOVA, AAV-scra+Control *vs*. AAV-scra+mFNDC1, *P* = 1.03 × 10^−12^; AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1*+Control, *P* = 2.6 × 10^−14^ and AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1* + mFNDC1, *P* = 2.6 × 10^−14^. (**E**, **F**) Representative immunoblotting (**E**) and quantification (**F**) of indicated proteins in TA muscle at day 5 post-injury (*n* = 3 mice). One-way ANOVA, AAV-scra+Control *vs*. AAV-scra+mFNDC1, *P* = 4.30 × 10^−8^; AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1*+Control, *P* = 1.04 × 10^−8^ and AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1* + mFNDC1, *P* = 9.06 × 10^−9^ for eMYHC. AAV-scra+Control *vs*. AAV-scra+mFNDC1, *P* = 2.27 × 10^−5^; AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1*+Control, *P* = 4.64 × 10^−7^ and AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1* + mFNDC1, *P* = 3.13 × 10^−7^ for ITGB1; AAV-scra+Control *vs*. AAV-scra+mFNDC1, *P* = 1.42 × 10^−6^; AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1*+Control, *P* = 2.13 × 10^−8^ and AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1* + mFNDC1, *P* = 1.55 × 10^−8^ for p-FAK/FAK; AAV-scra+Control *vs*. AAV-scra+mFNDC1, *P* = 1.58 × 10^−5^; AAV-scra+mFNDC1 *vs*. AAV-shItgb1+Control, *P* = 7.10 × 10^−8^ and AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1* + mFNDC1, *P* = 6.80 × 10^−8^ for p-AKT/AKT; AAV-scra+Control *vs*. AAV-scra+mFNDC1, *P* = 1.89 × 10^−4^; AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1*+Control, *P* = 8.23 × 10^−7^ and AAV-scra+mFNDC1 *vs*. AAV-sh*Itgb1* + mFNDC1, *P* = 6.54 × 10^−7^ for p-mTOR/mTOR. Data are represented as mean ± SEM. **p < 0.01. Source data are available online for this figure.

### FNDC1 ameliorates the pathological phenotype in *mdx* mice

The beneficial effect of FNDC1 on CTX-induced muscle regeneration prompted us to test whether it is also beneficial for impaired regeneration-induced muscular dystrophy. For this systemic treatment, we first assessed the pharmacokinetics and pharmacodynamics of mFNDC1 were assessed. For pharmacokinetics, a single dose of mFNDC1 (2.5 mg/kg body weight) was injected intraperitoneally into C57BL/6J mice. The serum mFNDC1 concentrations reached C_max_ (50.36 ± 2.69 mg/kg) at 30 min and then slowly decreased with a half-life of ~40 min (Appendix Fig. S19A; Table S2). Pharmacodynamics of mFNDC1 was determined by the activation of integrin-FAK signaling in skeletal muscle. Mice were given intraperitoneal injection of 2.5 mg/kg body weight of mFNDC1, and TA muscles were harvested at the indicated time points for signal transduction assays. We showed activation of integrin-FAK pathway by mFNDC1 at 30 min (Appendix Fig. S19B).

We next explored the therapeutic potential of mFNDC1 for muscular dystrophy by injecting 4-week-old *mdx* mice with mFNDC1 (2.5 mg/kg body weight) every 2 days for 4 weeks (Fig. 8A). Systemic administration of mFNDC1 mitigated the loss of body weight in *mdx* mice (Appendix Fig. S20A). Compared with *mdx* control group, mFNDC1 treatment markedly increased the muscle weight of tibialis anterior, gastrocnemius, and quadriceps (Appendix Fig. S20B–D). H&E staining showed that mFNDC1 treatment decreased the number of myofibers with smaller cross-sectional areas (Fig. 8B) and increased the average myofiber area in *mdx* mice (Fig. 8B). In line with this, mFNDC1 treatment significantly increased the mRNA expression of *Myog* and *Myh3* in *mdx* mice (Fig. 8C). These results indicate that mFNDC1 treatment stimulates muscle regeneration in *mdx* mice. Subsequently, we examined the effect of FNDC1 on inflammation of *mdx* mice and observed significantly reduced circulating levels of creatine phosphate kinase (CK) (Fig. 8D), pro-inflammatory factor TNFα (Fig. 8E), IL-1β (Fig. 8F), and IL-6 (Fig. 8G), indicating improvement of systemic inflammation with mFNDC1 treatment. Moreover, the mRNA expression of *Nfkb1*, *Tnfα*, and *Il1α* was significantly reduced in skeletal muscle of *mdx* mice receiving mFNDC1 (Appendix Fig. S20E). Immunofluorescence staining showed reduced proportion of F4/80^+^ macrophages in the TA muscle of mFNDC1-treated *mdx* mice (Appendix Fig. S20F,G). These results suggest that FNDC1 counteracts skeletal muscle inflammation in *mdx* mice. In addition, Sirius red staining of muscle sections for TA, QUA, and DIA showed significantly reduced proportions of interstitial fibrosis areas in mFNDC1-treated *mdx* mice (Fig. 8H). Along with this, mFNDC1 treatment significantly reduced TA muscle fibrosis, as shown by Masson’s trichrome staining (Appendix Fig. S20H,I) and mRNA expression of fibrosis marker genes *Col1a1*, *Col3a1*, *Col5a3,* and *Fn1* (Fig. 8I). Immunofluorescence staining of IgM, a marker of muscle tissue necrosis (Podkalicka et al, 2020), showed significantly reduced necrotic fibers in TA muscles of *mdx* mice treated with mFNDC1 (Appendix Fig. S20J,K). These results showed that FNDC1 treatment increases muscle membrane integrity and reduces muscle fibrosis and necrosis in *mdx* mice. Collectively, FNDC1 ameliorated the pathological phenotype of *mdx* mice.

**Figure 8:**
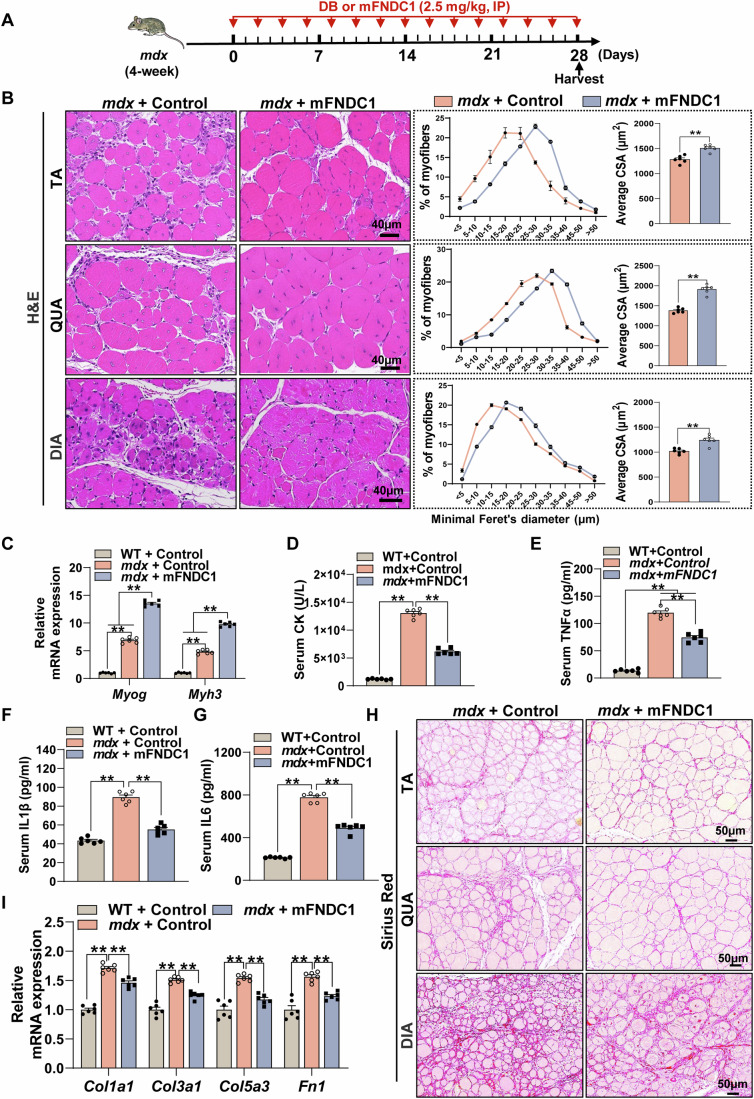
FNDC1 ameliorates the pathological phenotype in *mdx* mice. (**A**) Experimental procedures. Four-week-old *mdx* mice were intraperitoneally injected with either control (dialysis buffer, DB) or mFNDC1 (2.5 mg/kg body weight) every 2 days for 4 weeks. Samples were collected 6 h after mFNDC1 treatment. (**B**) Representative images of H&E staining and quantify of TA (top), QUA (middle), and DIA (bottom) muscles from *mdx* mice treated with Control or mFNDC1 for 4 weeks (*n* = 6 mice). Scale bar = 40 μm. Two-tailed t-test, *P* = 2.64 × 10^−4^, *P* = 1.44 × 10^−6^, and *P* = 6.28 × 10^−4^ for TA, QUA, and DIA, respectively. (**C**) mRNA expression of myogenic marker genes *Myog* and *Myh3* (*n* = 6 mice). One-way ANOVA, WT+Control *vs. mdx*+Control, *P* < 1 × 10^−15^; WT+Control *vs. mdx* + mFNDC1, *P* < 1 × 10^−15^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* < 1 × 10^−15^ for *Myog*; WT+Control *vs. mdx*+Control, *P* = 3.84 × 10^−12^; WT+Control *vs. mdx* + mFNDC1, *P* < 1 × 10^−15^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* < 1 × 10^−15^ for *Myh3*. (**D**–**G**) Serum concentrations of CK, TNFα, IL1β, and IL6 in WT and *mdx* mice treated with mFNDC1 or control for 4 weeks (*n* = 6 mice). Serum was taken 4 weeks after mFNDC1 treatment from the indicated mouse models. (**D**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* < 1 × 10^−15^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 1.55 × 10^−12^ for *CK*. (**E**) WT+Control *vs. mdx*+Control, *P* < 1 × 10^−15^, WT+Control *vs.mdx* + mFNDC1, *P* = 7.44 × 10^−10^, and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 4.86 × 10^−8^ for TNFα. (**F**) WT+Control vs. *mdx*+Control, *P* = 1.31 × 10^−10^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 8.73 × 10^−9^ for IL1β. (**G**) WT+Control *vs. mdx*+Control, *P* < 1 × 10^−15^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 8.87 × 10^−10^ for IL6. (**H**) Representative images of Sirius Red staining of TA (top), QUA (middle), and DIA (bottom) muscles from *mdx* mice treated with Control or mFNDC1 for 4 weeks (*n* = 6 mice). Scale bar = 50 μm. (**I**) mRNA expression of myofiber marker genes (*Col1a1*, *Col3a1*, *Col5a3*, and *Fn1*) (*n* = 6 mice). One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 5.37 × 10^−11^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 4.68 × 10^−5^ for *Col1a1*; WT+Control *vs. mdx*+Control, *P* = 1.10 × 10^−8^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 4.30 × 10^−5^ for *Col3a1*; WT+Control *vs. mdx*+Control, *P* = 5.74 × 10^−7^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 5.80 × 10^−5^ for *Col5a3*; WT+Control *vs. mdx*+Control, *P* = 1.05 × 10^−6^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 4.25 × 10^−4^ for *Fn1*. Data are represented as mean ± SEM. **p < 0.01. Source data are available online for this figure.

### FNDC1 improves exercise performance and muscle strength in *mdx* mice

Having observed improvement in pathological phenotype by FNDC1 treatment in *mdx* mice, we further assessed the effects of FNDC1 on motor performance and muscle function since these are common manifestations of Duchenne muscular dystrophy patients. Compared with WT controls, *mdx* mice showed increased hindlimb stride width (Fig. 9A) and decreased stride length (Fig. 9B). mFNDC1 treatment markedly ameliorated these abnormal behaviors in *mdx* mice (Fig. 9A,B). Running time (Fig. 9C) and distance (Fig. 9D) were significantly lower in *mdx* mice than in WT group, whereas mFNDC1 treatment increased running time (Fig. 9C) and the average distance in *mdx* mice (Fig. 9D). These results indicate that FNDC1 treatment improved the locomotor ability of *mdx* mice. To determine whether improvement in exercise capacity is due to enhanced muscle function, muscle function was measured in *mdx* mice. In vivo, FNDC1 treatment partially restored muscle function, with an ~35% increase in endurance (Fig. 9E) and ~31% increase in grip strength (Fig. 9F). In vitro, assessment of contractile properties in TA muscle showed significantly increased twitch force and tetanic force from mFNDC1-treated *mdx* mice (Fig. 9G,H; Appendix Fig. S21A,B). To further determine whether the force enhancement is due to increased muscle mass, we normalized the force to muscle CSA to obtain the specific force (i.e., mN • mm^−2^), and showed increased twitch and tetanic forces in TA muscle from FNDC1-treated *mdx* mice (Fig. 9I,J). These results indicate that FNDC1 increases motor ability and absolute muscle strength in *mdx* mice.

**Figure 9:**
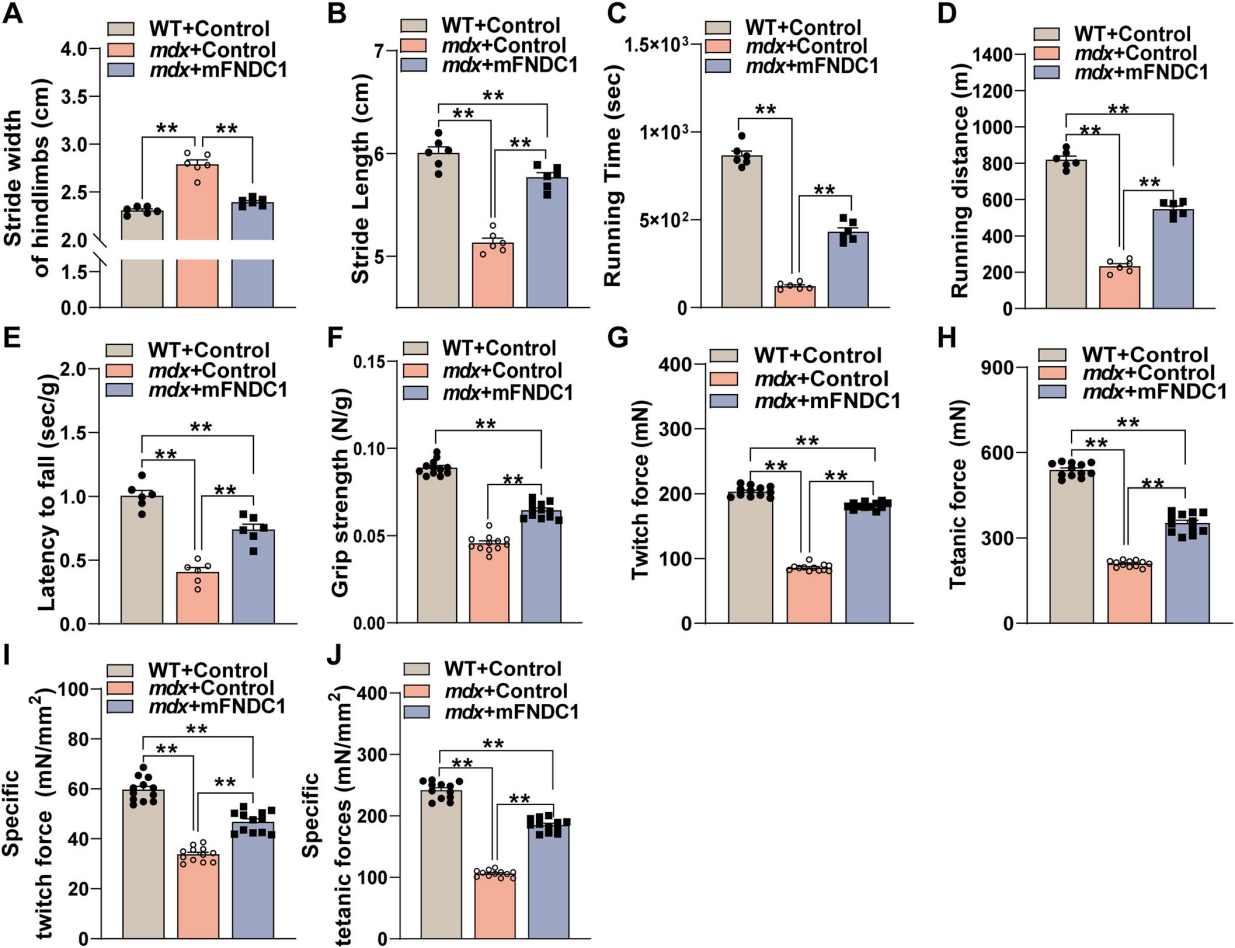
FNDC1 improves muscle performance in *mdx* mice. (**A**, **B**) Quantification of stride width of hindlimbs (**A**) and stride length (**B**) in WT (WT+Control), *mdx* (*mdx*+Control), and mFNDC1-treated *mdx* (*mdx* + mFNDC1) mice (*n* = 6 mice). (**A**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 1.81 × 10^−8^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 2.67 × 10^−7^; (**B**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 5.88 × 10^−9^, WT+Control *vs. mdx* + mFNDC1, *P* = 0.0091 and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 4.17 × 10^−7^. (**C**, **D**) Physical performance was evaluated in age-matched *mdx* mice by treadmill exhaustion test (*n* = 6 mice). Time to exhaustion and running distance were measured. (**C**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* < 1 × 10^−15^ and mdx+Control *vs. mdx* + mFNDC1, *P* = 5.20 × 10^−8^; (**D**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* < 1 × 10^−15^, WT+Control *vs. mdx* + mFNDC1, *P* = 2.20 × 10^−8^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 2.93 × 10^−9^. (**E**) Fatigability was evaluated by an inverted-grid test, the latency to fall represents an average of two sessions of evaluation normalized to total body weight (*n* = 6 mice). One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 6.78 × 10^−8^, WT+Control *vs. mdx* + mFNDC1, *P* = 8.04 × 10^−4^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 8.26 × 10^−5^. (**F**) Grip strength test in WT and *mdx* mice treated with Control or mFNDC1 for 4 weeks (*n* = 12 mice). One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 6.20 × 10^−14^, WT+Control *vs. mdx* + mFNDC1, *P* = 7.70 × 10^−14^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 1.12 × 10^−11^. (**G**, **H**) Quantification of TA muscle twitch and tetanic force (*n* = 12 mice). Twitch force was produced by the TA muscle under 50 Hz stimulation. Tetanic force was produced by the TA muscle induced by 500 ms at 100 Hz stimulation. (**G**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 6.20 × 10^−14^, WT+Control *vs. mdx* + mFNDC1, *P* = 1.29 × 10^−9^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 6.20 × 10^−14^. (**H**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 6.20 × 10^−14^, WT+Control *vs. mdx* + mFNDC1, *P* = 6.20 × 10^−14^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 6.80 × 10^−14^. (**I**, **J**) Specific twitch force and tetanic force for TA muscle in WT and *mdx* mice treated with mFNDC1 or control (*n* = 12 mice). (**I**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 6.30 × 10^−14^, WT+Control *vs. mdx* + mFNDC1, *P* = 1.34 × 10^−8^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 1.01 × 10^−8^. (**J**) One-way ANOVA, WT+Control *vs. mdx*+Control, *P* = 6.20 × 10^−14^, WT+Control *vs. mdx* + mFNDC1, *P* = 9.4 × 10^−14^ and *mdx*+Control *vs. mdx* + mFNDC1, *P* = 6.20 × 10^−14^. Data are represented as mean ± SEM. **p < 0.01. Source data are available online for this figure.

## Discussion

In this study, by informatic analysis and experimental validation, we identified FNDC1 as a novel myogenic regulator that promotes myogenic differentiation and muscle regeneration. Mechanistically, by binding to the integrin receptor α5β1, FNDC1 activates the FAK/PI3K/AKT/mTOR pathway. We, for the first time, revealed FNDC1 as a novel myokine. To facilitate its potential translation, we generated a recombinant mouse FNDC1 (mFNDC1) that retains the reliable activity of FNDC1 in promoting myogenic differentiation. mFNDC1 accelerates the regeneration process in CTX-induced muscle injury and ameliorates muscular dystrophy in *mdx* mice. Thus, our results provide mechanistic insights into the role of FNDC1 in regulating myogenesis and contributing to muscle regeneration, promoting that mFNDC1 holds promise as a therapeutic agent for the treatment of acute and chronic muscle disease.

Although both FNDC1 and FNDC5/irisin are myokines, their secretion patterns and receptors are different. FNDC1 is produced in response to myogenesis or muscle regeneration, whereas FNDC5 is an exercise-induced myokine (Ma et al, 2021). Previous studies have shown that FNDC4 and FNDC5 need to be cleaved before being released into circulation (Fruhbeck et al, 2020; Kim et al, 2018). However, FNDC1 structurally has a typical secretory peptide and absence of a hydrophobic transmembrane region. Similar molecular weight of FNDC1 was shown in culture medium and cell lysate by protein blotting, indicating a non-cleavage secretion. Future studies exploring the mechanism of FNDC1 secretion should provide further clarification. Functionally, FNDC1 and its two family members FNDC5 and FNDC4 are able to promote myogenic differentiation (Li et al, 2020; Reza et al, 2017). Deciphering the mechanism underlying FNDC1-promoted myogenesis reveals the activation of integrin α5β1-FAK/PI3K/AKT/mTOR pathway. However, FNDC4 has been reported to promote myogenic differentiation via activating the Wnt/β-catenin pathway and integrin αV/β5 has been identified as the receptor for FNDC5/Irisin in bone and fat (Kim et al, 2018; Li et al, 2020). These findings demonstrate the diversity of receptors for members of the FNDC family and the distinct regulatory pathways implicated in myogenesis. In addition, the receptor for FNDC1, α5β1 integrin, is not exclusively expressed in muscle, and it is involved in a variety of biological processes such as osteogenesis (Hamidouche et al, 2009), angiogenesis (Cascone et al, 2005), and tumor progression (Dudvarski Stanković et al, 2018). FNDC1, as a myokine, may be involved in these biological processes through the circulation, which is a fertile area to explore.

Myokines facilitate drug development and clinical applications due to their biological properties (Barrientos et al, 2014). For large molecular weight proteins, recombinant protein fragments that retain intact activity are often synthesized to facilitate drug development. For example, the recombinant SLIT3 fragment retains the activity of SLIT3 and is promoted as a potential drug for the treatment of muscle loss (Cho et al, 2021). Truncated Wnt7a retains intact biological activity in skeletal muscle and is able to induce skeletal muscle hypertrophy and resistance to muscular atrophy (von Maltzahn et al, 2013). The large molecular weight of FNDC1 (195 kDa) makes drug development difficult. Therefore, based on the results of truncation experiments, we synthesized mouse recombinant FNDC1 protein containing the FN3 domain and showed that it retains the intact biological activity of FNDC1. The essential role of FN3 domain for FNDC family members has been corroborated by previous studies which showed that both FNDC5 and FNDC4 function via the FN3 structural domain (Bosma et al, 2016). More importantly, our results support that mFNDC1 is sufficient to promote CTX-induced muscle regeneration and alleviate muscular atrophy in *mdx* mice, suggesting that mFNDC1 is a promising therapeutic drug for muscle diseases.

FNDC1 ameliorates the muscle pathological phenotype of *mdx* mice possibly via activation of the integrin α5β1 pathway. DMD is a chronic muscle disease accompanied by muscle damage and sustained regeneration (Mazala et al, 2020). Enhancement of sarcolemma integrity by integrins is an effective way to alleviate DMD (Han et al, 2009; Wang et al, 2008). It has been shown that moderate upregulation or activation of integrin α7β1 increases sarcolemma integrity and reduces mechanical stress-induced muscle fiber damage in *mdx* mice (Burkin et al, 2001; Rooney et al, 2006; Sarathy et al, 2017; Schwander et al, 2003). In line with α7β1, integrin α5β1 is required for long-term sarcolemma integrity (Taverna et al, 1998a). Deficiency of integrin α5 impairs sarcolemma integrity and results in muscular dystrophy (Boppart et al, 2006; Taverna et al, 1998b). Both α5β1 and α7β1 are present in fibers at sites where mechanical stress occurs, thereby maintaining the connection between muscle fibers and the matrix (Taverna et al, 1998a). We therefore deduced that FNDC1 binding to integrin α5β1 increases sarcolemma integrity and attenuates the pathological phenotype in *mdx* mice. Furthermore, dystrophin–glycoprotein complex, which connects the extracellular matrix to the actin cortex, plays a role in maintaining the mechanical structure of the cell membrane and in signal transduction (Eid Mutlak et al, 2020; Noguchi et al, 1995; Waite et al, 2012). Like the dystrophin–glycoprotein complex, integrin complexes mediate interactions between the ECM and the membrane cytoskeleton (Pang et al, 2023). Thus, FNDC1 may regulate cytoskeletal desmin and myofibril stabilization via integrin complex in systems lacking an intact dystrophin–glycoprotein complex. Further studies are needed to understand how FNDC1 attenuates DMD and to evaluate its role in treating chronic muscle disease.

In hundreds of clinical trials testing for DMD, only glucocorticoids consistently demonstrated efficacy in the preservation of muscle function and ambulation (Morrison-Nozik et al, 2015). The effectiveness of mFNDC1 in the treatment of *mdx* mice provides an alternative option for this genetic muscular disease. Glucocorticoids are able to maintain muscle function and ambulation in DMD patients by inhibiting chronic and excessive inflammatory processes and slowing the progression of DMD (Dort et al, 2021). Similar results were observed in mFNDC1-treated *mdx* mice which exhibited reduced inflammation and skeletal muscle fibrosis, increased muscle strength, and improved muscle atrophy. In addition, previous study has shown that FNDC4 and FNDC1, but not FNDC5, are significantly increased in human inflammatory bowel disease (Wuensch et al, 2019), and FNDC4 has been described as an anti-inflammatory factor (Bosma et al, 2016). Our findings suggest that FNDC1 treatment reduces inflammation in *mdx* mice, suggesting that FNDC1 may play an anti-inflammatory role similar to FNDC4. These findings may open new avenues for the development of biologic agents for the treatment of muscle injury and dystrophy disorders.

One limitation of our study is the absence of evidence regarding the effects of FNDC1, apart from ameliorating skeletal muscle function, on the dysfunction of other key organs that are often affected in DMD. Further research is necessary to explore the systemic role of FNDC1 in these directions especially in heart function since DMD patients often die from dilated cardiomyopathy (Kamdar and Garry, 2016; Muntoni et al, 2003). FNDC1 may exert direct effect on cardiac muscle because integrin receptors for FNDC1 are also expressed in the myocardium (Parvatiyar et al, 2019). Moreover, the beneficial effect of FNDC1 on ameliorating systemic inflammation might indirectly benefit cardiomyopathy in DMD by reducing inflammatory damage and promoting a favorable cardiac environment as shown in other situations (Cozzoli et al, 2011). Also, the cross-talk between skeletal muscle and cardiac muscle upon FNDC1 treatment in *mdx* mice is another fertile area to explore. Thus, it is worthwhile to investigate whether FNDC1 treatment also alleviate other abnormalities such as cardiac dysfunction in *mdx* mice and DMD patients.

In conclusion, we identified FNDC1 as a novel myokine that promotes myogenesis. To facilitate drug development and explore the translation potential of FNDC1, we generated a truncated form of recombinant FNDC1, which possesses the activity of the full-length FNDC1 protein. Function tests showed its effectiveness in the amelioration of muscle repair after injury in adult mice and improvement of muscular dystrophy in *mdx* mice. These results support that FNDC1 is a potential therapeutic agent for the treatment of DMD or other skeletal muscle degenerative diseases. More studies are needed to assess the efficacy and safety of FNDC1 in advanced animals.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
B10-Dmd-KO (*M. musculus*)	GemPharmatech	Strain NO. T003035
C57BL/6J (*M. musculus*)	Xi’an Jiaotong University	N/A
C2C12 Scrambled (Mus musculus)	ATCC	RRID:CVCL_0063
DH5α competent *E. coli* cells	NEB	N/A
BL21(DE3)RIL competent *E. coli* cells	Novagen	N/A
**Recombinant DNA**		
pcDNA3.1-3XFLAG	This study	N/A
pcDNA3.1-6XHis	This study	N/A
pcDNA3.1-HA	This study	N/A
pcDNA3.1-3XFLAG-FNDC1	This study	N/A
pcDNA3.1-3XFLAG-FNDC1-FL	This study	N/A
pcDNA3.1-3XFLAG-FNDC1-FN3	This study	N/A
pcDNA3.1-3XFLAG-FNDC1-PHA	This study	N/A
pET28-6XHis-FNDC1	This study	N/A
pcDNA3.1-3XFLAG-ITGB1	Mailing Biologicals	N/A
pcDNA3.1-3XFLAG-ITGBA5	Mailing Biologicals	N/A
pcDNA3.1-3XFLAG-ITGBAV	Mailing Biologicals	N/A
pLenti-3xFLAG-FNDC1	This study	N/A
**Antibodies**		
Mouse anti-FNDC1	Atagenix Laboratories	Cat #ATA29400
Rabbit anti-FNDC1	Bioss	Cat #bs-8460R
Mouse anti-ITGB1	Abcam	Cat #ab8991
Mouse anti-ITGB1	Santa Cruz	Cat #sc-374429
Mouse anti-p-FAK (Tyr 397)	Santa Cruz	Cat #sc-81493
Mouse anti-FAK	Santa Cruz	Cat #sc-271126
Rabbit anti-eMYHC	Bioss	Cat #bs-10905R
Mouse anti-MYOG	Novus Biologicals	Cat #NB100-56510
Mouse anti-MYOD	Novus Biologicals	Cat #NBP1-54153
Rabbit anti-AKT	CS	Cat #4685
Rabbit anti-p-AKT(Ser473)	CS	Cat #4060
Rabbit anti-mTOR	CS	Cat #2983
Rabbit anti-p-mTOR(S2448)	CS	Cat #5536
Rabbit anti-α-TUBULIN	Proteintech	Cat #11224-1-AP
Mouse anti-MYHC	R&D Systems	Cat #MAB4470
Goat anti-rabbit (HRP)	Abbkine	Cat #A21020
Goat anti-mouse (HRP)	Abbkine	Cat #A21010
Goat anti-rabbit (Alexa Fluor 546)	Invitrogen	Cat #A-11035
Goat anti-mouse (Alexa Fluor 546)	Invitrogen	Cat #A-11003
Goat anti-rabbit (Alexa Fluor 350)	Beyotime Biotechnology	Cat #A0412
Goat anti-mouse (FITC)	Transgene	Cat #HS211-01
**Oligonucleotides and other sequence-based reagents**		
Mouse *Fndc1* gRNA1	This study	5′-GUGGCCGGAAGAUGAAUUATT-3'
Mouse *Itgb1* gRNA1	This study	5′-GAGGCUCUCAAACUAUAAATT-3'
scrambled gRNA1	This study	5′-TTCTCCGAACGTGTCACGTAA-3'
**qPCR primers for mouse**		
**Gene**	**Forward**	**Reverse**
*Fndc1*	GGTGGAGTATTACAACATTGCCT	AAGGAGTGTGTCTCCGCATTC
*Pltp*	CGCAAAGGGCCACTTTTACTA	GCCCCCATCATATAAGAACCAG
*Ctsc*	CAACTGCACCTACCCTGATCT	TAAAATGCCCGGAATTGCCCA
*Gng2*	ACCGCCAGCATAGCACAAG	AGTAGGCCATCAAGTCAGCAG
*Rgs2*	GAGAAAATGAAGCGGACACTCT	GCAGCCAGCCCATATTTACTG
*Myog*	GAGACATCCCCCTATTTCTACCA	GCTCAGTCCGCTCATAGCC
*Caveolin-3*	ACATTAAGGTGGTGCTGCGA	CCTCTTAAGGAACCCTCCGC
*Myomaker*	GGGTCCAGGATAAAAGGCTCC	GCCAAGCATTGTGAAGGTCG
*Myod*	CCGTGTTTCGACTCACCAGA	GTAGTAGGCGGTGTCGTAGC
*Myh3*	AAAAGGCCATCACTGACGC	CAGCTCTCTGATCCGTGTCTC
*Col1a1*	GCTCCTCTTAGGGGCCACT	CCACGTCTCACCATTGGGG
*Col5a3*	AAATGCCACGGTCTCGAAGG	CCTCCTCAGTAGCGTCCATC
*Fn1*	ATGTGGACCCCTCCTGATAGT	GCCCAGTGATTTCAGCAAAGG
*Col3a1*	CTGTAACATGGAAACTGGGGAAA	CCATAGCTGAACTGAAAACCACC
*Itga5*	CTTCTCCGTGGAGTTTTACCG	GCTGTCAAATTGAATGGTGGTG
*Itgav*	CCGTGGACTTCTTCGAGCC	CTGTTGAATCAAACTCAATGGGC
*Itga8*	CGAAGCCGAACTCTTTGTTATCA	GGCCTCAGTCCCTTGTTGT
*Itgb1*	ATGCCAAATCTTGCGGAGAAT	TTTGCTGCGATTGGTGACATT
*Fak*	CGAAAGGCTTCCCCAGTCTT	ACTCAGAAGGCAGCAGTGAC
**Chemicals, Enzymes and other reagents**		
IPTG	Solarbio Life Sciences	Cat#367-93-1
Ni-NTA agarose	Smart-Lifesciences Biotechnology	N/A
Cardiotoxin (CTX)	Sigma-Aldrich	Cat #11061-96-4
Dulbecco’s modified Eagle medium	HyClone	Cat #H30022.01
Fetal bovine serum	ZETA LIFE	Cat #Z7186FBS-500
Lipofectamine 3000	Invitrogen	Cat #L3000015
FLAG-M2 agarose beads	Sigma-Aldrich	Cat #A2220
Protein A/G beads	Santa Cruz	Cat #sc-2003
Horse serum	HyClone	Cat #SV30208.01
Paraformaldehyde	Sigma-Aldrich	Cat #16005-250G-F
Mouse FNDC1 ELISA kit	Mlbio	Cat #YJ111201
Mouse CK kit	Mlbio	Cat #ml092958
Mouse LDH kit	Abcam	Cat #ab102526
Mouse TNF-α kit	Mlbio	Cat #ml002095
Mouse IL-6 kit	Mlbio	Cat #ml002293-1
HisProbe-HRP conjugate	Thermo Scientific	Cat#15165
Mouse IL-1β ELISA kit	Mlbio	Cat #ml063132-1
RevertAid First Strand cDNA Synthesis	Thermo Scientific	Cat #K1621
FreeStyle293 Expression Medium	Thermo Scientific	Cat #12338018
DTSSP	Sigma-Aldrich	Cat #81069-02-5
RIPA buffer	MilliporeSigma	Cat #20-188
**Software**		
Uniprot	https://www.uniprot.org/	N/A
SPSS Statistics 20	https://www.ibm.com/products/spss-statistic	N/A
Origin	OriginLab https://www.originlab.com/	N/A
Fiji ImageJ.2	https://imagej.net/software/fiji/	N/A
ImageJ	https://imagej.nih.gov/ij/index.html	N/A
**Other**		

### Cloning, expression, and purification of mFNDC1

The recombinant mFNDC1 expression plasmid was constructed by cloning the FN3 structural domain of FNDC1 into a pET28(+) vector. Plasmids were transfected into *E. coli* BL21 (DE3) competent cells, and cultured at 37 °C. Protein expression was induced by adding 1 mM IPTG (Cat#367-93-1, Solarbio Life Sciences, Beijing, PRC) at OD600  =  0.6. Cells were cultured at 16 °C overnight. The harvested cells were lysed by lysis buffer and sonicated. The supernatant was incubated with Ni-NTA agarose at 4 °C for 1 h. The Ni-NTA agarose (Smart-Lifesciences Biotechnology, Changzou, PRC) was subsequently washed and then eluted with 500 mM imidazole. The eluted protein was further purified by gel filtration chromatography using the Superdex 200 10/300 GL column (GE Healthcare) at 4 °C in an ÄKTA FPLC system (GE Healthcare). SDS-PAGE, reverse-phase high-performance liquid chromatography, and Mass spectrometry were used to evaluate protein purity and integrity. Following purification, the protein was aliquoted and stored at −80 °C for up to three freeze-thaw cycles.

### Animals

The C57BL/6J mice were purchased from the animal center of Xi’an Jiaotong University (Xi’an, PRC). The classic *mdx* mice on a C57BL/10SnJ genetic background (Strain NO. T003035) were purchased from GemPharmatech (Nanjing, PRC). All mouse experiments were approved by the Animal Ethics and Welfare Committee of Northwest A&F University (Yangling, PRC) [Approval ID: NWAFU-314020140]. At the end of treatment, mice were sacrificed and tissues were immediately snap-frozen or formalin-fixed for subsequent histological evaluation.

AAV serotype 9 vectors encoding a control scrambled shRNA (scrambled; 5′-TTCTCCGAACGTGTCACGTAA-3′), a short hairpin targeting FNDC1 (sh*Fndc1*; 5′-GUGGCCGGAAGAUGAAUUATT-3′), or a short hairpin targeting *Itgb1* (sh*Itgb1*; GAGGCUCUCAAACUAUAAATT-3′) under the control of a U6 promoter and expressing Zsgreen (driven by a CMV promoter) were obtained from Scilia (Scilia Life Science, Inc, Shanghai, PRC). A single dose of 1.1 × 10^12^ vg/mice in 40 μl of AAV9 expressing sh*Fndc1* or sh*Itgb1* was injected locally into the right TA muscle of mice, and the same dose of AAV9 expressing shRNA control was injected into the left TA muscle as control.

To assess the effect of mFNDC1 on CTX group, muscle injury was induced by a single dose of intramuscular injection of 50 µL CTX (10 µM) into TA muscle of 6-week-old C57BL/6J mice. CTX-treated mice were given dialysis buffer or mFNDC1 (2.5 mg/kg body weight) every 2 days via intramuscular injection starting with the treatment of CTX. Serum and TA muscle samples were collected at days 0 (uninjured), 3, 5, and 14 after injury, respectively. Samples were collected 24 h after mFNDC1 injection on days 3 and 5, while 6 h after last mFNDC1 treatment at day 14. Serum FNDC1 levels were measured using an ELISA kit (YJ111201, mlbio, Shanghai, PRC).

To assess the impact of mFNDC1 on *mdx* mice, 4-week-old *mdx* mice were intraperitoneally injected with either dialysis buffer (DB) or mFNDC1 (2.5 mg/kg body weight) every 2 days for 4 weeks. Serum was collected 6 h after the last mFNDC1 treatment in mice and followed by exercise performance assessments.

To ensure unbiased and reliable results, all experimental mice followed the principles of both rationalization and blinding. The individuals responsible for conducting the treatments and assessments were blinded to the treatment groups. The investigators for sample collection were also blinded to the experimental conditions of the mice examined. No mice were excluded from the analysis.

### Treadmill exhaustion test

Age-matched WT (WT + Control), untreated *mdx* (*mdx* + Control), and mFNDC1-treated *mdx* (*mdx* + mFNDC1) mice were exercised on a treadmill. Three days prior to the exhaustion test, all animals were acclimated by running on a treadmill at 10 m/min for 5 min at a 10% incline. Each run-to-exhaustion trial produced a maximum exercise capacity estimate based on two parameters: the duration of the run (sec) and the distance of the run (m). The two sessions’ values were averaged to calculate exercise capacity.

### Inverted-grid test

To assess limb endurance, the inverted-grid hanging test was used. Age-matched (8 weeks) WT (WT + Control), untreated *mdx* (*mdx* + Control), and mFNDC1-treated *mdx* (*mdx* + mFNDC1) mice were suspended 60 cm above a padded surface on a mesh grid. After that, the grid was turned upside down, and the mouse was suspended upside down. The time it took to fall off the grid was recorded, and the maximum trial time was 6 min. Each mouse was tested twice over the course of one week, with a 4-day break in between. The latency to fall in both sessions was averaged and normalized to total body weight.

### Grip tests

To assess mouse forelimb strength, we used a Grip Strength Meter (Columbus Instruments, USA) and allowed the mice to grip the horizontal bar attached to the front of the meter. Mice were pulled horizontally by the tail until the bar was released. Repetitions of the procedure were performed and the peak force was recorded for each mouse.

### In situ muscle force measurements

In situ force measurements of TA muscles were performed as previously reported (Son et al, 2019) using a BL-420F Biofunctional Laboratory System (Tymon Software, Chengdu, PRC). The TA muscle was then surgically exposed and the distal tendon of the muscle was tied with 3-0 sutures. After cutting the tendon, the TA muscle was connected to the lever arm of the dynamometer with a suture. Electrical stimulations were elicited with 50 HZ pulses by two electrodes placed on either side of the muscle to elicit single-twitch or tetanic contractions. At the end of the measurement, the optimal length and wet weight of the TA muscle were measured to calculate the physiological cross-sectional area (muscle mass/optimal length * muscle density 1.06 g/cm^3^), which was then used to obtain specific isometric twitches and limb strength.

### Cell culture

C2C12 cells were obtained from China Infrastructure of Cell Line Resource and cultured in high-glucose Dulbecco’s modified Eagle medium (H30022.01, HyClone, CT, USA) supplemented with 10% fetal bovine serum (FBS) (Z7186FBS-500, ZETA LIFE, CA, USA), and 1% penicillin/streptomycin. The cell density was assessed by a hemocytometer. 50,000 cells per well (12-well culture plate) were seeded for experiments. Myoblasts were cultured to 80% confluence (~24 h), after which the growth medium was replaced with differentiation medium (high sugar DMEM containing 2% horse serum and 1% penicillin/streptomycin). The medium was changed and collected daily until the myotubes were fully mature. The collected medium was centrifuged to remove cell debris and then concentrated 100-fold by ultrafiltration tubes (Millipore UFC801024). Finally, medium FNDC1 was measured by ELISA (Cat#YJ111201, mlbio, Shanghai, PRC) and Western blot.

### siRNA and plasmids transfection

For seeding and transfection, C2C12 cells were seeded at a density of 50,000 cells per well in a 12-well plate. After 12 h, siRNA and plasmids transfection were performed using jetPRIME transfection reagent (Polyplus-transfection, 101000015). Twelve hours later, the medium was replaced with differentiation medium containing DMEM supplemented with 2% horse serum and 1% penicillin/streptomycin. The differentiation medium was replaced every 2 days. The medium and cells were collected at the indicated time points for subsequent experiments. The si-control, si-*Fndc1*, si-*Itgb1,* and si-*Fak* were synthesized from Genepharma (Shanghai, PRC). The siRNA sequences for *Fndc1*, *Itgb1*, and *Fak* were as follows: *Fndc1*-siRNA1, 5′-GUGGCCGGAAGAUGAAUUATT-3′; *Itgb1*-siRNA1, 5′-GAGGCUCUCAAACUAUAAATT-3′. 

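The target of the *Fndc1* siRNA, GTGGCCGGAAGATGAATTA in DNA letters, was matched to the protein-coding transcripts annotated on the mouse genome build NCBIM37 (mm9). Non-coding transcripts and sites with mismatches were not searched. The *Fndc1* target occurs in 2 of the 55443 transcripts searched, both of *Fndc1*. In the transcript ENSMUST00000097425.3 of 5845 nucleotides, it covers positions 290 to 308 of the coding sequence, which runs from position 1 to 5199. It lies in exon 2 of 20, on chromosome 17 from 7981906 to 7981924 of NCBIM37 on the minus strand, within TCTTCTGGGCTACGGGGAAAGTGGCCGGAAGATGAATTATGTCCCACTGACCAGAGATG. The target of the *Itgb1* siRNA, GAGGCTCTCAAACTATAAA, occurs in 2 transcripts as well, both of *Itgb1*. In the transcript ENSMUST00000090006.5 of 3815 nucleotides, it covers positions 557 to 575, within the coding sequence from position 307 to 2703. It lies in exon 4 of 16, on chromosome 8 from 131234250 to 131234268 of NCBIM37 on the plus strand, within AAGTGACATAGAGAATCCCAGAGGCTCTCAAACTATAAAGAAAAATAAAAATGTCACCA. These positions are on another build than the gene coordinates listed in the authors' table for the RNA-sequencing and are not comparable with them.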

*Itgb1D*-siRNA, 5′-GAAAAUCCGAUUUACAAGAGU-3′, *Itgb1A*-siRNA, 5′-CUGAUAUGGAAGCUUUUAAUG-3′, *Fak-*siRNA, 5′-GGAAAUAUGAGUUGAGAAU-3′. The plasmids encoding FNDC1-His, FNDC1-FN3 (missing residues 519–1092 of the PHA03247 domain) and FNDC1-PHA (missing residues 38–332 and 1480–1571 of the FN3 domain), ITGB1A, ITGB1D, ITGAV were synthesized by Mailing Biologicals (Shanghai, PRC).

### Isolation of primary myoblasts

Primary myoblasts were isolated as described previously (Rozo et al, 2016). Cells were grown on collagen-coated dishes in a humidified 5% CO_2_ incubator at 37 °C in growth media (Ham’s F10 supplemented with 20% FBS and 5 ng/ml basic fibroblast growth factor). Myogenic differentiation was induced in differentiation medium (high sugar DMEM supplemented with 2% horse serum and 1% penicillin/streptomycin).

### mRNA sequencing (RNA-seq)

Total RNA was extracted from *Fndc1* knockdown and control C2C12 cells at 4 days of differentiation using TRIzol reagent. The four RNA-seq libraries were sequenced on the Illumina NextSeq 500 platform at UNITED KAWA to produce over 60 million, 100 nucleotide paired-end reads per sample. The reads were then trimmed for sequencing adapters and aligned to the reference mouse genome version mm10 (GRCm38) using TopHat version 2.0.10. Gene quantification was performed on the mapped sequences using the htseq-count software version 0.6.1. Differential expression analysis was performed using the DESeq2 package. Log transformation was used to normalize raw read counts and to calculate normalized expression counts. (Data can be accessed in GEO database, GSE217125). DEGs were submitted to the GO and Kyoto Encyclopaedia of Genes and Genomes (KEGG) websites for enrichment analysis.

### Mass spectrometry analysis

C2C12 cells were seeded in 90 mm culture plates and cultured in the DMEM. At 80% confluence, cells were switched to differentiation medium (DMEM with 2% horse serum). On day 3 of differentiation, the medium was switched to FreeStyle293 Expression Medium. After 4 h of incubation, cells were chilled on ice for 10 min and then treated with 100 nM His-tag mFNDC1 for 20 min. The cells were then incubated with 1.5 mM DTSSP for 30 min on ice to cross-link after washing with 15 ml cold PBS twice. The addition of a final concentration of 20 mM Tris-pH 7.5 quenched the cross-linking. The cells were then harvested and homogenized in 1 ml RIPA buffer containing protease-inhibitor cocktail and phosphatase-inhibitor cocktail. His-tag protein-purified magnetic beads were used to enrich FNDC1-treated C2C12 cell lysates. Briefly, 1 ml of whole cell extract was added to the pre-treated magnetic beads and incubated at 4 °C for 90 min with rotation. After 3 repeated washes in NP40-free wash buffer, 0.8 ml of elution buffer is added. To the collected elution buffer, add protein loading buffer and denature at 95 °C. The samples were up-sampled to 4–12% gradient SDS-PAGE for separation, followed by Caulmers Brilliant Blue staining. The gel was used for mass spectrometry analysis.

### Histological analysis

The TA muscle of mice was fixed with 4% paraformaldehyde for more than 72 h and then subjected to dehydration embedding. Paraffin sections of muscle were obtained at a thickness of 2–4 μm for hematoxylin-eosin staining, and whole-slide digital images were collected with an Pannoramic DESK Scanner (P-MIDI, P250, 3D HISTECH, Hungary).

### RNA and protein analyses

RT-PCR, Western blot, immunoblotting, and immunofluorescence analyses were performed as described previously (Zhao et al, 2021; Li et al, 2021; Liu et al, 2012). Primers and antibodies used are listed in Reagents Table. Total RNA extraction was performed using TRizol (Takara) according to the manufacturer’s protocol. cDNA was synthesized by SmArt RT Master Premix (5×) Kits (DY10502, DEEYEE, Shanghai, China) according to kit’s instructions.

### Immunoprecipitation

For immunoprecipitation analysis, the TA muscle and cultured cells were homogenized with IP lysis buffer (containing 1 M pH 7.4 Tris-HCl 25 ml, NP40 25 ml, NaCl 4.383 g, EDTA 0.146 g, glycerin 50 ml and protease inhibitor cocktail), and the total protein was incubated with 5 μg of the Rabbit monoclonal antibody to His, Flag, or non-specific Rabbit IgG for 2 h at room temperature and then immunoprecipitated with protein A/G magnetic beads (B23201, Bimaker, Shanghai, PRC) at 4 °C overnight. After washing three times with TBS (5 min per time), the protein-bound beads were finally resuspended in 20 μl 1 × SDS-PAGE loading buffer. The samples were boiled at 95 °C for 10 min, and the supernatant was loaded on the gel for immunoblotting. For Co-IP analysis, C2C12 cells were transfected with pcDNA3.1-His-FNDC1, pcDNA3.1-His empty vector, pcDNA3.1-FLAG-ITGB1, or pcDNA3.1-FLAG empty vector for 12 h, respectively and then the differentiation medium was replaced. 48 h after differentiation, cells were digested with trypsin and washed once with PBS, then lysed with hypotonic lysis buffer and incubated on ice for 30 min. Total proteins were immunoprecipitated with His or flag magnetic beads at 4 °C overnight. After washing with TPBS 3 times (5 min each), the protein-bound beads were finally suspended in 20 μl of 1× SDS-PAGE up sampling buffer. The samples were boiled at 95 °C for 10 min and the supernatant was loaded onto a gel for immunoblotting.

### Pull-down assays

Pull-down assays were performed as described previously (Kim et al, 2018). 100 nM His-tagged FNDC1 was incubated with 5 nM of the indicated Flag-tagged integrins in a final volume of 600 ml for 5 min at room temperature under rotation. After rotation, 60 ml Ni-NTA agarose was applied to immunoprecipitated integrins (Smart-Lifesciences Biotechnology, Changzou, PRC). Precipitated integrins were detected by immunoblot analysis against His-tag.

### Biochemical analyses

Serum of CTX-induced mice was collected at days 0, 3, 5, and 14 after injury, respectively. Serum of *mdx* mice was collected at day 28 after FNDC1 treatment. FNDC1 protein from cell culture medium or serum of mice was measured by ELISA kit (catalog YJ111201, mlbio, Shanghai, PRC) according to manufacturer’s instructions. Medium LDH was measured by LDH Assay kit (ab102526, Abcam) according to manufacturer’s instructions. Serum levels of CK, TNFα, IL-1β, and IL-6 were measured by commercial ELISA kits (ml092958, ml002095, ml063132-1, and ml002293-1, mlbio, Shanghai, PRC).

### Pharmacokinetics of FNDC1 in mice

Serum concentrations of mFNDC1 were determined by anti-His tag ELISA. Recombinant mFNDC1 protein was injected intraperitoneally at a dose of 2.5 mg/kg body weight. Serum levels of FNDC1 were measured using HisProbe-HRP conjugate according to the manufacturer’s instructions (Cat#15165, Thermo, USA).

### LC-MS/MS

LC-MS/MS were performed as previously described (Jiang et al, 2021). Coomassie staining was used to resolve samples run on a 4–12% SDS-PAGE gel. Extracted gel bands were placed in 1.5 ml Eppendorf tubes and then cut into 1 × 1 mm squares. The mass spectrometry sample preparation and purification procedure were followed by the cut gels. Experiments were carried out using a mass spectrometer in conjunction with liquid chromatography. The RAW data files were processed for analysis using Byonic v3.2.0 (Protein Metrics, San Carlos, CA) to identify peptides and infer proteins using the Uniprot Mus musculus database. Mass spectrometry results were listed in Appendix Tables S1 and S3.

### Statistical analysis

All experiments were at least performed in three independent experiments. Data are presented as mean ± standard error of the mean and were analyzed by two-tailed Student’s t tests for comparisons between two groups or one-way analysis of variance (ANOVA) with Duncan post hoc test for multiple comparisons. Statistical significance was defined as *p < 0.05, **p < 0.01, and ***p < 0.001. All data were analyzed using SPSS Statistics 20 (SPSS, Chicago, IL, USA).

## Supplementary information

Appendix

Peer Review File

Appendix Figure Source Data

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Source data Fig. 9

## Data Availability

Raw and processed data for RNA sequencing is available at the NCBI GEO website under accession number GSE217125. Other data and materials are provided within the manuscript and supplementary materials, or available upon reasonable request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00285-0.

# Supplementary material for: FNDC1 is a myokine that promotes myogenesis and muscle regeneration
**Source:** EMBO J. 2024 Nov 20;44(1):30–53. doi: 10.1038/s44318-024-00285-0
**Supplement:** Supplementary file 1 — Appendix

# **FNDC1 is a myokine that promotes myogenesis and muscle regeneration**

Rui Xin Zhang <sup>1, #</sup>, Yuan Yuan Zhai <sup>1, #</sup>, Rong Rong Ding <sup>1, #</sup>, Jia He Huang <sup>1</sup>, Xiao Chen Shi <sup>1</sup>, Huan Liu <sup>1</sup>, Xiao Peng Liu <sup>1</sup>, Jian Feng Zhang <sup>1</sup>, Jun Feng Lu <sup>1</sup>, Zhe Zhang <sup>1</sup>, Xiang Kai Leng <sup>1</sup>, De Fu Li <sup>1</sup>, Jun Ying Xiao <sup>1</sup>, Bo Xia <sup>1</sup>, and Jiang Wei Wu <sup>1, \*</sup>

# equally contributed to this work

| <b>Table of contents</b>   | <b>page</b> |
|----------------------------|-------------|
| -Appendix Figure S1 to S21 | 2-36        |
| -Appendix Tables S1 to S3  | 37-38       |

Appendix Figure S1

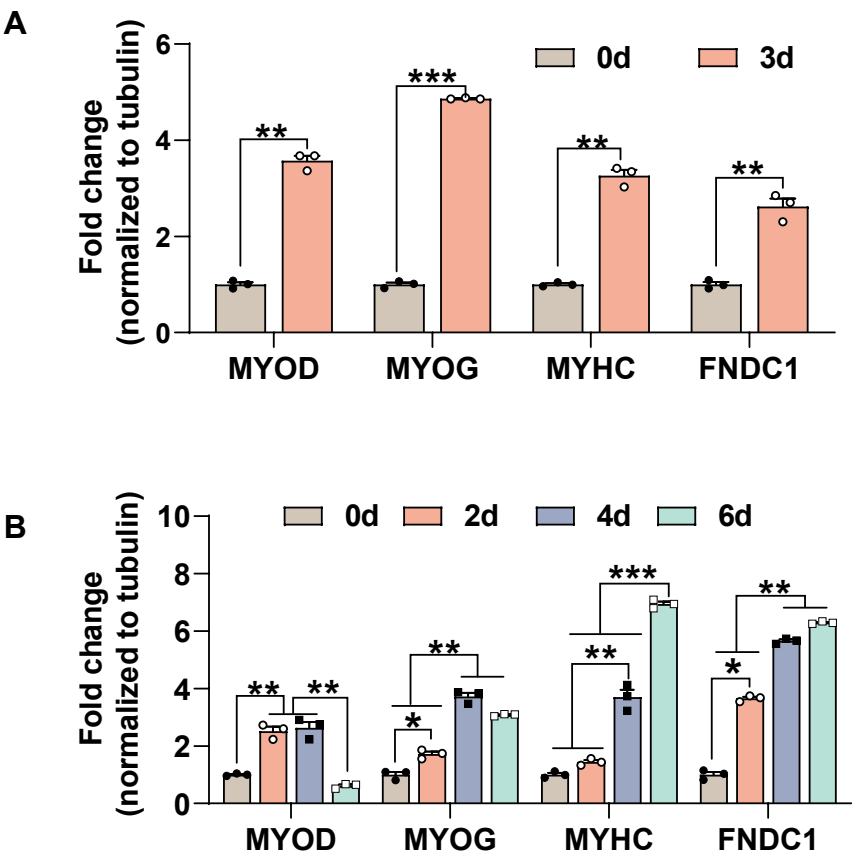

**Appendix Figure S1. FNDC1 is closely associated with myogenesis.**

**(A-B)** Quantification of MYOD, MYOG, MYHC, and FNDC1 protein levels in primary myoblasts (A) and C2C12 cells (B) during myogenic differentiation at the indicated time points (n = 3 independent experiments). Two-tailed t-test (A) or One-way ANOVA (B) was performed to compare all listed conditions unless otherwise noted, and data are represented as mean ± SEM. \**p* < 0.05, \*\**p* < 0.01, and \*\*\**p* < 0.001. Source data are provided as a Source data file.

## Appendix Figure S2

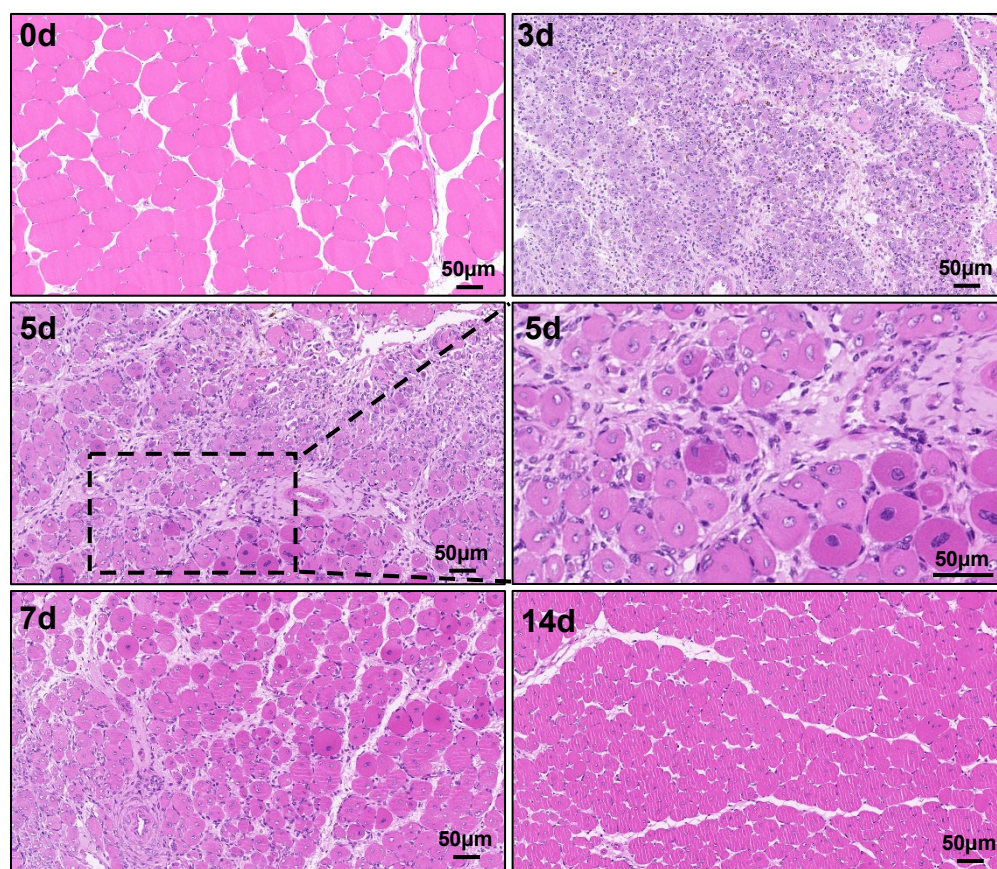

### Appendix Figure S2. Skeletal muscle pathological phenotype of CTX-injured mice.

Representative H&E staining of TA muscle sections in CTX-injured mice at the indicated time points. Scale bar = 50µm.

# Appendix Figure S3

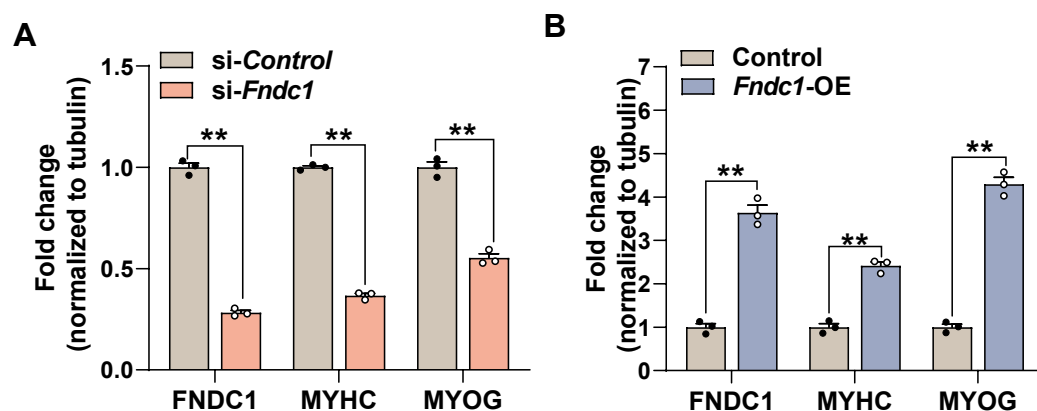

**Appendix Figure S3. The efficiency of FNDC1 interference and overexpression in C2C12 cells**

**(A)** *Fndc1* interference efficiency. Quantification of FNDC1, MYHC and MYOG immunoblot (n = 3 independent experiments). **(B)** *Fndc1* overexpression efficiency. Quantification of FNDC1, MYHC and MYOG immunoblot (n = 3 independent experiments). Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \*\* $p < 0.01$ . Source data are provided as a Source data file.

Appendix Figure S4

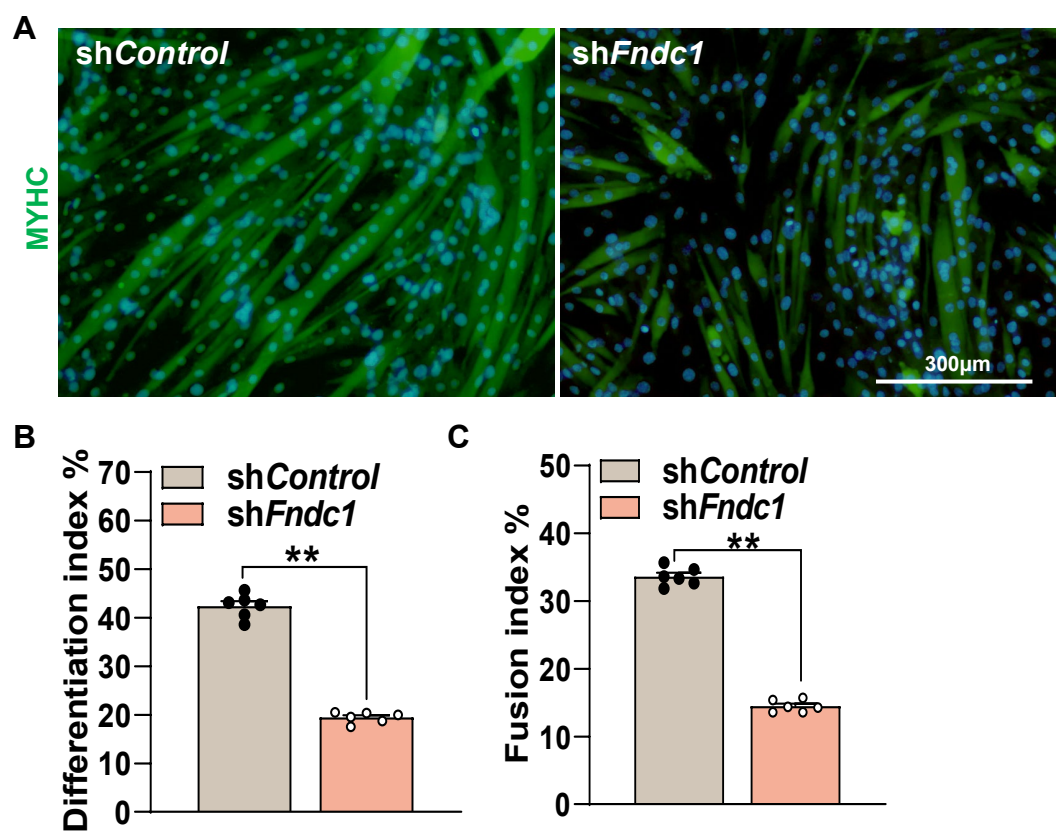

Appendix Figure S4. Fndc1 knockdown interferes with myoblast differentiation

**(A)** Representative immunofluorescence staining of MYHC (in green) in shControl or shFndc1 primary myoblasts at day 3 post-differentiation. Scale bars = 300µm. **(B)** Quantification of differentiation index. **(C)** Quantification of fusion index (n = 6 independent experiments). Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \*\* $p < 0.01$ . Source data are provided as a Source data file.

## Appendix Figure S5

**SignalP forecast results:**

**XP\_006523415.1\_fibronectin\_type\_III\_domain-containing protein 1 isoform X4 Mus**

**Prediction: Signal Peptide (Sec/SPI)**

**Cleavage site between pos. 29 and 30. Probability 0.987102**

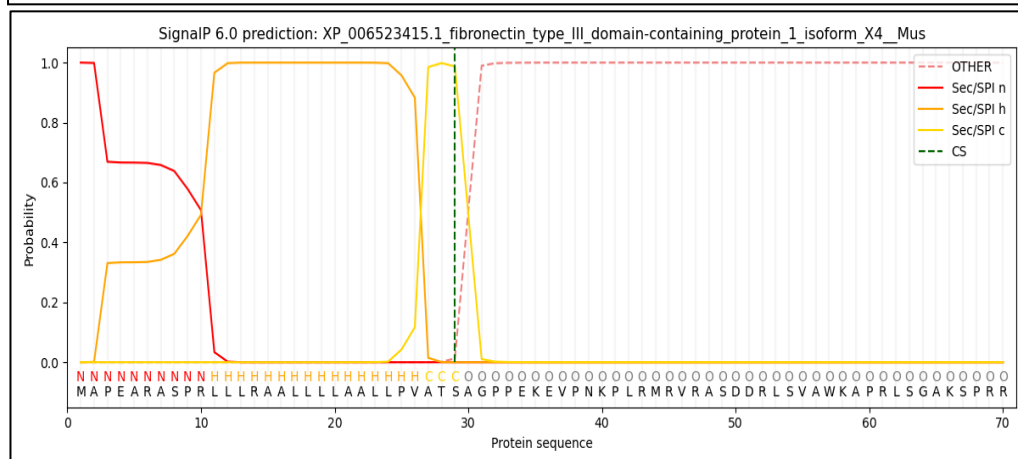

### DeepTMHMM forecast results:

```
##gff-version 3
```

```
# Unnamed Length: 1716
```

```
# Unnamed Number of predicted TMRs: 0
```

```
Unnamed signal 1 29
```

```
Unnamed outside 30 1716
```

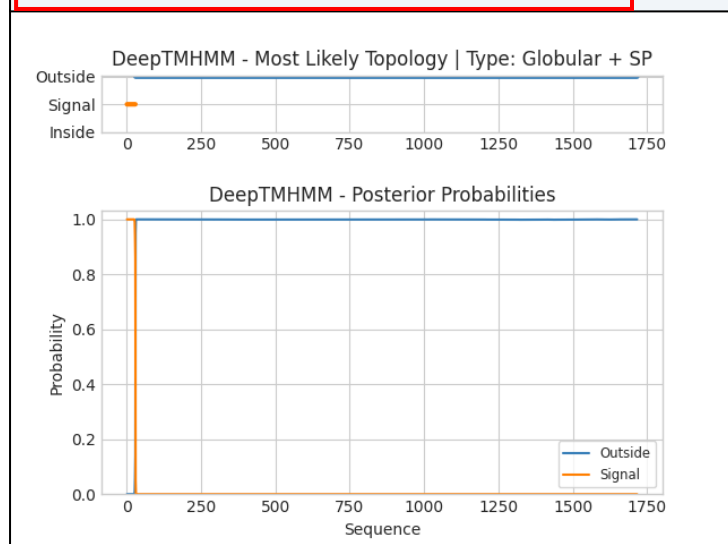

### Appendix Figure S5. FNDC1 structure prediction

Prediction of FNDC1 signal peptide and transmembrane structure by SignalP (<https://services.healthtech.dtu.dk/service.php?SignalP-6.0>) and DeepTMHMM I (<https://dtu.biolib.com/DeepTMHMM/>).

Appendix Figure S6

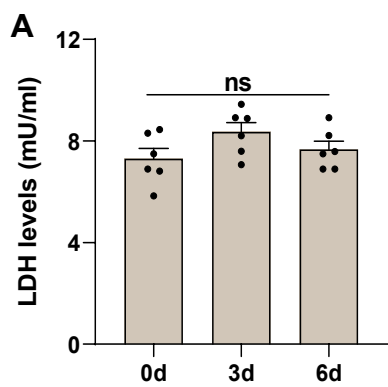

**Appendix Figure S6. The LDH levels during differentiation of C2C12 cells.**

**(A)** Medium LDH levels in cultured C2C12 cells at days 0, 3 or 6 post-differentiation (n = 6 independent experiments). Two-tailed t-test was performed to compare all listed conditions, and data are represented as mean  $\pm$  SEM.

Appendix Figure S7

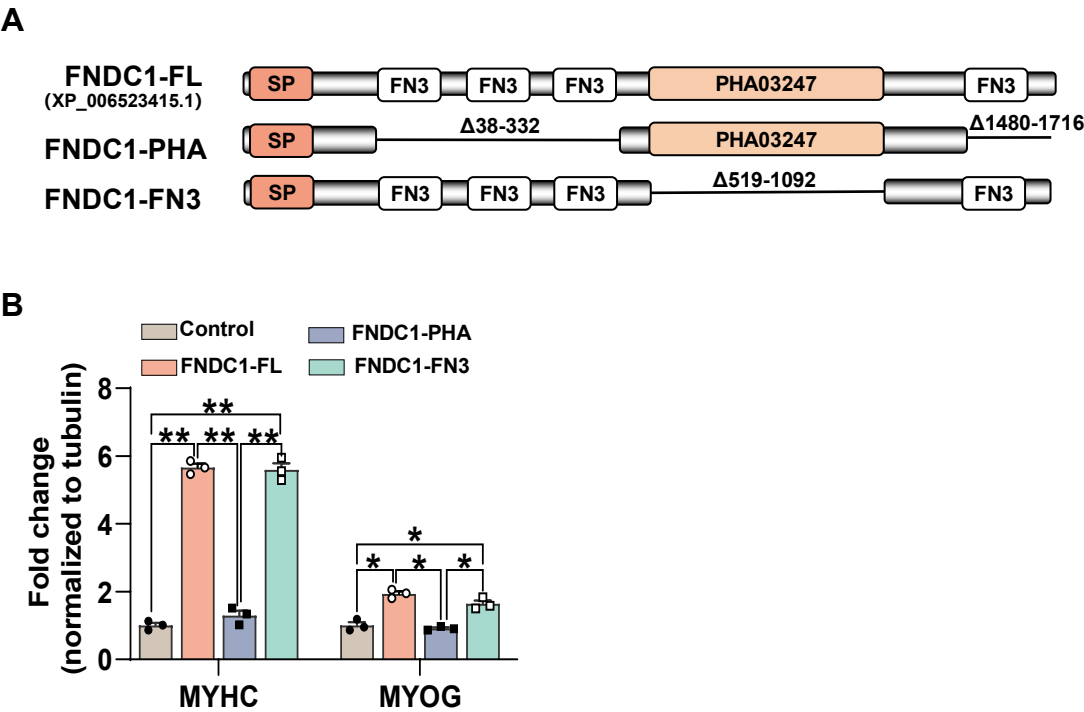

**Appendix Figure S7. FN3 domain is essential for the myogenic function of FNDC1**

**(A)** Schematic diagram of FNDC1 domains. Deletion mutants used in this study are shown. SP, signal peptide. **(B)** Quantification of MYHC and MYOG in cells transfected with Control (empty vector), FNDC1-FL, FNDC1-FN3 or FNDC1-PHA (n = 3 independent experiments). Cells were collected at day 4 post-differentiation. One-way ANOVA was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \* $p < 0.05$  and \*\* $p < 0.01$ . Source data are provided as a Source data file.

# Appendix Figure S8

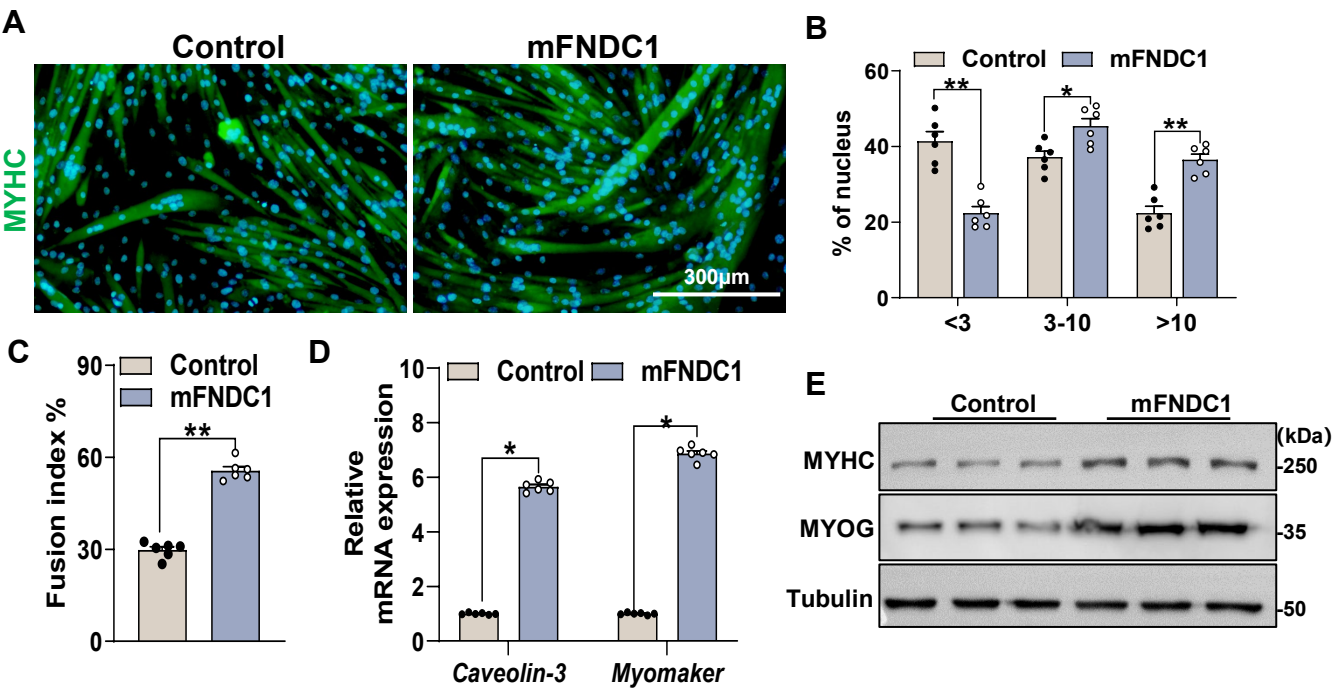

## Appendix Figure S8. Identification of the purified recombinant FNDC1 protein

**(A)** Representative immunofluorescence staining of MYHC in Control (dialysis buffer, DB) or mFNDC1 (truncated recombinant FNDC1 protein, 0.1µg/ml)-treated C2C12 cells at day 4 post-differentiation. Staining for MYHC (in green) marks differentiated cells. Scale bar = 300µm. **(B-C)** Quantification of the nucleus distribution per myotube and fusion index (a MYHC<sup>+</sup> cell with at least three nucleus) (n = 6 independent experiments). **(D)** mRNA expression of *Caveolin-3* and *Myomaker* in Control or mFNDC1-treated C2C12 cells at day 4 post-differentiation (n = 6 independent experiments). **(E)** Representative immunoblot analysis of FNDC1 and MYHC in Control or mFNDC1-treated C2C12 cells (n = 3 independent experiments). Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \**p* < 0.05 and \*\**p* < 0.01. Source data are provided as a Source data file.

Appendix Figure S9

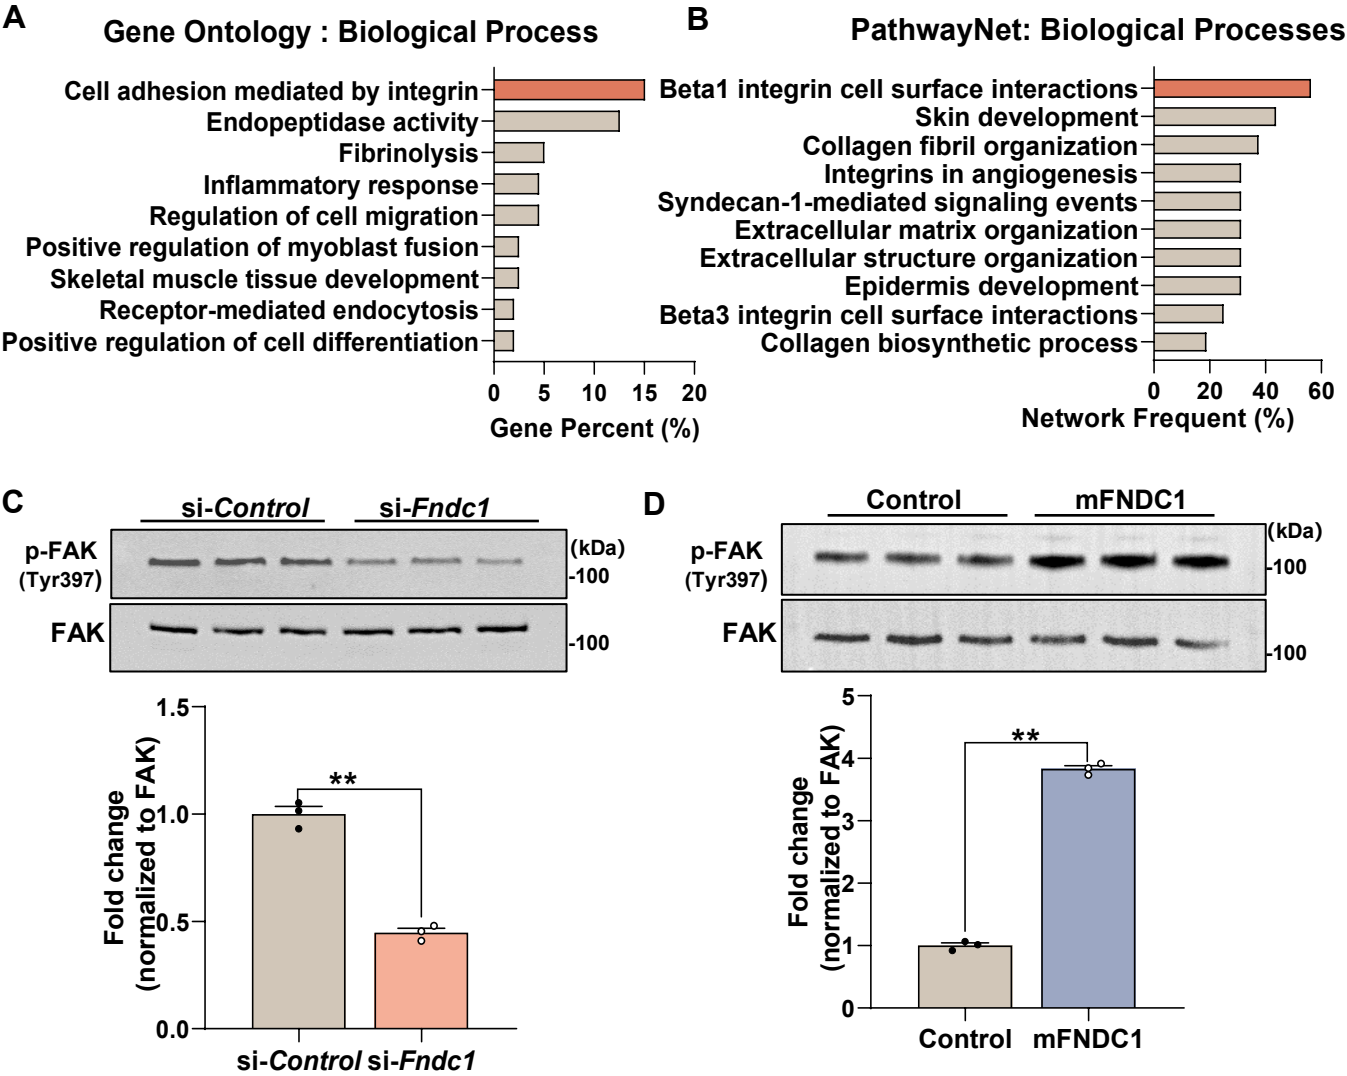

Appendix Figure S9. Integrin  $\beta$ 1 is the receptor for FNDC1

(A) GO term analysis of DEGs ( $p < 0.05$ ) in *Fndc1* knockdown and control C2C12 cells after 4 days of differentiation. (B) Enrichment analysis of potential co-complex partners of FNDC1 by PathwayNet. (C-D) Representative immunoblotting and quantification of focal adhesion kinase (FAK) and phosphorylated FAK in si-control, si-*Fndc1*, or mFNDC1-treated C2C12 cells ( $n = 3$  independent experiments). Cells were collected at day 4 post-differentiation. Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM.  $**p < 0.01$ . Source data are provided as a Source data file.

Appendix Figure 10

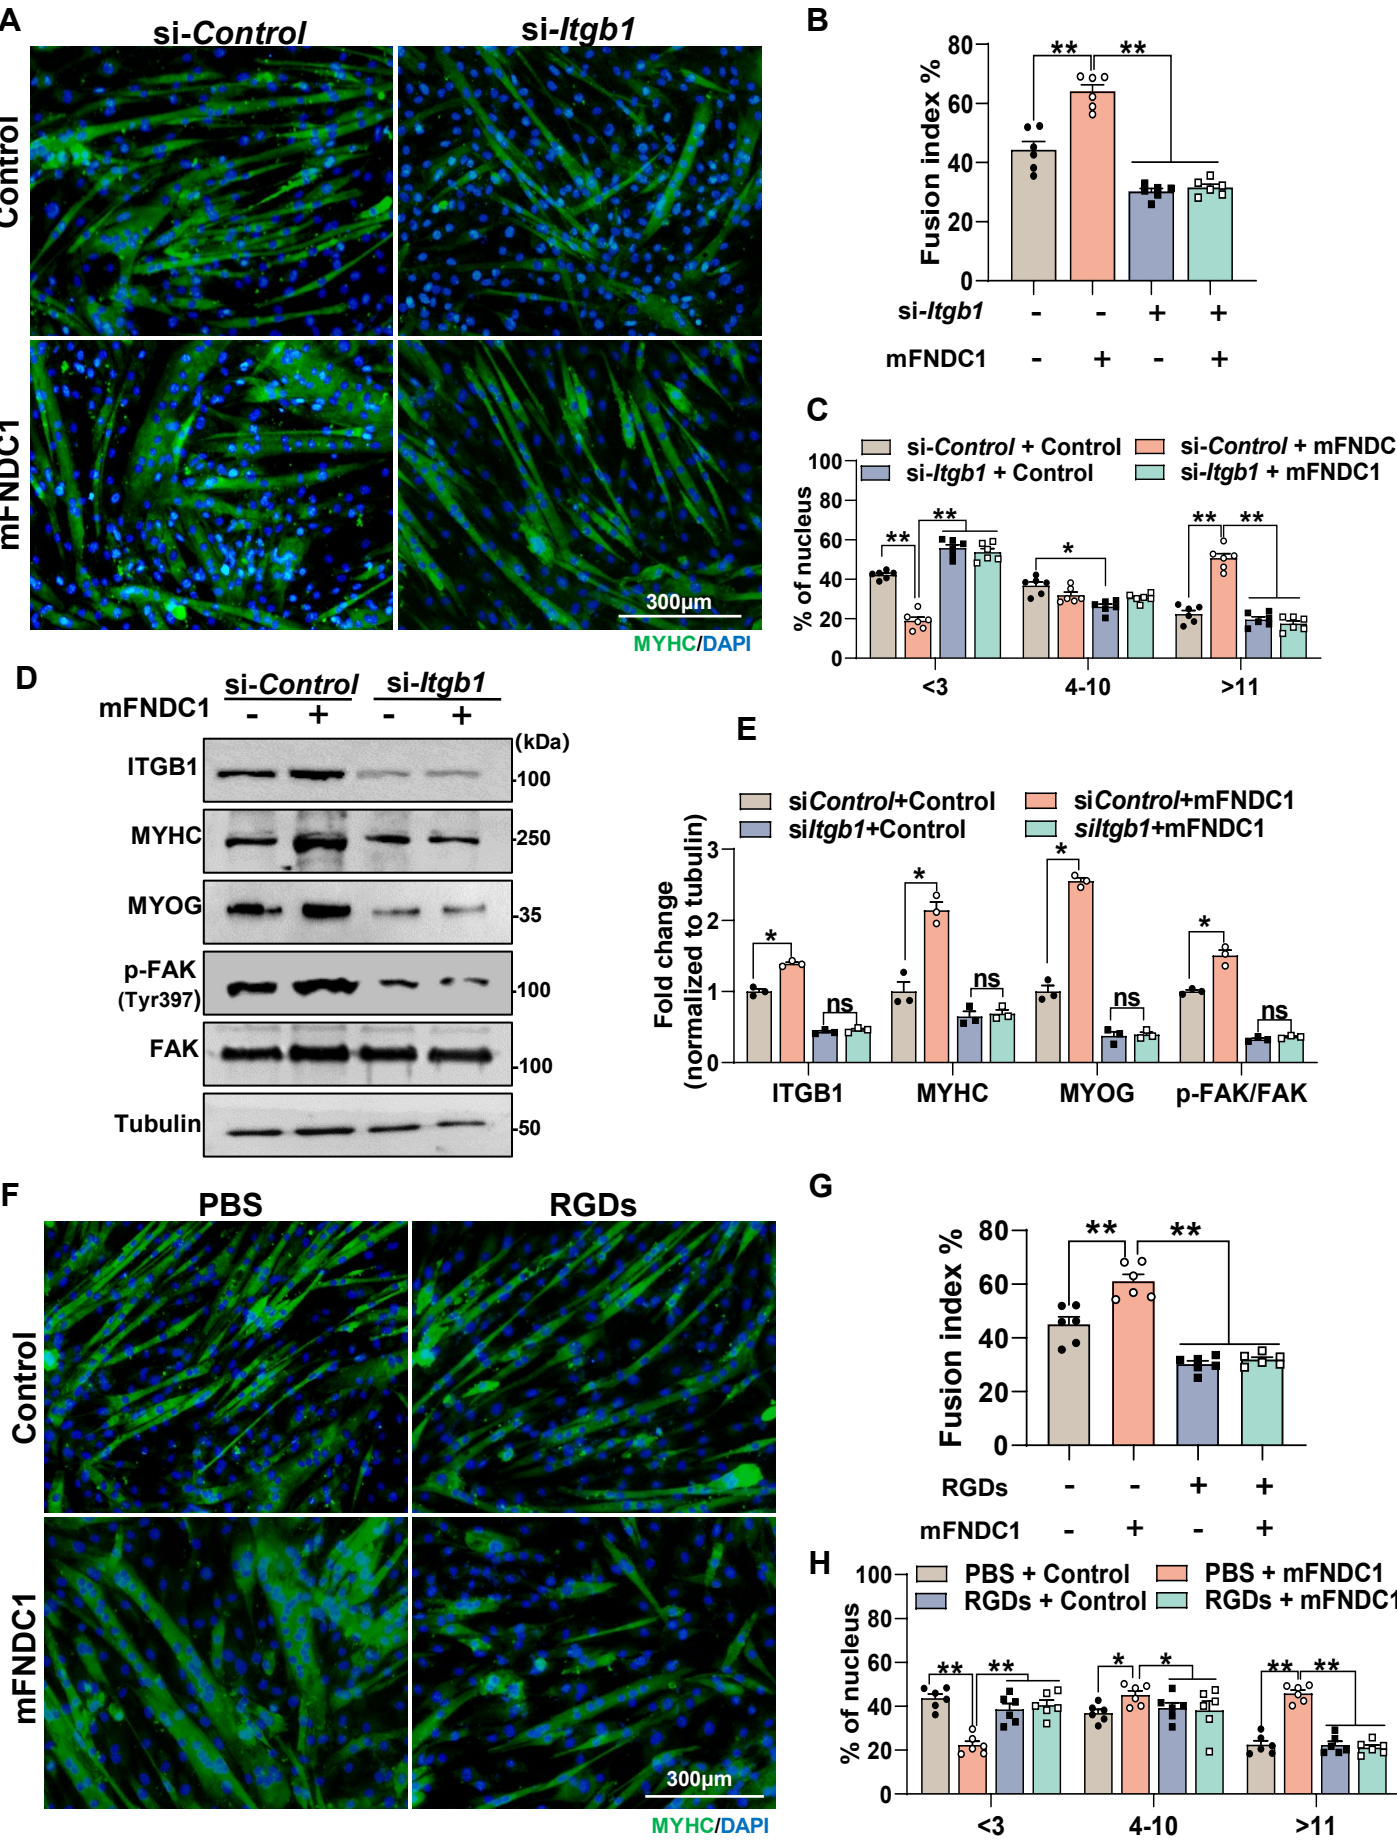

## Appendix Figure S10. FNDC1 targeting integrin $\beta 1$ promotes myogenic differentiation

**(A)** Representative immunofluorescence staining of MYHC (in green) in si-Control and si-*Itgb1* C2C12 cells treated with control (dialysis buffer) or mFNDC1 at day 4 post differentiation. Nuclei are counterstained with DAPI (in blue). C2C12 cells were transfected with si-Control or si-*Itgb1* for 12 hours before the initiation of differentiation. Scale bars = 300 $\mu$ m. **(B-C)** Quantification of the fusion index (a MYHC<sup>+</sup> cell with at least three nucleus) and nucleus distribution per myotube (n = 6 independent experiments). **(D-E)** Representative immunoblotting (D) and quantification (E) of indicated proteins in si-Control or si-*Itgb1* C2C12 cells treated with control or mFNDC1 at day 4 post differentiation (n = 3 independent experiments). **(F)** Representative immunofluorescence staining of MYHC (in green) in C2C12 cells from control, mFNDC1-treated, RGDs-treated, and mFNDC1+RGDs groups at day 4 post differentiation. Scale bars = 300 $\mu$ m. **(G-H)** Quantification of fusion index (a MYHC<sup>+</sup> cell with at least three nucleus) and nucleus distribution per myotube (n = 6 independent experiments). One-way ANOVA was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \* $p < 0.05$  and \*\* $p < 0.01$ . Source data are provided as a Source data file.

Appendix Figure S11

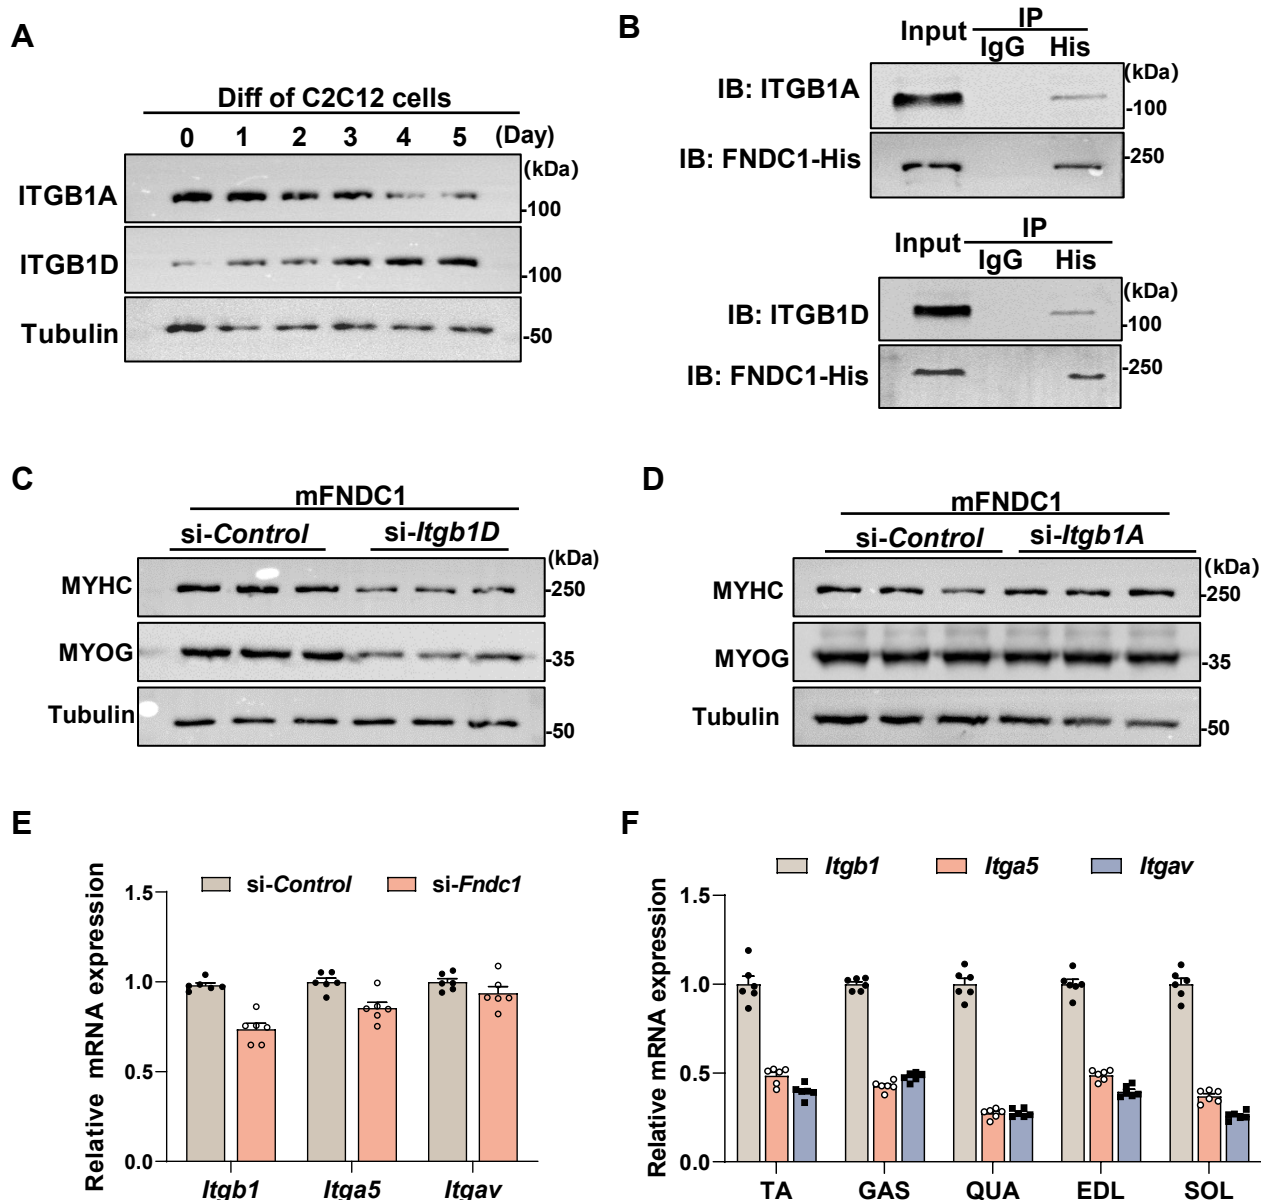

Appendix Figure S11. Integrin α5β1D is the receptor for FNDC1

(A) Representative immunoblotting of integrin β1A (ITGB1A) and integrin β1D (ITGB1D) during differentiation of C2C12 cells (n = 3 independent experiments). (B) Immunoprecipitation of FNDC1 and ITGB1A or ITGB1D in C2C12 cells at day 3 post differentiation. (C-D) Representative immunoblotting analysis of MYHC and MYOG in *Itgb1D* or *Itgb1A* knockdown C2C12 cells treated with mFNDC1 at day 3 post differentiation (n = 3 independent experiments). (E) mRNA expression of *Itgb1*, *Itga5*, and *Itgav* in si-control and si-*Fndc1* C2C12 cells (n = 6). (F) mRNA expression of *Itgb1*, *Itga5*, and *Itgav* in different depots of skeletal muscles from mice (n = 6 independent experiments). Two-tailed t-test (E and F) were performed to compare all listed conditions unless otherwise noted, and data are represented as mean ± SEM. Source data are provided as a Source data file.

Appendix Figure S12

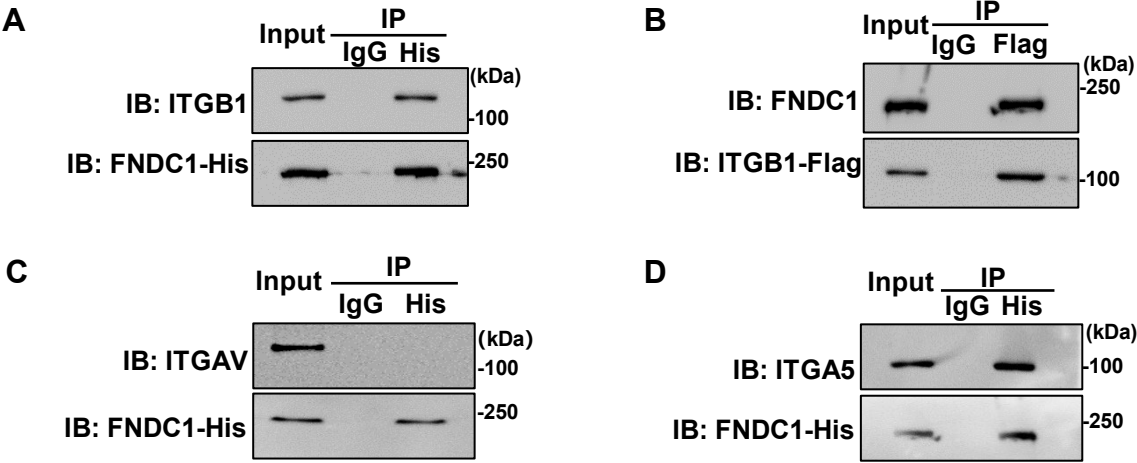

**Appendix Figure S12. FNDC1 binds to ITGB1 and ITGA5 in primary myoblasts. (A-B)** Co-IP of FNDC1 and ITGB1 in primary myoblasts. **(C-D)** Immunoprecipitation of FNDC1 and ITGAV or ITGA5 in primary myoblasts. Source data are provided as a Source data file.

Appendix Figure S13

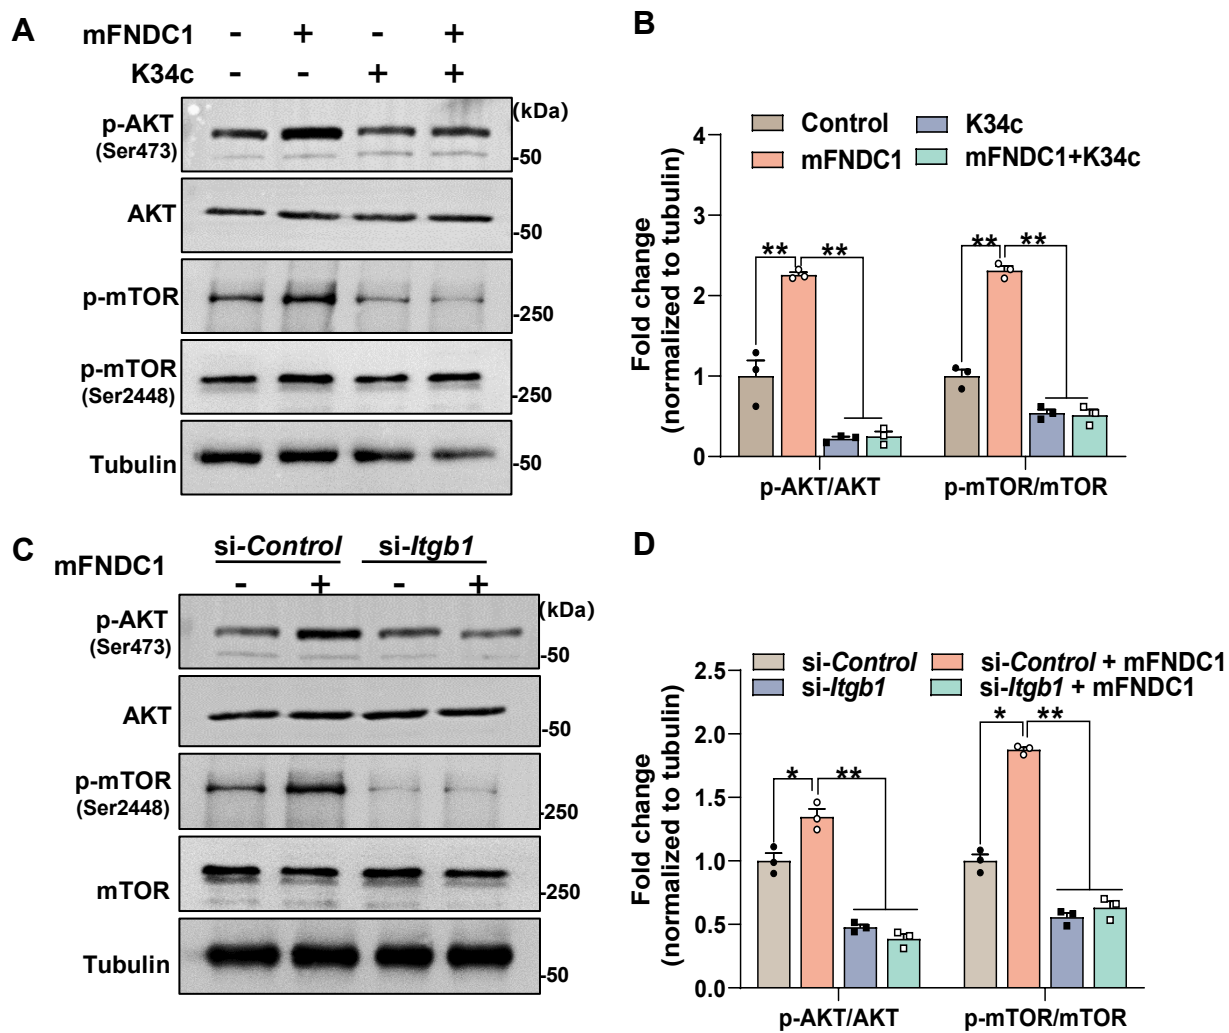

**Appendix Figure S13. FNDC1 improves myogenesis through activating the AKT/mTOR pathway**

**(A-B)** Representative immunoblotting (A) and quantification (B) of indicated proteins in control (PBS) or K34c treated C2C12 cells receiving Control or mFNDC1 (n = 3 independent experiments). **(C-D)** Representative immunoblotting (C) and quantification (D) of total and phosphorylated AKT and mTOR in si-Control or si-*Itgb1* C2C12 cells treated with Control or mFNDC1 at day 4 post differentiation (n = 3 independent experiments). One-way ANOVA was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ . Source data are provided as a Source data file.

## Appendix Figure S14

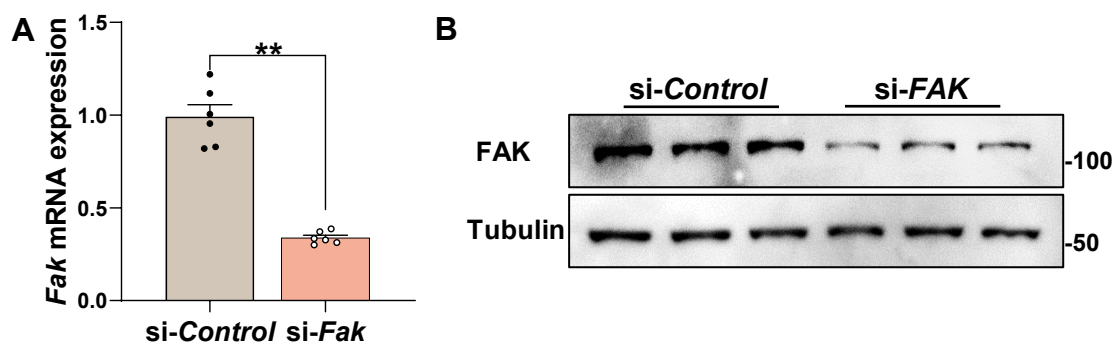

### Appendix Figure S14. Efficiency of FAK knockdown in C2C12 cells

**(A)** mRNA expression of *Fak* in si-control and si-*Fak* C2C12 cells (n = 6 independent experiments). **(B)** Representative immunoblotting of FAK in si-control and si-*Fak* C2C12 cells (n = 3 independent experiments). Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \*\* $p < 0.01$ . Source data are provided as a Source data file.

Appendix Figure S15

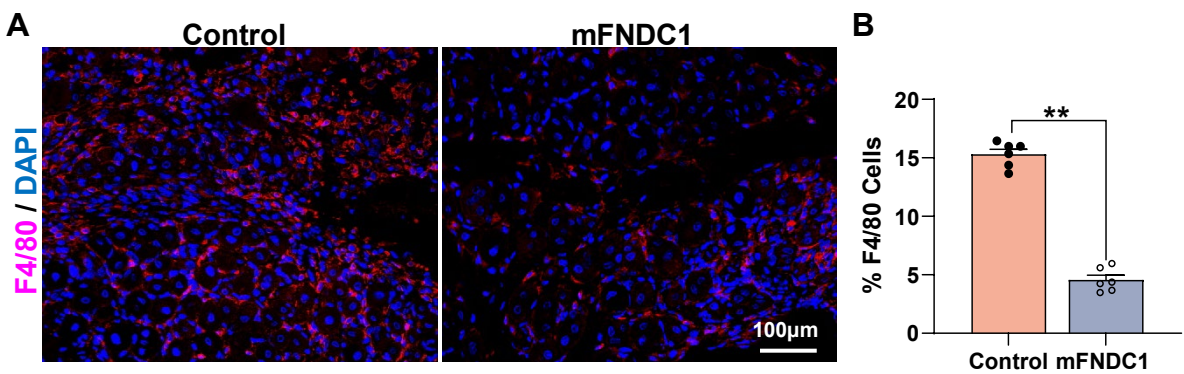

**Appendix Figure S15. FNDC1 inhibits the inflammatory cell infiltration in skeletal muscle of CTX-injured mice**

**(A)** Representative images of immunofluorescence staining and quantification **(B)** for F4/80-labeled macrophages (in red) from CTX-injured mice treated with mFNDC1 or control (n = 6 mice). Scale bars = 100µm. Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean ± SEM. \*\**p* < 0.01. Source data are provided as a Source data file.

# Appendix Figure S16

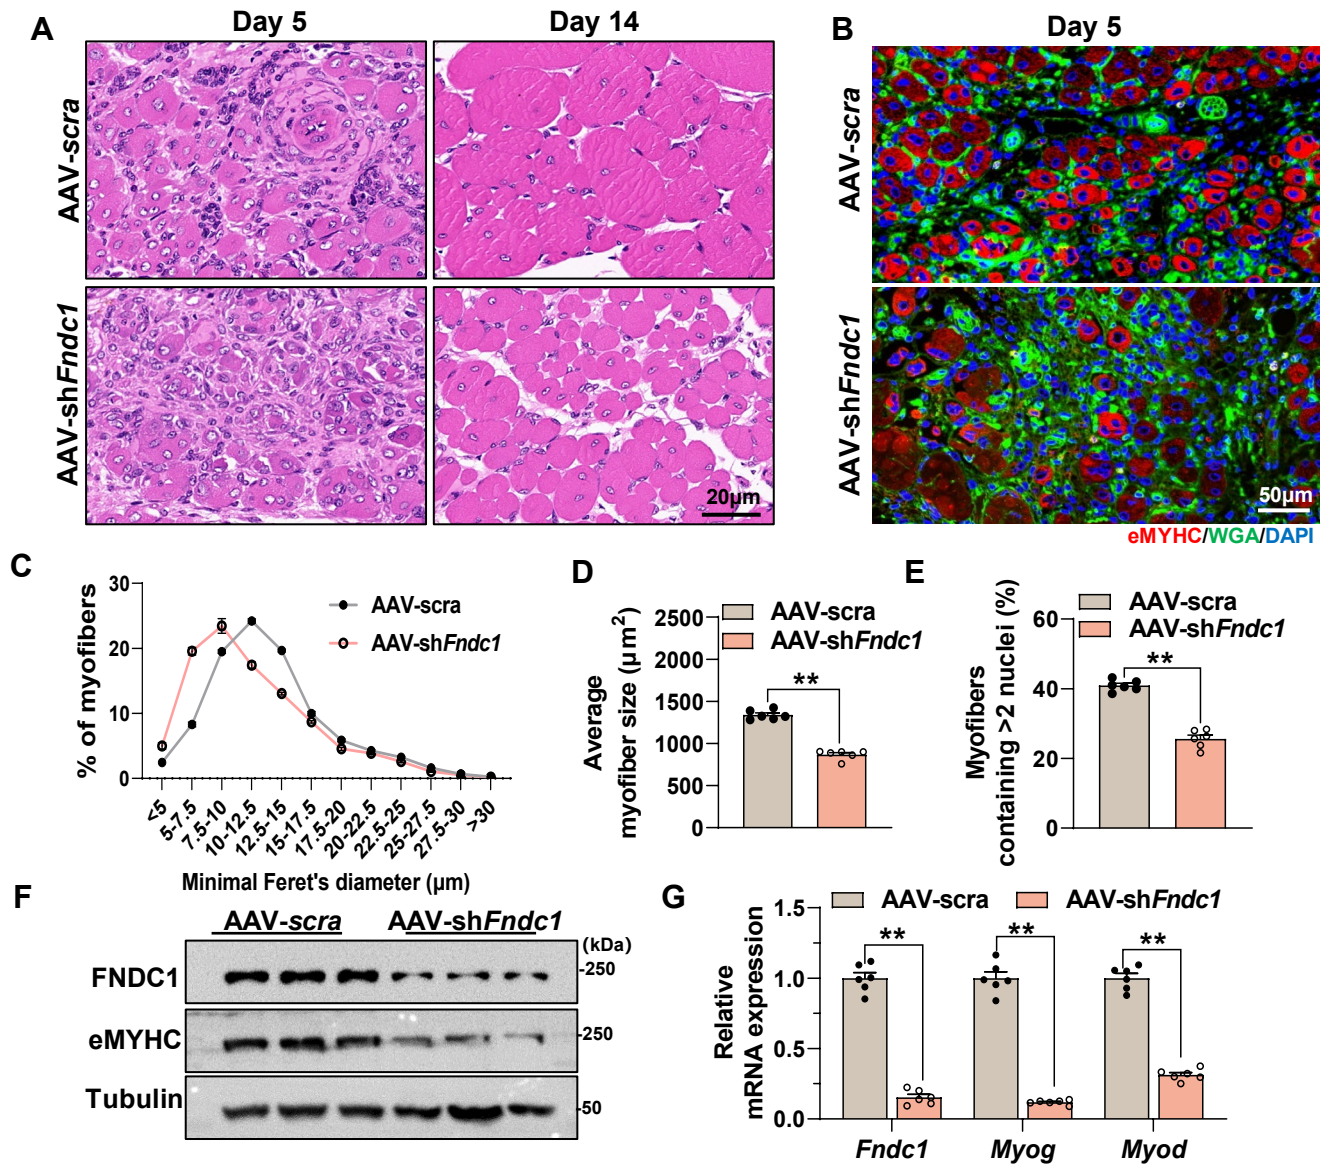

## Appendix Figure S16. *Fndc1* knockdown delayed skeletal muscle regeneration

(A) Representative H&E staining of TA muscle sections at days 5 and 14 post-injury in AAV-Scra or AAV-sh*Fndc1* mice (n = 6 mice). Scale bars = 20µm. (B) Representative immunofluorescence staining of eMYHC<sup>+</sup> fibers in AAV-Scra or AAV-sh*Fndc1* TA muscle at day 5 post-injury (n = 6 mice). Scale bars = 50 µm. (C-D) Distribution of eMYHC<sup>+</sup> minimal Feret's diameter and average CSA in AAV-Scra or AAV-sh*Fndc1* TA muscle at day 5 post-injury (n = 6 mice). (E) Percentage of newly formed myofibers containing two or more central nuclei in muscle fibers at day 5 post-injury (n = 6 mice). (F) Representative immunoblotting analysis of FNDc1 and eMYHC in TA muscle with AAV-Scra or AAV-sh*Fndc1* at day 5 post-injury (n = 3 independent experiments). (G) mRNA expression of *Fndc1*, *Myog*, and *Myod* at day 5 post-injury (n = 6 independent experiments). Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean ± SEM. \*\**p* < 0.01. Source data are provided as a Source data file.

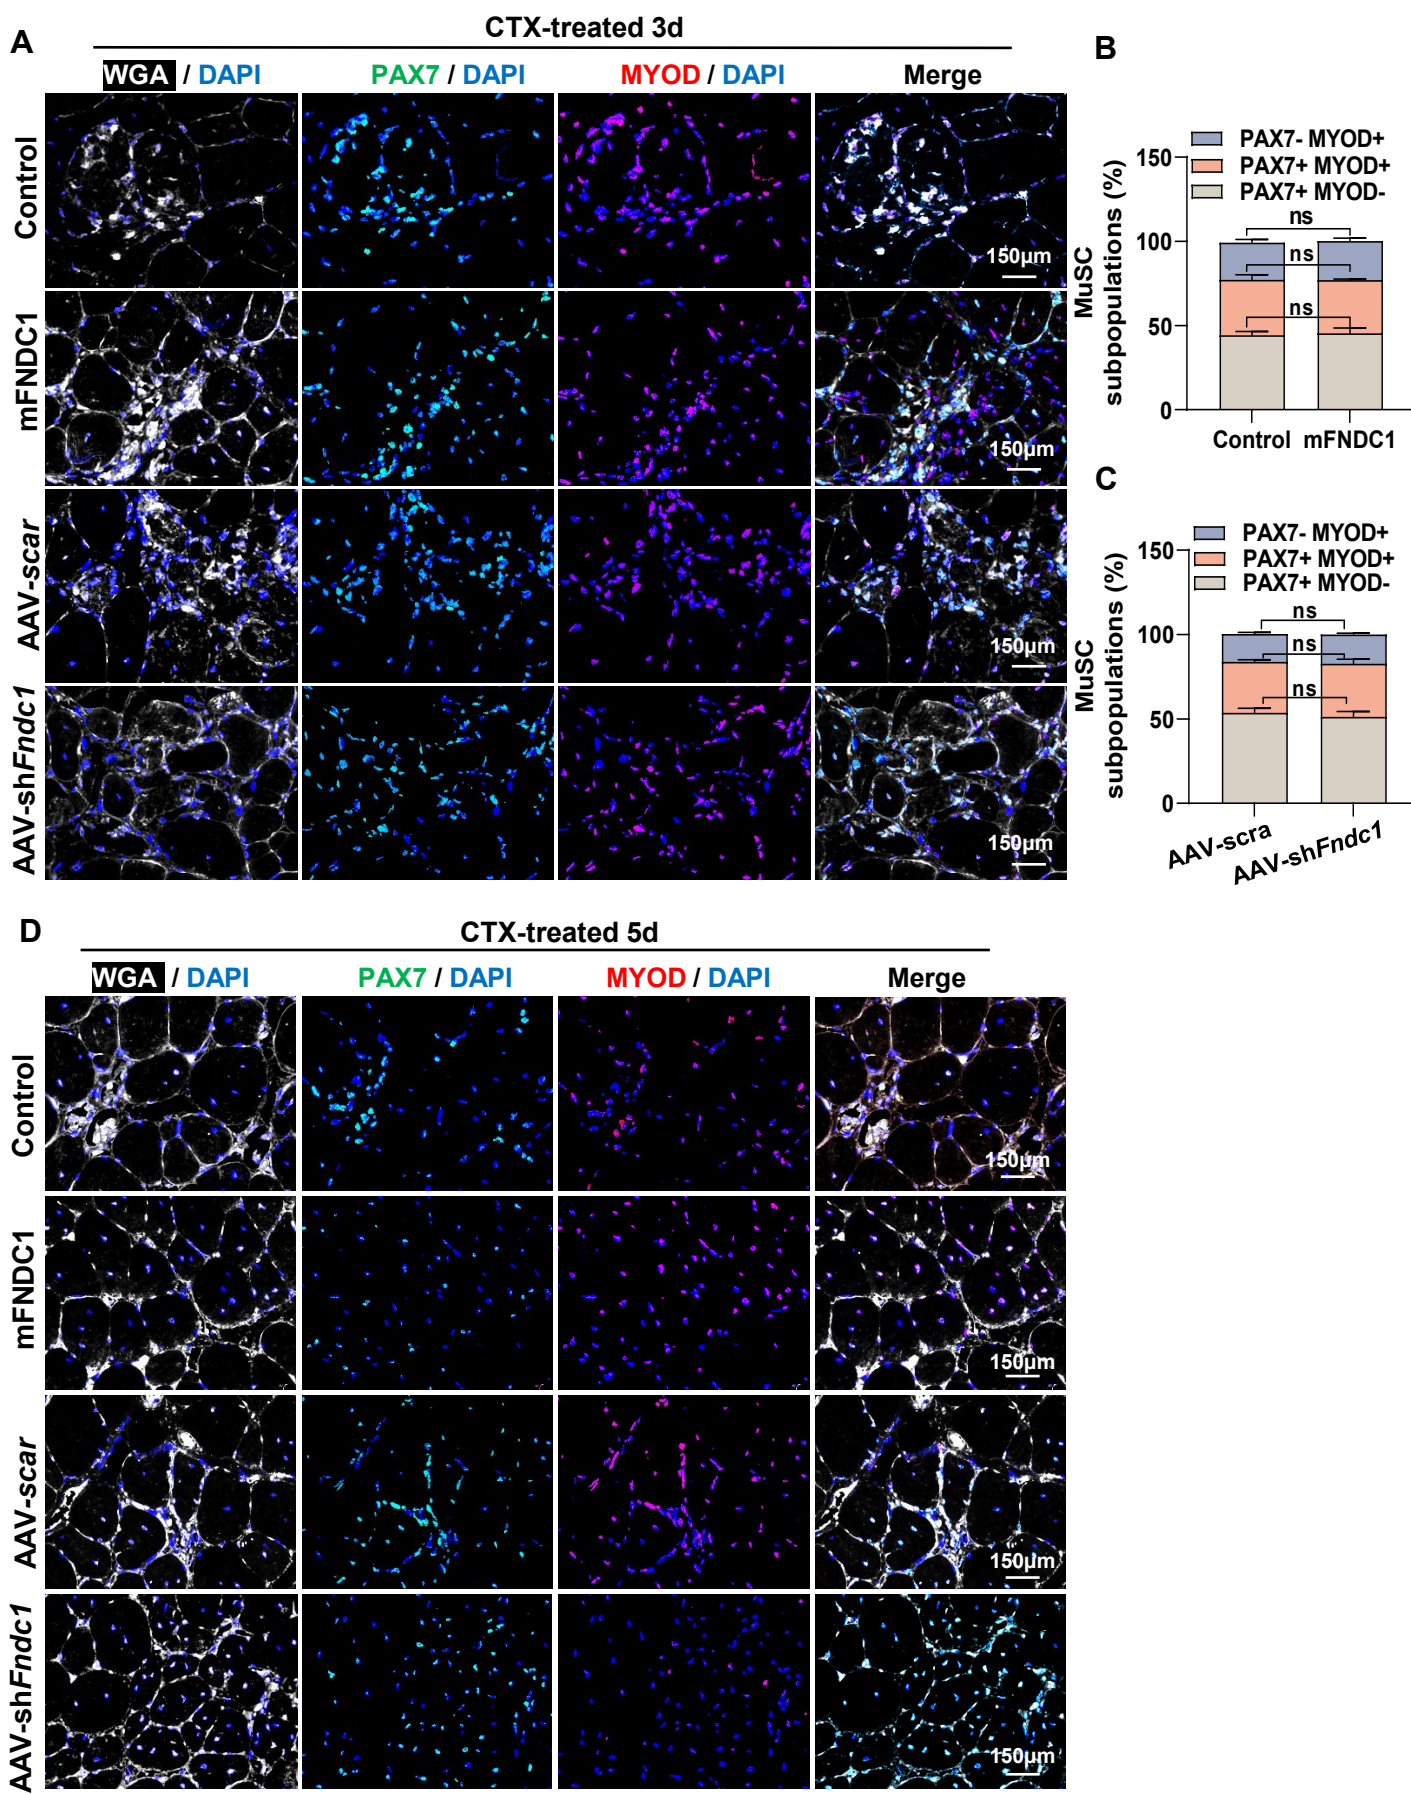

Appendix Figure S17. FNDC1 promotes satellite cell differentiation during skeletal muscle regeneration

(A) Immunofluorescence staining of TA muscle for WGA (in white), PAX7 (in green) and MYOD

(in red) in CTX-injured mice receiving mFNDC1 or AAV-sh*Fndc1* at day 3 post-injury (n = 6 mice). Nuclei were counterstained with DAPI (in blue). Scale bar = 150µm. **(B-C)** Quantification of different states of satellite cell (MuSC) in TA muscle from mice in Figure (A) (n = 6 mice). **(D)** Immunofluorescence staining of TA for WGA (in white), PAX7 (in green) and MYOD (in red) in CTX-injured mice receiving mFNDC1 or AAV-sh*Fndc1* at day 5 post-injury (n = 6 mice). Scale bar = 150µm. Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. Source data are provided as a Source data file.

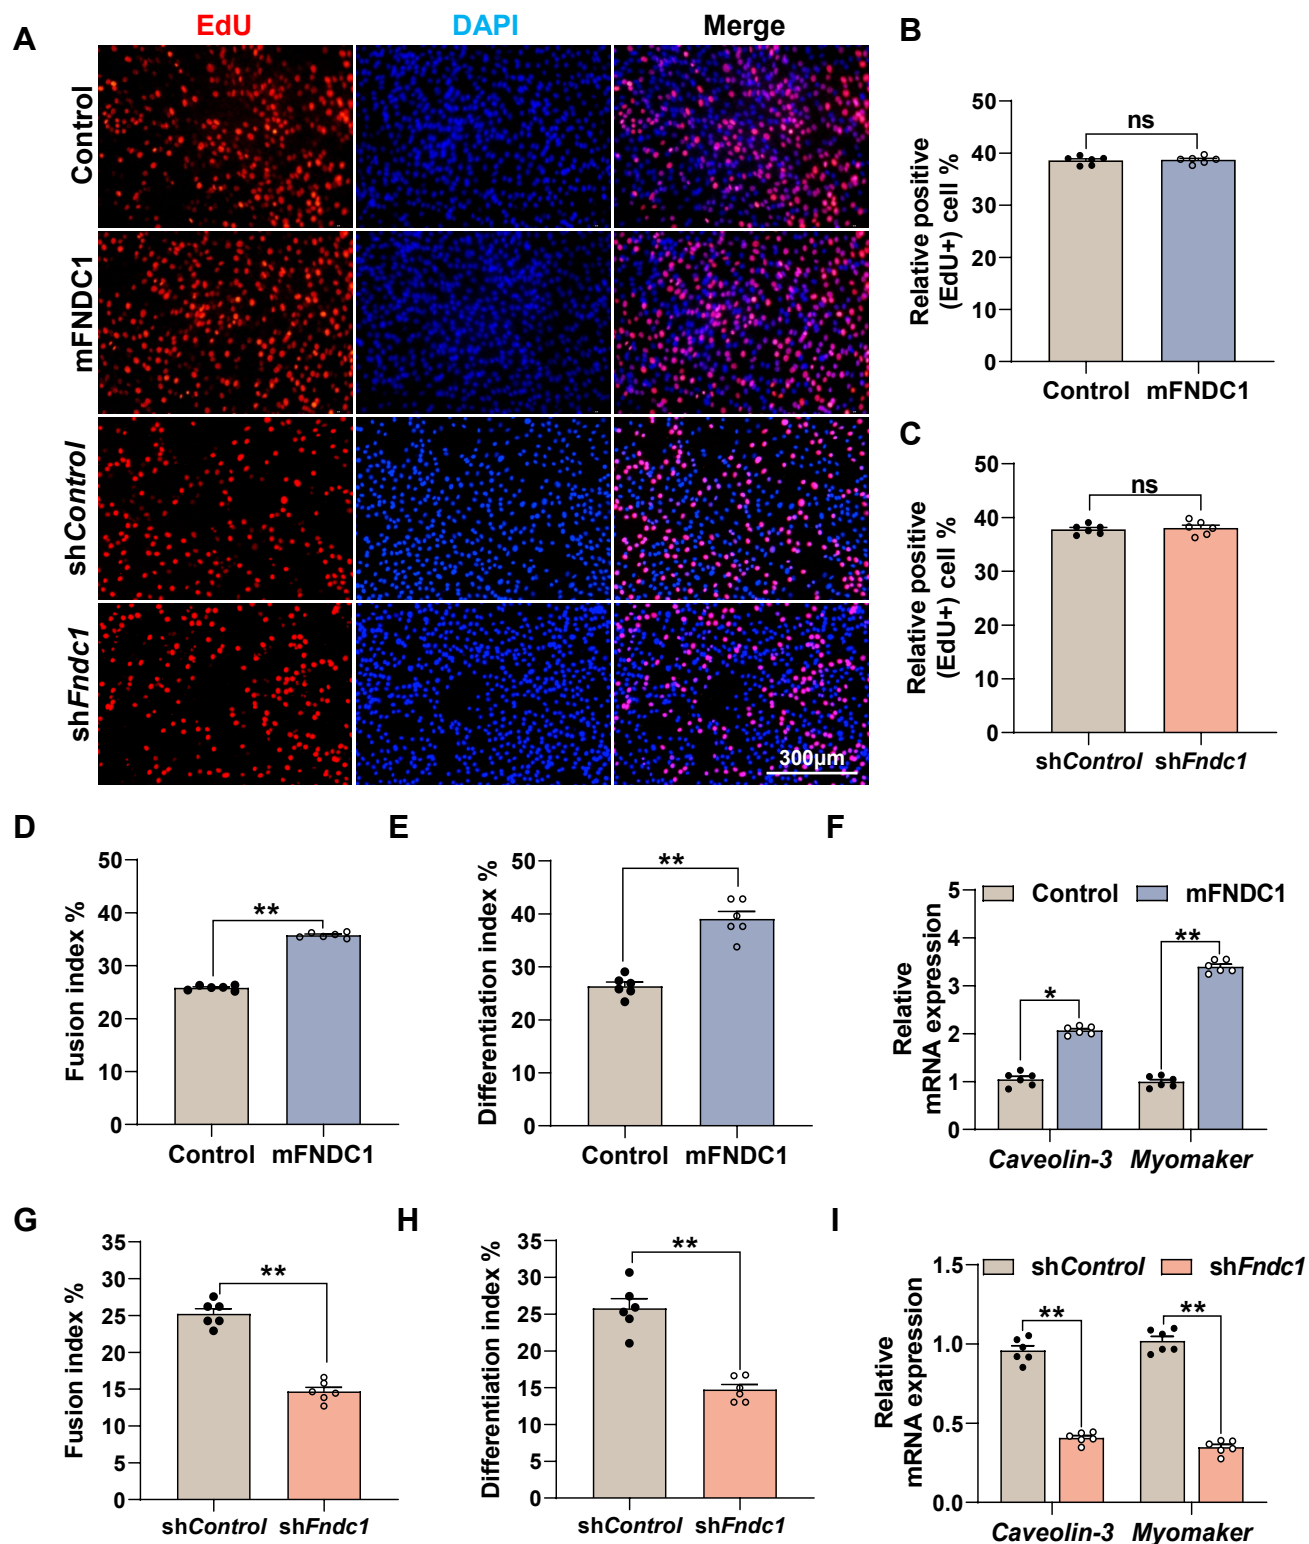

### Appendix Figure S18. FNDC1 promotes satellite cell-derived primary myoblasts differentiation during skeletal muscle regeneration *in vitro*

**(A-C)** Representative photographs of satellite cell-derived primary myoblasts treated with control, mFNDC1, shControl, or shFndc1 for the detection of 5-ethynyl-2-deoxyuridine (EdU) staining and the quantification of EdU-positive cells ( $n = 6$  independent experiments). Satellite cell were isolated by FACS from WT mice and were treated with recombinant proteins (control or mFNDC1) or lentivirus (shControl or shFndc1) for 24 h, followed by EdU treatment for 4h to detect cell proliferation. Scale bars = 300  $\mu\text{m}$ . **(D-E)** Quantification of fusion index and differentiation index in satellite cell-derived primary myoblasts treated with Control or mFNDC1 at day 3 post-differentiation. **(F)** mRNA expression of *Caveolin-3* and *Myomaker* in primary myoblasts

treated with Control or mFNDC1 at day 3 post-differentiation (n = 6 independent experiments). **(G-H)** Quantification of fusion index and differentiation index in primary myoblasts treated with shControl or sh*Fndc1* at day 3 post-differentiation. **(I)** mRNA expression of *Caveolin-3* and *Myomaker* in primary myoblasts treated with shControl or sh*Fndc1* at day 3 post-differentiation (n = 6 independent experiments). Two-tailed t-test was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \**p* < 0.05 and \*\**p* < 0.01. Source data are provided as a Source data file.

# Appendix Figure S19

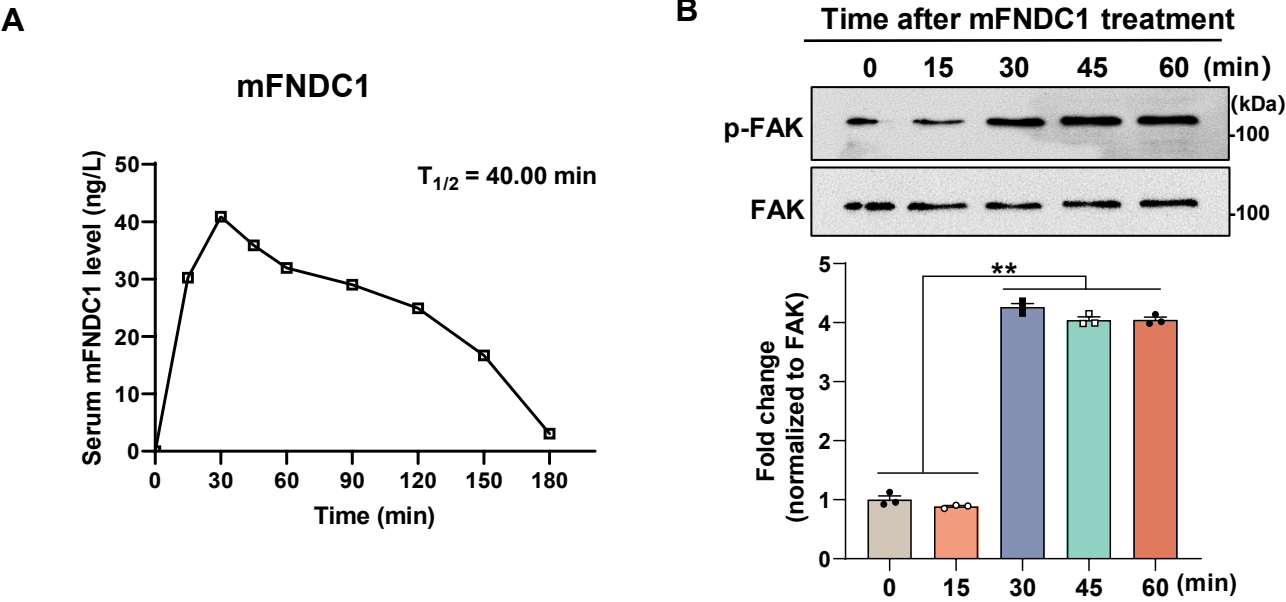

**Appendix Figure S19. Pharmacokinetics and pharmacodynamics of full length and truncated FNDC1 in mice**

**(A)** Serum concentration-time profiles in C57BL/6J mice following single *i.p.* injection of 2.5 mg/kg body weight of mFNDC1 (n = 12 mice). **(B)** Representative Western blots and quantification of p-FAK in TA muscle from 8-week C57BL/6J mice after *i.p.* injection of 2.5 mg/kg recombinant mFNDC1 (n = 3 independent experiments). One-way ANOVA was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \*\* $p < 0.01$ . Source data are provided as a Source data file.

Appendix Figure S20

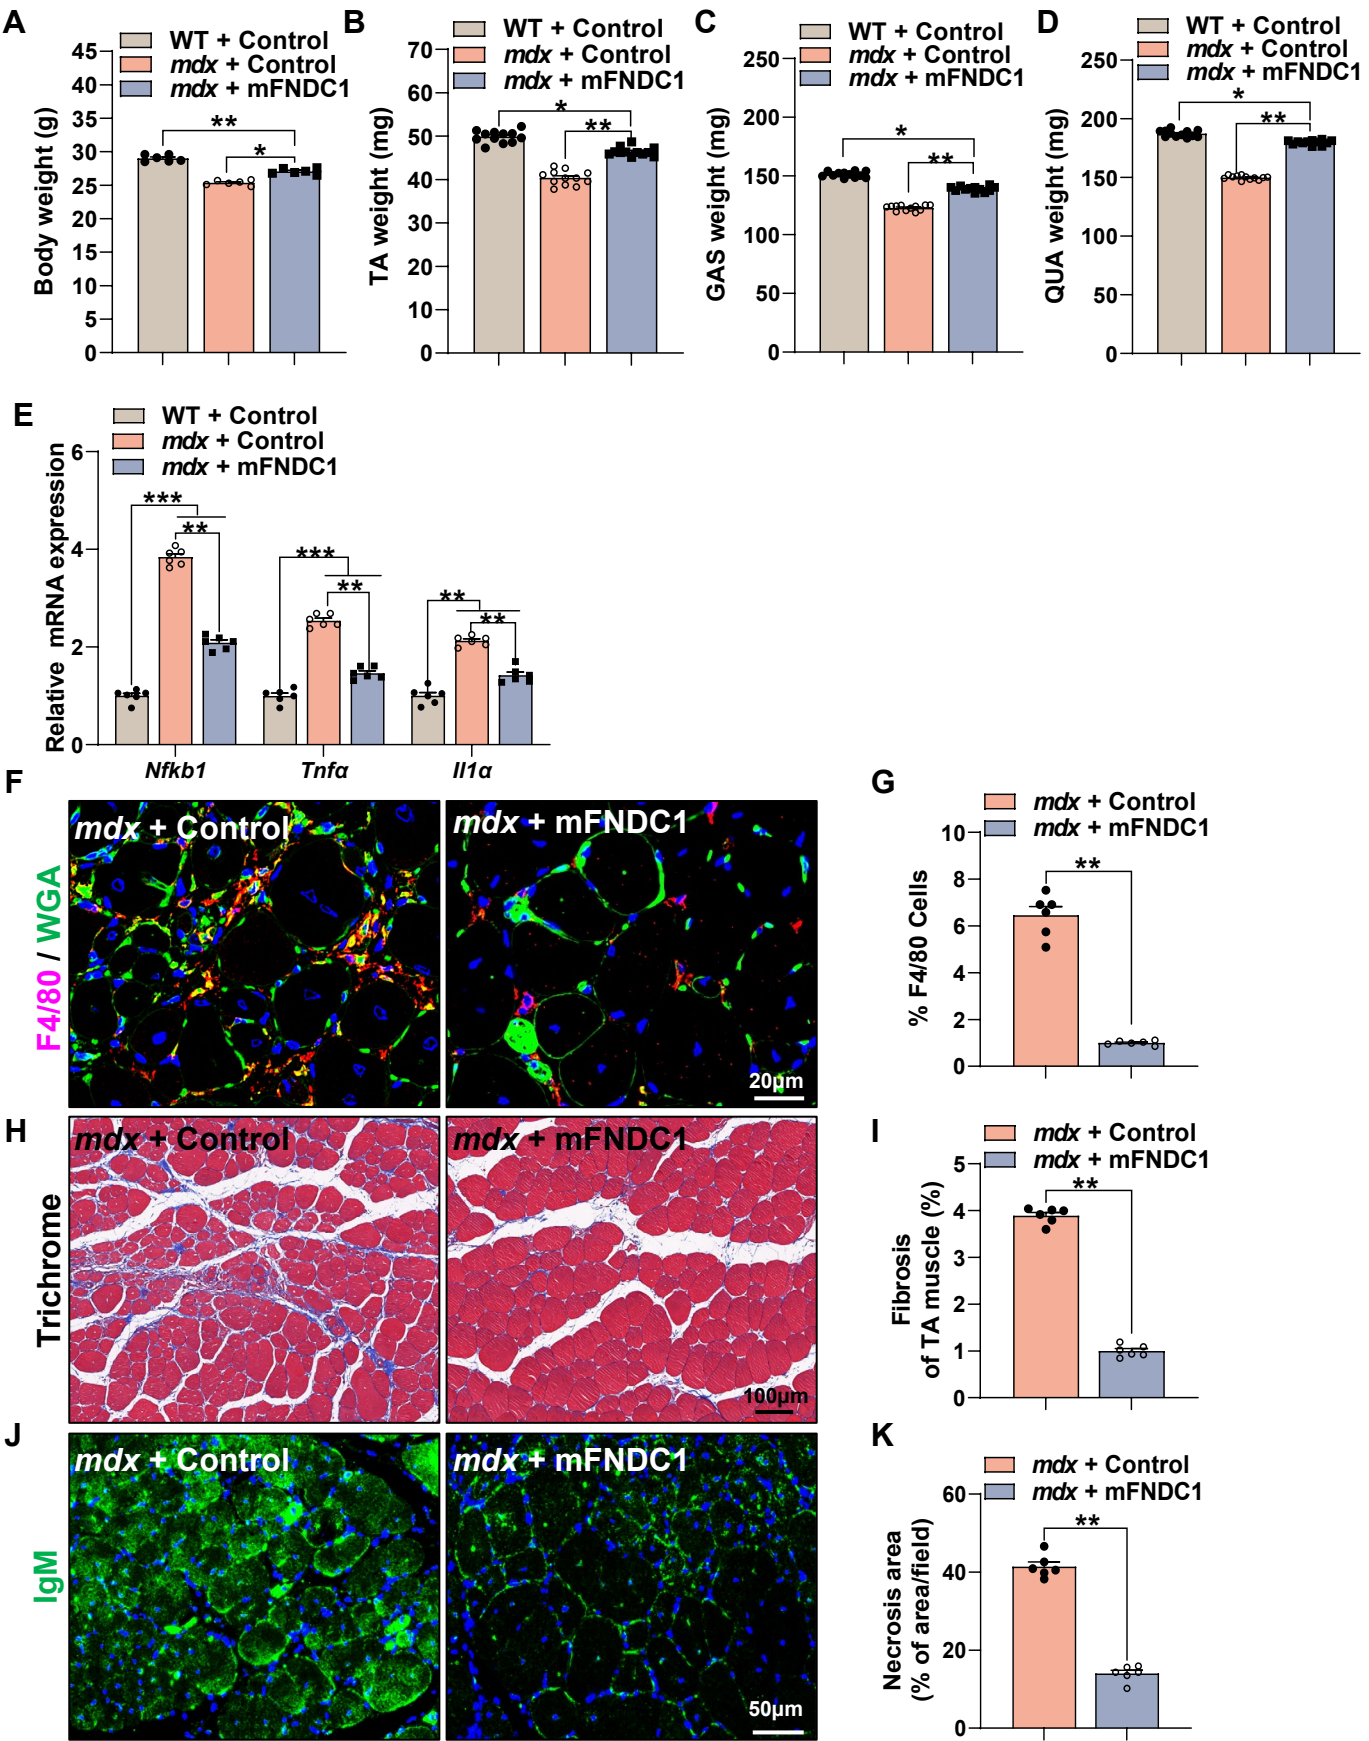

Appendix Figure S20. Effects of FNDC1 on muscle weight and pathology indices in *mdx* mice

(A) Body weight of WT and *mdx* mice treated with or without mFNDC1 for 4 weeks (n = 12 mice). (B-D) Weights of TA, GAS and QUA muscles from WT and *mdx* mice treated with or without mFNDC1 (n = 12 mice). (E) mRNA expression of inflammatory marker genes *Nfkb1*,

*Tnfα*, and *Il1α* (n = 6 mice). **(F-G)** Representative images of immunofluorescence staining for F4/80-labeled macrophages (in red) (F) and quantification (G) from WT and *mdx* mice treated with mFNDC1 or control for 4 weeks (n = 6 mice). Scale bars = 20μm. **(H-I)** Representative Masson's Trichrome staining (H) and fibrosis quantification (I) of TA muscle from *mdx* mice treated with control or mFNDC1 for 4 weeks (n = 6 mice). Scale bars = 100μm. **(J-K)** Representative immunofluorescence staining for IgM (in green) of fibers (J) and quantification of the area of muscle fiber necrosis (K) in TA from *mdx* mice treated with control or mFNDC1 for 4 weeks (n = 6 mice). Scale bars = 50μm. One-way ANOVA (A, B, C, D, and E) or two-tailed t-test (G, I, and K) was performed to compare all listed conditions unless otherwise noted, and data are represented as mean  $\pm$  SEM. \*\**p* < 0.01, and \*\*\**p* < 0.001. Source data are provided as a Source data file.

Appendix Figure S21

A

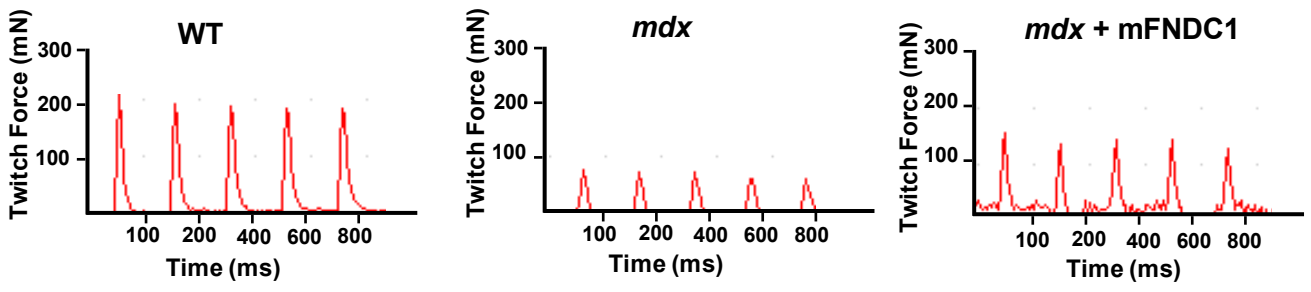

B

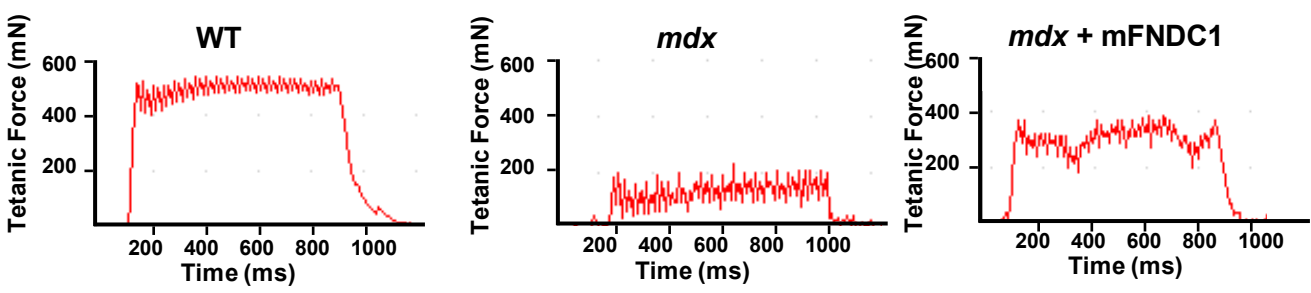

Appendix Figure S21. Effect of FNDC1 on twitch force and tetanic force of TA muscle in *mdx* mice

(A-B) Representative traces of twitch force and tetanic force of TA muscle (n = 12 mice).

Appendix Table S1. LC-MS analysis of recombinant FNDC1 protein

| Accession | Sum PEP Score | Peptides | # PSMs | # Unique Peptides | calc. pl | Sequest HT | Gene name        |
|-----------|---------------|----------|--------|-------------------|----------|------------|------------------|
| E9Q043    | 44.345        | 20       | 133    | 20                | 9.42     | 475.47     | Fndc1            |
| P07724    | 4.903         | 2        | 10     | 2                 | 6.07     | 29.86      | ALB              |
| P04104    | 3.597         | 2        | 2      | 1                 | 8.15     | 8.81       | KRT1             |
| A8DUK4    | 3.356         | 2        | 2      | 2                 | 7.69     | 7.18       | HBB-BS           |
| P02535    | 2.916         | 2        | 2      | 2                 | 5.11     | 7.05       | KRT10            |
| Q6NXH9    | 2.853         | 2        | 2      | 1                 | 8.09     | 7.55       | KRT73            |
| P01787    | 1.697         | 1        | 1      | 1                 | 6.62     | 3.74       | Ig heavy chain V |
| Q61781    | 1.693         | 1        | 1      | 1                 | 5.17     | 3.41       | KRT14            |
| P01942    | 1.59          | 2        | 2      | 2                 | 8.22     | 5.7        | HBA              |
| Q3TTY5    | 1.433         | 1        | 1      | 1                 | 8.06     | 3.34       | KRT2             |
| Q922U2    | 1.356         | 1        | 1      | 1                 | 7.75     | 3.04       | KRT5             |
| Q9WTP6    | 1.153         | 1        | 1      | 1                 | 7.39     | 2.6        | AK2              |
| Q8VED5    | 1.064         | 1        | 1      | 1                 | 7.69     | 3.37       | KRT79            |
| E9Q0F0    | 0.965         | 1        | 1      | 1                 | 7.97     | 3.61       | KRT78            |
| Q9Z0J7    | 0.934         | 1        | 1      | 1                 | 9.11     | 2.99       | GDF15            |
| Q61171    | 0.885         | 1        | 1      | 1                 | 5.41     | 2.4        | PRDX2            |
| G3UZF7    | 0.828         | 1        | 1      | 1                 | 8.44     | 0          | D7ERTD443E       |
| P27661    | 0.787         | 1        | 1      | 1                 | 10.74    | 2.35       | H2AFX            |
| Q6IFX2    | 0.777         | 1        | 1      | 1                 | 5.16     | 2.72       | KRT42            |
| Q9Z2K1    | 0.672         | 1        | 1      | 1                 | 5.2      | 2.5        | KRT16            |

Appendix Table S2. Pharmacokinetic parameters of intraperitoneal injection of mFNDC1 in mice

|        | Dose (mg/kg) | Route | C <sub>max</sub> | T <sub>max</sub> | AUC <sub>all</sub> | AUC <sub>inf</sub> |
|--------|--------------|-------|------------------|------------------|--------------------|--------------------|
|        |              |       | (mg/kg)          | (min)            | (min*mg/kg)        | (min*mg/kg)        |
| mFNDC1 | 2.5          | i.p.  | 40.86±1.56       | 30               | 2862.25±8.36       | 2945.23±4.59       |

**Appendix Table S3. Mass spectrometry results**

| Accession | Coverage [%] | # Peptides | # PSMs | # Unique Peptides | Sequest HT | Gene name |
|-----------|--------------|------------|--------|-------------------|------------|-----------|
| Q4ZHG4.4  | 8            | 6          | 6      | 6                 | 35.25      | FNDC1     |
| P09055.1  | 6            | 4          | 4      | 4                 | 24.36      | ITGB1     |
| P09813.2  | 3            | 3          | 3      | 2                 | 14.36      | APOA1     |
| Q920R6.1  | 7            | 3          | 3      | 2                 | 10.35      | ATP6V0C   |
| P01027.3  | 5            | 3          | 3      | 1                 | 10.6       | C3        |
| P23927.2  | 5            | 4          | 3      | 1                 | 8.32       | CRYAB     |
| Q9D952.3  | 5            | 3          | 3      | 2                 | 5.36       | EVPL      |
| E9PV24.1  | 4            | 2          | 2      | 1                 | 3.23       | FGA       |
| Q8K0E8.1  | 4            | 3          | 3      | 1                 | 4.36       | FGB       |
| Q8VCM7.1  | 3            | 2          | 1      | 1                 | 5.32       | FGG       |
| P68871.2  | 2            | 2          | 1      | 1                 | 3.26       | HBB       |
| Q61646.1  | 2            | 1          | 1      | 1                 | 2.31       | HP        |
| P01868.1  | 4            | 2          | 1      | 1                 | 2.35       | IGHG1     |
| P01837.2  | 2            | 1          | 1      | 1                 | 2.36       | IGKC      |
| P63328.1  | 3            | 1          | 1      | 1                 | 4.32       | IVL       |
| Q60590.1  | 4            | 1          | 1      | 1                 | 6.32       | LGALS7B   |
| Q8K4L4.3  | 3            | 2          | 1      | 1                 | 3.25       | ORM1      |
| Q9R269.1  | 8            | 2          | 1      | 1                 | 5.36       | POF1B     |
| P26595.1  | 3            | 1          | 1      | 1                 | 2.83       | AAT       |
| P70124.1  | 2            | 1          | 1      | 1                 | 3.68       | SERPINB5  |
| Q921I1.1  | 3            | 1          | 1      | 1                 | 15.32      | TRF       |
| Q9ESL8.2  | 2            | 1          | 1      | 1                 | 14.3       | FGF16     |
| Q66K08.1  | 5            | 2          | 1      | 1                 | 10.5       | CILP1     |
| Q8BV57.1  | 6            | 3          | 1      | 1                 | 8.36       | SSC5D     |
| P37889.2  | 4            | 2          | 1      | 1                 | 7.25       | FBLN2     |
| Q61554.2  | 6            | 3          | 1      | 1                 | 3.25       | FBLN1     |
| Q9QZJ6.1  | 2            | 1          | 1      | 1                 | 3.66       | MFAP5     |
| O08999.2  | 4            | 2          | 1      | 1                 | 1.3        | LTBP2     |
| Q9QZZ6.1  | 2            | 1          | 1      | 1                 | 5.36       | DPT       |
| P61622.1  | 3            | 2          | 1      | 1                 | 8.691      | ITGBA11   |
| Q3TYX2.1  | 2            | 1          | 1      | 1                 | 7.25       | LRRN4CL   |
| Q9R045.2  | 2            | 1          | 1      | 1                 | 4.23       | ANGPTL2   |
| Q6PE55.1  | 2            | 1          | 1      | 1                 | 2.01       | PDGFRL    |
| Q9ET66.2  | 2            | 1          | 1      | 1                 | 1.25       | PI16      |
| Q99MQ4.1  | 2            | 1          | 1      | 1                 | 1.58       | ASPN      |
| Q8CD91.1  | 2            | 1          | 1      | 1                 | 2.98       | SMOC2     |

How the deposited data were processed for this re-analysis (not part of the article)

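RNA-sequencing of C2C12 mouse myoblasts was analysed, with 5 libraries of cells transfected with an siRNA against *Fndc1* (si-*Fndc1*) and 5 of cells transfected with a control siRNA (si-Control), taken after 4 days of differentiation according to the paper and the sample labels. The condition and the replicate number of every library were taken from its label, and 0 columns of values per library were left without a sample. The paper's methods name 4 libraries, and they do not say which ones, so all 10 were used. The description of the series differs from the paper in the time point, the number and length of reads, the aligner and the genome build, and the labels differ from the methods in the transfection reagent and the serum content.

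The authors counted reads on genes and deposited the counts without normalization, for 55359 genes. According to the paper's methods the reads were aligned with TopHat to mm10 and counted with htseq-count, whereas the description of the series names STAR and mm9. Beside each count the authors deposited an FPKM value, which divides it by transcript length and library size, and which they list as 0.0001 where no read was counted. How the authors computed the FPKM values, and whether the counting used the strand, is not stated in the paper's text. Their table also gives a symbol, coordinates, and GO and KEGG annotation for the genes, and 1705 of its genes carry a symbol that occurs more than once, so genes were handled by identifier. No genome build is named in the table, and its coordinates were printed as listed.

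The total count per library was 66771605 to 75995168 in si-Control and 56332844 to 72839369 in si-*Fndc1*. The 10 most abundant genes took 9.24% to 10.04% of the counts of a library. Counts of libraries of one group differed by more than the sampling noise in all 20 pairs (chi-square per degree of freedom of at least 42.87 over 12882 genes), so that the spread between libraries, and not counting error alone, limits the comparisons. No labels or methods give a sequencing or library batch.

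Differential expression was tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization) in R 4.3.3 on the deposited counts, for genes with a mean FPKM of at least 0.5 over the 10 libraries, without a replicate term. The design fixed before the data were examined named limma on log2(FPKM + 1), with edgeR's test in its place if counts were found, and counts were found. Benjamini-Hochberg adjustment was over all tested genes. The paper names DESeq2, which was run as an alternative (version 1.42.0). Levels of single genes were compared as FPKM by two-sided exact permutation tests. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

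The genes named in the text follow a rule fixed before the data were examined. They are the genes the paper names for this knockdown or pathway, the other subunits of RGD-binding integrins, the 5 largest rises and 5 largest falls among genes with a symbol, an adjusted p-value under 0.05 and no overlap between the groups, and the 3 genes with the smallest p-values in integrin-mediated cell adhesion, PI3K-Akt signaling and mTOR signaling. Liver transcripts, and genes given as overlapping neighbours, were named after their values were seen.

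GO terms and KEGG pathways with 5 to 500 tested genes were tested by a one-sided hypergeometric test against the tested genes that carry an annotation of that kind, and as sets by camera with a preset correlation of 0.01, camera with an estimated correlation, and fry (limma 3.58.1). Lists of contractile, fusion, cell cycle and interferon response genes were written before the data were examined. Lists of liver, adipose, blood, brain, intestine, kidney, lung, pancreas and testis transcripts were written after liver transcripts had been seen among the largest rises, and before the levels of the other tissues' transcripts were looked at. In a first version the terms cell migration and myoblast fusion had been tested in place of regulation of cell migration and positive regulation of myoblast fusion, which Appendix Fig. S9A names, and their values had been seen before the exact terms were used.

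The effect of transcript length and GC content was examined for the 11185 tested genes (82.6%) that have a length implied by the authors' count and FPKM and a GC content from transcripts of the mouse build NCBIM37, matched by gene identifier. The trend of log counts (0.5 added) with length and GC content was fitted in every library with splines of 5 degrees of freedom by Huber regression, and used as an offset. A first version by least squares left a trend with length. It was replaced for that reason after its results had been seen, and is kept as a setting of its own. The seed of the *Fndc1* siRNA (guide positions 2 to 8) was matched to annotated 3′ UTRs of the same build.

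The methods were tested on simulated data. Among 13548 genes with 200 changed, edgeR recovered 149 (74.5%) and called 3 unchanged genes, and DESeq2 recovered 170 and called 37 unchanged genes. Among 11185 genes with simulated trends and 208 changed genes, 2360 unchanged genes were called without the correction, 55 with least squares and 10 with Huber regression. The simulated trends were set on the same length and GC values that the corrections fit. The set test camera called a set of raised genes and did not call a random set. For enrichment, random draws of 5249 among 11202 genes gave 2.81% of terms under the level of 0.05 and an adjusted call in 1 of 100 draws, and 20 of 20 planted terms were found. Each planted term was larger than the integrin term with its 16 tested genes, and had 80% of its genes drawn as changed. Finding them therefore does not show that a small or less changed term would be found. The seed test gave 59 of 1000 simulated nulls under that level.

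Alternatives covered the filter, the scaling, the fit, the tool, the pseudocount, a fold threshold, each library left out in turn, a replicate block, the DEG criterion, the direction of change, the background and the set test. Robust moderation and scaling by median ratios were applied within edgeR. A correction for length and GC content, library totals without TMM factors, counts thinned to the lowest total and terms without liver transcripts were added after the data had been seen. After values had been seen, 4 rules were also changed. The test of the length and GC trend was divided into the trend as the whole cause and the calls not made again. The seed test was decided by the rank among random sequences in place of the difference itself, and a PCR ratio on the other side of 1 was counted as a difference. The spread of the ratio of *Mup20* to *Alb* counts between libraries was no longer taken to exclude RNA of a single liver.

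In an exploratory step, a fit was also run that set si-Control replicates 3 and 4, picked for their *Itgav* values, against the other si-Control libraries. Libraries must not be grouped by a measured outcome. The output of that fit was not looked at, the fit was removed, and no value given here comes from it. The supplementary table of genes behind Fig. 1A, of which only a part was at hand, was not used here. Proteins, tissues and experiments other than this RNA-sequencing were not analysed here.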

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

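The tests for RNA of liver cells and for RNA of one and the same liver were chosen only after the liver transcripts had been seen, whereas the tests on the other tissues' transcripts and on depth were set before their results were seen.

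Liver transcripts rose in the si-*Fndc1* libraries, above the level of the si-Control libraries. The paper's text does not discuss these transcripts. Its mass spectrometry results (Appendix Table S3) list proteins of some of them, such as APOA1, TRF and FGB. That was another experiment, on proteins pulled down with mFNDC1 from C2C12 cells differentiated in horse serum. It does not show whether these cells made the transcripts. The summed level of a list of 63 liver transcripts was 526 ± 214 CPM (SD, n = 5) in si-*Fndc1* and 31.7 ± 12.2 CPM (SD, n = 5) in si-Control, a ratio of 16.63 (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0357 over 9 tissue lists). The si-*Fndc1* replicates 1 to 5 had 368.1, 685.9, 680.9, 667.7 and 229.4 CPM, and the si-Control replicates 1 to 5 had 20.6, 29.0, 38.6, 21.1 and 49.0 CPM. Of the 63 transcripts, 3 had a mean FPKM of at least 0.5 in si-Control, and 0 were on another tissue's list. By counts summed over the si-*Fndc1* libraries the most abundant was *Alb*, which had 7687, 11579, 9004, 10794 and 1763 counts in the si-*Fndc1* replicates and 8, 99, 357, 0 and 492 counts in the si-Control replicates. The next in those libraries were *Trf*, *Apoa1*, *Ahsg*, *Apoa2* and *Cyp2e1*. In si-Control the most abundant was *Ass1*, with 703 to 968 counts per library.

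RNA of liver cells in the si-*Fndc1* libraries is a candidate explanation, since it would bring the abundant liver transcripts together, and 51 of the 63 were higher in every si-*Fndc1* library than in every si-Control library. The values argue against RNA of many tissues, because the lists of 8 other tissues had ratios of at most 1.325. The ratio of *Mup20* to *Alb* counts, a pair picked after its counts had been seen, ran from 0 in replicate 1 to 0.237 in replicate 5. *Mup20* belongs to a multigene family, between whose members the authors' counting could have divided reads, so its counts are uncertain. RNA of one and the same liver in every library and RNA of several livers cannot be told apart, because the pair was picked for its counts and a difference between single libraries can be set only against counting noise. A change in the C2C12 cells themselves also stays open. The design gives the knockdown as the only difference between the groups, and no test here separates it from a difference in how the groups' samples were handled.

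In 7 of the 82 groups of 5 libraries examined, 1 library stood apart from the other 4 by most of the group's range, where about 4.1 groups are given by chance. For *Itgb1*, the gap to the nearest library was 0.853 of the range for si-Control replicate 3 (314.6 FPKM against 278.4 to 283.7) and 0.834 for si-*Fndc1* replicate 1 (375.5 FPKM against 311.3 to 321.9). Without si-Control replicate 3 the log2 fold change of *Itgb1* was 0.24, and without si-*Fndc1* replicate 1 it was 0.16, both with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (0.00308 to 0.795 over all 26 alternatives). For *Myod1* the gap was 0.732 for si-Control replicate 4 (40.4 FPKM against 42.0 to 42.5). For *Hrg* it was 1.00 for si-Control replicate 5 (0.0252 FPKM, where the other si-Control libraries had no count), which rests on at most 4 counts. For *Gm47428* it was 0.922 for si-*Fndc1* replicate 2 (0.743 FPKM against at most 0.0582), and this gene overlaps *Ftl1-ps1* on the other strand. For *Gm8524* it was 0.848 for si-Control replicate 1 (4.62 FPKM against 7.87 to 8.46). No biological explanation was tested for these single libraries, since the design gives none within a group.

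The total count of si-*Fndc1* replicate 5, 56332844, lay below the 70540371 to 72839369 of the other si-*Fndc1* libraries, with a gap of 0.861 of the range. A difference in depth is one technical explanation to weigh for the calls between the groups. With counts of every library thinned to the lowest total, 95.73% of the 4663 calls at an adjusted p-value under 0.05 were made again in the same direction, which argues against depth as their cause.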

How the results depend on the processing

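The corrections for length and GC content, the library totals, the thinned counts and the terms without liver transcripts were chosen only after the data had been seen, and the other alternatives before the data were examined.

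Under DESeq2, library totals only, no filter, median-ratio scaling, the robust fit, limma with array weights and the counts thinned to the lowest library total, the counts of genes without a fold criterion and every named gene with a value kept their direction and their side of the threshold. The number of genes at an adjusted p-value under 0.05 was between 4164 (no filter, 28952 genes tested) and 5019 (DESeq2) in these fits, and 4636 of the 5019 and 3794 of the 4164 were among the 4663 of the reported test. Set tests did change there. With no filter, camera lost insulin resistance (adjusted p = 0.225) and PI3K-Akt (0.0841) and called the interferon response list (0.0391). In limma on log2(FPKM + 1), log2(FPKM + 0.1) and quantile-normalized values it was 4631, 4621 and 4676. The thinned counts gave 4591, so depth limits few of these calls. Depth limits the folds of *Cyp4a10* and *Gm8893*, which had 0 counts in every si-Control library and for which only bounds are given. Over all 26 alternatives with a value the log2 fold change of *Fndc1* was -0.45 to -0.22 (adjusted p at most 0.0387). *Itgb3* and *Itgb5* also kept their calls in all 26.

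For enrichment, a reversal means a number of DEGs on the other side of the number expected. The causes of the changes below were not tested, except where the alternative's construction shows them.

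With an absolute log2 fold change of at least 1 as a further criterion, 259 genes (179 up, 80 down) passed at an unadjusted p-value and 226 (164 up, 62 down) at an adjusted one, by construction. The 259 were 1592 with no filter, 172 and 58 with a mean FPKM of at least 1 and 5, 111 in limma on log2(FPKM + 1), 102 with quantile normalization, 113 with array weights, and 99 and 104 after the Huber and least-squares corrections (104 for the same genes uncorrected). In that order the 226 were 528, 159, 54, 96, 89, 102, 90 and 92 (102 uncorrected). The filters change the genes tested, and a pseudocount of 1 draws the folds of low genes towards 0, by construction. With a mean FPKM of at least 5, 6924 genes were tested and 3871 (1938 up, 1933 down) had an unadjusted p-value under 0.05, because fewer genes were tested. With a mean FPKM of at least 1, the mTOR and PPAR signaling pathways reversed (both with an adjusted p-value of 1).

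After the correction for length and GC content, 3975 of 11185 genes passed at an unadjusted p-value (1950 up) and 2547 at an adjusted one (1282 up, 1265 down), against 5281 and 4244 of the same genes without it. *Akt1* reversed (log2 fold change 0.0512) as did *Itgb8* (-0.0441). In camera, endopeptidase activity (0.976), inflammatory response (0.848), receptor-mediated endocytosis (0.828) and the cell cycle list (adjusted p = 0.786) reversed. In Fisher's exact test, regulation of cell migration (adjusted p = 1), the PI3K-Akt signaling pathway (0.999) and the insulin signaling pathway (0.999) reversed. With least squares in place of Huber regression, 1573 genes rose at an unadjusted p-value, and 2803 passed at an adjusted one (1064 up, 1739 down, or 38.0% up against 50.1% in the reported test). There *Itga5* (0.0007), *Cav3* (-0.0503), *Akt1* (0.0758) and *Itgb8* (-0.0251) reversed.

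Among genes that fell, the adjusted p-value was 1 for endopeptidase activity, fibrinolysis, skeletal muscle tissue development and the PPAR signaling pathway, which reversed. MAPK (0.00526), Hedgehog (0.328), pluripotency (0.0495) and insulin signaling (0.221) also reversed, and PI3K-Akt passed the threshold (0.00263). Among genes that rose, it was 1 for integrin-mediated adhesion, regulation of cell migration, receptor-mediated endocytosis, positive regulation of cell differentiation, PI3K-Akt, lipolysis, insulin resistance, mTOR and the actin cytoskeleton, all of which reversed. With DEGs at an adjusted p-value, MAPK reversed (1). Against a background of every annotated gene, inflammatory response (1), MAPK (0.0140), Hedgehog (0.558), pluripotency (0.401) and insulin signaling (0.0310) reversed, and PI3K-Akt (0.0393) and mTOR (0.00116) passed the threshold. Genes not expressed enlarge that background by construction.

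In limma on log2(FPKM + 1) and on log2(FPKM + 0.1), MAPK and mTOR reversed, each with an adjusted p-value of 0.9999. With quantile normalization, *Pltp* (-0.0202), skeletal muscle tissue development (1), MAPK (0.991), mTOR (1), insulin signaling (1) and the contractile list (0.147) reversed. Without liver transcripts, MAPK and PPAR reversed (both 1). In fry the fusion list (adjusted p = 0.0131) and the interferon response list (0.000324) passed the threshold. With the correlation estimated from the data, camera called 1 term or pathway in any fit, PPAR after the least-squares correction (adjusted p = 0.0277, and 0.0277 to 0.301 over its fits).

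With the replicate block, 5427 genes passed at an unadjusted p-value and 3572 at an adjusted one, and MAPK and insulin signaling reversed (both 0.9999). The replicate numbers do not pair the libraries. Deviations of same-numbered libraries had correlations of -0.0435 to 0.0639 over 12882 genes, with 0 of 5 over 0.1, against -0.089 to 0.0875 for other numbers. In paired exact permutation tests the ratios of *Fndc1* (0.752), *Itgb1* (1.148), *Itga5* (0.856) and *Itgav* (0.596) each had p = 0.0625, the smallest that 5 pairs allow, so these tests cannot pass the threshold. *Itgav* (adjusted p = 0.0655) and *Myod1* (0.0668) were not called under the block. With the block and the correction for length and GC content together, 3536 genes (1739 up, 1797 down) and 1657 genes (847 up, 810 down) passed, 100 and 82 of them with an absolute log2 fold change of at least 1, and *Akt1* (0.0510) and *Itgb8* (-0.0392) reversed.

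With each library left out in turn, 5557 to 6006 genes passed at an unadjusted p-value and 4000 to 4627 at an adjusted one, 205 to 234 of the latter with an absolute log2 fold change of at least 1. *Pltp* ran from -0.0028, without si-*Fndc1* replicate 2, to 0.0507. The adjusted p-value ran from 0.869 to 1 for skeletal muscle tissue development, 0.857 to 1 for lipolysis, 0.993 to 1 for MAPK, 0.975 to 1 for mTOR and 0.9996 to 1 for insulin signaling. For the contractile list it ran from 0.504 to 0.994. Skeletal muscle tissue development reversed without si-Control replicate 1 and lipolysis without si-*Fndc1* replicate 2 (both 1). The mTOR pathway reversed without si-*Fndc1* replicate 1, 4 or 5 (0.9999 each) and without si-Control replicate 1 (1), 3 (0.9996) or 4 (1). MAPK reversed without si-*Fndc1* replicate 3 (0.993) or 4 (0.9999) and without si-Control replicate 2 (1) or 5 (0.9999), and insulin signaling without si-Control replicate 1 (1) or 5 (0.9999). The contractile list reversed in camera without si-*Fndc1* replicate 1 (0.994) or 2 (0.818) and without si-Control replicate 2 (0.808) or 3 (0.944). *Itgav* lost its call without si-*Fndc1* replicate 3, 4 or 5 (log2 fold change -0.72 each, adjusted p = 0.0512 to 0.0518), without si-Control replicate 3 (-0.59, 0.0593) and without si-Control replicate 4 (-0.56, 0.0536), with 0.0124 to 0.0655 over all its alternatives. The ratio of *Itgav* ran from 0.553 to 0.676, and its exact permutation p-value rose to 0.0556 without si-*Fndc1* replicate 1 and to 0.0714 without replicate 3, 4 or 5.

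Among single genes and terms, 34 further results were weaker and 17 stronger under the alternatives set before the data were examined, and 28 weaker and 7 stronger under those added. *Itgb1* was not called with quantile normalization (0.02, adjusted p = 0.795, and 0.00308 to 0.795 over its alternatives) and the 3 corrections for length and GC content. The median-ratio scaling of FPKM was run as a scaling of the counts for the fits. *Itgb6* and *Itgb8* gave no value with a mean FPKM of at least 5, and *Itga8*, *Itga2b*, *Ctsc* and *Rgs2* lay under the filter.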

Differences from the paper's values

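All comparisons with the paper's values were made after the results had been seen, and the rule that a ratio on the other side of 1 counts as a difference was set after the ratios had been seen.

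The paper's methods name 4 RNA-seq libraries, whereas 10 were analysed here. No alternative changes this number.

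For KEGG pathways, Fig. 5A gives a gene percent whose definition the paper's text does not state. It was computed here as the percent of annotated DEGs that lie in a pathway. The paper's values below were read by eye from Fig. 5A. For the PI3K-Akt signaling pathway the paper's value is about 21% and the value here is 4.91%. For regulation of lipolysis in adipocytes they are about 18% and 0.726%, for insulin resistance about 17% and 1.75%, and for the MAPK signaling pathway about 16% and 4.27%. For the mTOR signaling pathway they are about 10% and 2.69%, for the Hedgehog signaling pathway about 9% and 0.684%, and for the PPAR signaling pathway about 8% and 1.11%. For the pathways regulating pluripotency of stem cells they are about 8% and 1.84%, for the insulin signaling pathway about 7% and 2.18%, and for regulation of the actin cytoskeleton about 7% and 3.55%. Of the alternatives set before the data were examined, those that gave such percents left every value below the paper's. The nearest was regulation of the actin cytoskeleton among genes that fell (4.88%, against about 7%). Other alternatives, such as DESeq2, gave no such percents. As the percent of a pathway's tested genes that were DEGs, the values here run from 43.2% to 55.4% and lie above all of the paper's.

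For GO terms, the paper's values were read by eye from Appendix Fig. S9A. For cell adhesion mediated by integrin the paper's value is about 15% and the value here is 0.172%. For endopeptidase activity they are about 13% and 0.667%, for fibrinolysis about 5% and 0.152%, and for inflammatory response about 4.5% and 1.39%. For regulation of cell migration they are about 4.5% and 0.724%, for positive regulation of myoblast fusion about 2.5% and 0.114%, and for skeletal muscle tissue development about 2.5% and 0.438%. For receptor-mediated endocytosis they are about 2% and 0.419%, and for positive regulation of cell differentiation about 2% and 0.305%. Of the alternatives set before the data were examined, none of those that gave such percents closed any of these 9 gaps. Other alternatives, such as DESeq2, gave no such percents. As the percent of a term's tested genes that were DEGs, the values here run from 50.0% to 88.9% and lie above all of the paper's.

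For *Itgb1*, the mean of the paper's PCR values in si-*Fndc1* cells relative to si-Control cells (Appendix Fig. S11E) is 0.750 (SD of the paper's supplementary values 0.0815), against a ratio of mean FPKM of 1.148 here. None of the alternatives set before the data were examined closed this gap. Before the rule on ratios on the other side of 1 was set, the ratio without si-*Fndc1* replicate 1 (1.107) had counted as no difference. For *Itgav* the paper's PCR ratio is 0.939 (SD of the paper's values 0.0901), against 0.596 here. Of the alternatives set before the data were examined, the ratio of medians (0.776) narrowed this gap. The ratios without si-Control replicate 3 (0.660) and without si-Control replicate 4 (0.676) narrowed it too. All of these stayed below the paper's ratio, so the gap was not closed. For *Cav3* and *Mymk* the paper's PCR ratios, from another knockdown experiment (Fig. 2E), are 0.624 (SD of the paper's values 0.0453) and 0.540 (SD of the paper's values 0.0558), against 1.07 and 1.19 here. No alternative for these 2 ratios had been set before the data were examined. In the RNA-sequencing *Fndc1* itself was lowered only in part (ratio 0.752), and its level in the cells used for PCR was not compared. The log2 fold change of *Cav3*, 0.10 in the reported test, was -0.05 under the least-squares correction for length and GC content, which was chosen after seeing the values.

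The paper states that the DEGs were enriched in integrin-mediated cell adhesion. Here the term had an adjusted p-value of 0.895 (Fisher's exact test), and 0.259 to 1 over all settings of that test. None of these settings used a fold threshold, the calls of DESeq2 or only 4 libraries, so DEG lists limited in those ways were not tested. The set test fry, set before the data were examined, calls the term (adjusted p = 0.0170), in 24 of 27 fits (0.00238 to 0.107). Neither form of camera calls it in any fit (lowest adjusted p 0.105 and 0.350). As fry does not compare a set with other genes, its calls here and below cannot decide whether a set was enriched.

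The paper states that the PI3K/AKT and mTOR pathways were altered. Here both had an adjusted p-value of 1 (Fisher's exact test). Among genes that fell, the PI3K-Akt signaling pathway is called (0.00263), as are insulin resistance (0.00378), the MAPK signaling pathway (0.00526), regulation of the actin cytoskeleton (0.0128) and the pathways regulating pluripotency of stem cells (0.0495). Against a background of every annotated gene, 6 of the 10 pathways are called, namely the mTOR signaling pathway (0.00116), regulation of the actin cytoskeleton (0.00160), the MAPK signaling pathway (0.0140), the insulin signaling pathway (0.0310), the PI3K-Akt signaling pathway (0.0393) and insulin resistance (0.0436). Over all settings of Fisher's exact test the adjusted p-values run from 0.00263 to 1 for PI3K-Akt and from 0.00116 to 1 for mTOR. As for the GO terms, no setting used a fold threshold, the calls of DESeq2 or only 4 libraries. The set test camera calls the PI3K-Akt signaling pathway (adjusted p = 0.0344), in 20 of 27 fits (0.0216 to 0.854), and the mTOR signaling pathway in 0 of 27. It also calls PPAR in 25 fits, pluripotency in 24, insulin resistance, MAPK and Hedgehog in 23 each, the actin cytoskeleton in 12 and insulin signaling in 5. The latter are those with a mean FPKM of at least 1, limma on log2(FPKM + 1) with and without array weights, and the fits without replicate 2 of either group. With an estimated correlation camera calls only PPAR, after the least-squares correction chosen after seeing the values (0.0277). All 10 pathways are called by fry in the reported test, mTOR with an adjusted p-value of 0.00815, and over the 27 fits in at least 24 each, with PI3K-Akt in 26 (7.08e-05 to 0.0959) and mTOR in 25 (0.000971 to 0.896).

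Of the other terms of Appendix Fig. S9A, regulation of cell migration is called among genes that fell (0.00493) and fibrinolysis among genes that rose (0.0105), and camera calls both and positive regulation of cell differentiation (in 24, 26 and 22 of 27 fits). These 3 are also called by fry, as are endopeptidase activity (adjusted p = 0.0194), skeletal muscle tissue development (0.00468) and receptor-mediated endocytosis (0.0157). Over the 27 fits, fry calls inflammatory response in 10 (0.000223 to 0.416) and positive regulation of myoblast fusion in 4 (0.000839 to 0.932), namely without si-*Fndc1* replicate 1 and under the 3 corrections for length and GC content chosen after seeing the values. Adjusted over the list alone, the background of every annotated gene calls 4 of the 9 terms, namely fibrinolysis and regulation of cell migration (both 0.0269), skeletal muscle tissue development (0.0269) and receptor-mediated endocytosis (0.0335), and positive regulation of cell differentiation is called that way among genes that fell (0.0294). The broader terms cell migration and myoblast fusion, tested in a first version, are called against that background (3.53e-05 and 0.0427), and cell migration also among genes that fell (0.00602). Fibrinolysis and the PPAR signaling pathway carry transcripts of the liver list (5 of 9 and 5 of 52 tested genes), all of which rose. Of the sets the paper names, camera calls both after the correction for length and GC content, chosen after seeing the values (0.000509 and 7.44e-05). At an unadjusted p-value under 0.05, Fisher's exact test there gives endopeptidase activity (0.00689), positive regulation of myoblast fusion (0.0136), skeletal muscle tissue development (0.0312), lipolysis (0.0253) and the actin cytoskeleton (0.0129). Unadjusted in Fisher's exact test, endopeptidase activity is also reached without si-Control replicate 4 (0.0453), insulin resistance without si-Control replicate 5 (0.0470), receptor-mediated endocytosis with DEGs at an adjusted p-value (0.0325) and without si-*Fndc1* replicate 2 (0.0383), and inflammatory response with quantile normalization (0.0250) and without si-*Fndc1* replicate 2, 4 or 5 or si-Control replicate 2 (0.0208 to 0.0400).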

Other observations

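The tests for a trend with length and GC content, and for GC bias, were chosen only after the result was seen, as was the rule that decides the seed test by the rank among random sequences, whereas the comparison of the siRNA seed with random sequences and the tests on other splits of the libraries and on the interferon response were set before their results were seen.

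Of 100 of the 126 distinct splits of the 10 libraries into groups of 5, drawn at random with the real one included, 1 gave as many genes at an unadjusted p-value under 0.05 as the real split, which was the real one itself. Likewise 1 gave as many at an adjusted p-value under 0.05. The other splits gave at most 3807 and 2 genes, with medians of 312 and 0. An enrichment p-value as small as the real one was given by 16 of the 100 splits for cell adhesion mediated by integrin. For the PI3K-Akt and mTOR signaling pathways, 16 and 37 of the splits gave one. The real p-values were 0.307, 0.270 and 0.477 in that order (Fisher's exact test). Such values are common by chance, and most splits had far fewer DEGs than the real one. These counts therefore cannot decide whether a chance division of the libraries gave the enrichments.

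Log2 fold changes fell with GC content (Spearman -0.52 across 11185 genes) and less with transcript length (-0.20). Genes are not independent replicates. A trend of this kind might produce calls, and after a correction within each library 2547 genes were called at an adjusted p-value under 0.05, against 10 unchanged genes called in simulated data with such trends. The simulated trends were set on the same length and GC values that the correction fits, so bias of another form was not simulated. Of the 2547, 1827 were also called without the correction. These values argue against a trend of the simulated form as the whole cause of the calls. They leave a bias of another form open. Of the 4244 calls among the same genes without the correction, 1788 were made again in the same direction and 57.87% were not. For those, a technical trend and a change of the cells that goes with length or GC content cannot be told apart, because the trend follows the groups. In the si-Control libraries the correlation of a gene's deviation with its GC content was between 0.309 and 0.445, and in the si-*Fndc1* libraries between -0.425 and -0.315 (two-sided exact permutation test, p = 0.00794, the smallest possible). The highest value among the si-*Fndc1* libraries, -0.3146, lay below every si-Control library. No batch is given in the labels or the paper, so GC bias of library preparation or sequencing cannot be told apart from an effect of the knockdown.

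A seed effect of the *Fndc1* siRNA, which could lower genes other than *Fndc1*, was tested on 1408 genes whose 3′ UTR holds the match ATGAATT, of 10993 genes with an annotated 3′ UTR. These genes had higher, not lower, log2 fold changes than genes matched on UTR length, by a median of 0.10 over 1396 pairs (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples give). Of 100 random sequences of the same composition, 97 gave a difference as low (0.03 to 0.11 over all 100). After the correction for length and GC content the difference was 0.01 (permutation test, p = 0.0718), and 98 of 100 random sequences gave one as low. This argues against repression through the seed as the reason for the genes that fell.

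An interferon response to the transfected siRNA that differs between the groups could not be settled. Of 25 listed genes, 9 were tested, with a median log2 fold change of 0.15. The test camera gave a p-value of 0.198 before and of 0.396 after adjustment over the 4 lists, whereas fry gave an adjusted p-value of 0.000324. With no filter all 25 were tested, with a median log2 fold change of 0.52 and an adjusted p-value of 0.0391 in camera, the only one of 26 fits in which camera called the list (0.0391 to 0.621 over the 26). In fry 25 of the 26 fits called it (0.000121 to 0.0626). The small number of tested genes and the difference between the tests keep it open.

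For the other lists, camera gave adjusted p-values of 0.824 for 26 contractile genes (median log2 fold change -0.0049), 0.396 for 10 tested fusion genes of 14 (median -0.17) and 0.824 for 26 cell cycle genes (median -0.03). In fry the adjusted p-values were 0.751, 0.0131 and 0.467, and fry called the fusion list in 22 of 27 fits (0.00217 to 0.220). Among the tissue lists besides liver, the summed level in si-*Fndc1* over si-Control was 1.237 for adipose, 1.325 for blood, 0.912 for brain, 0.954 for intestine, 1.121 for kidney, 1.145 for lung, 0.965 for pancreas and 0.882 for testis. The exact permutation tests gave adjusted p-values of 0.0357 for blood and 0.0476 for testis and of at least 0.0893 for the other 6.

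Genes that the paper measures after knockdown in other experiments were compared here as values. *Myog* had a log2 fold change of -0.12 (adjusted p = 0.137, edgeR's quasi-likelihood test) and *Myh3* one of -0.17 (adjusted p = 0.166). *Myod1* had 0.16 (adjusted p = 0.0162), *Mymk* 0.26 (adjusted p = 0.0188) and *Cav3* 0.10 (adjusted p = 0.0754). With quantile normalization *Myod1* was not called (0.10, adjusted p = 0.124, and 0.00134 to 0.124 over all 26 alternatives), *Mymk* was not called (0.06, adjusted p = 0.634, and 0.00104 to 0.634 over all 26) and *Myh3* was called (-0.36, adjusted p = 0.0190, and 0.0190 to 0.752 over all 26). *Mymk* was also not called after the correction for length and GC content by Huber regression (0.21, adjusted p = 0.102) or least squares (0.08, adjusted p = 0.539). *Cav3* was -0.05 with least squares (adjusted p = 0.538, and 0.0513 to 0.538 over all 26). *Myog* was past the threshold under 5 other settings (adjusted p = 0.00254 to 0.268 over all 26 alternatives). It had -0.26 with quantile normalization (adjusted p = 0.00254) and -0.16 without si-*Fndc1* replicate 4 (adjusted p = 0.0229). After the correction for length and GC content it had -0.16 by Huber regression (adjusted p = 0.0333) and -0.30 by least squares (adjusted p = 0.00272). With the correction and the replicate block together it had -0.17 (adjusted p = 0.0317). *Ptk2*, which encodes FAK, had 0.09 (adjusted p = 0.122, and 0.00967 to 0.248 over all 26). It was past the threshold under 4 other settings, with 0.11 without si-Control replicate 4 (adjusted p = 0.0461). Under the corrections for length and GC content *Ptk2* had 0.16 to 0.17 (adjusted p = 0.00967 to 0.0466). *Gng2* had 0.23 (adjusted p = 0.0108) and was not called after the correction by Huber regression (0.08, adjusted p = 0.357) or least squares (0.08, adjusted p = 0.381, and 0.00215 to 0.388 over all 26). *Pltp*, which overlaps *Ctsa* on the other strand, had 0.02 (adjusted p = 0.687). *Ctsc* at 0.214 FPKM and *Rgs2* at 0.0455 FPKM in si-Control lay below the level at which genes were tested.

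The 5 largest rises were those of *Cyp4a10*, *Gm8893*, *Hrg*, *Apoa4* and *Hpd*. In si-Control, *Cyp4a10* and *Gm8893* had 0 counts in every library, and in si-*Fndc1* they had 32 to 289 and 4 to 166 counts per library. Their mean CPM values in si-*Fndc1* were at least 56.3-fold and 34.1-fold those of a floor of 3 counts in every si-Control library, a bound on the means and not on single libraries. *Hrg* had 0 to 4 counts against 80 to 238, *Apoa4* 0 to 4 against 107 to 536 and *Hpd* 0 to 4 against 94 to 411. *Gm8893* overlaps *Serpina1b* on the same strand and *Hpd* overlaps *Psmd9* on the other strand, so these are uncertain. The 5 largest falls were those of *Pagr1a* (82 to 1268 counts in si-Control against 6 to 48), *Gm47428* (45 to 208 against 0 to 40), *Rmrp* (31 to 71 against 0 to 15), *Gm8524* (149 or more against 36 to 67) and *Gm15065* (20 to 49 against 4 to 14). *Pagr1a* overlaps *Pagr1b* and *Gm42742* on the same strand, *Gm47428* overlaps *Ftl1-ps1* and *Rmrp* overlaps *Ccdc107* on the other strand, so the counts of these 3 genes are uncertain too.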
